# Mgat4b-mediated selective *N*-glycosylation regulates melanocyte development and melanoma progression

**DOI:** 10.1073/pnas.2423831122

**Published:** 2025-05-27

**Authors:** Babita Sharma, Keerthic Aswin, Tanya Jain, Ayesha Nasreen, Ayush Aggarwal, Yogaspoorthi J. Subramaniam, Jeyashri Rengaraju, Srashti Jyoti Agrawal, Mayank Bhatt, Bhashkar Paul, Koushika Chandrasekaran, Aanchal Yadav, Jyoti Soni, Rajat Ujjainiya, Md Quasid Akhter, Rajesh Pandey, Shruthy Suresh, Srinivasa-Gopalan Sampathkumar, Vivek T. Natarajan

**Keywords:** melanocyte, N-glycosylation, cell migration, cell adhesion, melanoma

## Abstract

Melanocyte development involves key pathways that are often recapitulated during melanoma initiation, highlighting the importance of understanding these regulatory processes. Our study identifies *mgat4b*, a glycosyl transferase involved in selective *N*-glycan branching enriched in pigment progenitors, as a regulator of directional cell migration and establishment of melanocyte stem cell (McSC) pool during early development. Single cell RNA (scRNA) sequencing analysis in zebrafish upon targeted disruption of *mgat4b* reveals, that migratory melanocyte progenitors marked by galectin expression fail to persist. Lectin affinity proteomic analysis reveals the glycosylation of key melanocyte proteins GPNMB, KIT, and TYRP1 to be under the control of MGAT4B in melanocytic cells. Additionally, mislocalization of Junctional plakoglobin (JUP) explains the observed defects in cell adhesion and migration to be regulated by MGAT4B but not its isozyme MGAT4A. Our meta-analysis further reveals that melanoma patients with both the BRAF^V600E^ mutation and elevated MGAT4B levels have significantly worse survival outcomes compared to those with only the BRAF^V600E^ mutation. By leveraging the zebrafish MAZERATI platform to model BRAF^V600E^ driver mutation in vivo, we show that *mgat4b* mutant cells fail to aggregate and initiate tumors. RNA profiling of the transformed melanocytes revealed cell–cell junction, adhesion, and ECM binding to be probable contributing factors that resulted in the failure of tumor onset. Using a small-molecule inhibitor we demonstrate that complex *N*-glycosylation inhibits early-stage melanoma progression. Our study underscores the importance of selective *N*-glycan branching in both melanocyte development and melanoma initiation, suggesting MGAT4B as a promising therapeutic target for melanoma treatment.

## Significance

This study reveals that the enzyme MGAT4B, which adds sugar molecules to proteins, plays a key role in how pigment-producing skin melanocytes move and organize themselves. This enzyme controls key melanocytic proteins involved in movement and adhesion. This is necessary for pigment progenitor to establish themselves correctly, and blocking it can prevent progression of early melanoma. Our findings challenge the idea that protein sugar-tagging is the same in all cells and show how developmental pathways are reused in cancer. These findings offer a promising therapeutic target, paving the way for innovative, targeted melanoma treatments.

Melanocytes are specialized cells that originate from neural crest cells (NCCs) and contain melanin-rich melanosomes. These cells are crucial for skin pigmentation that serves a protective function against DNA damage (1). Early specifying melanocytes directly originate from the neural crest and migrate over the developing vertebrate embryo to orchestrate the pigmentation pattern (2, 3). During regeneration, these cells are replenished by tissue resident melanocyte stem cell (McSC) pool (4). Unraveling the molecular mechanisms of melanocyte development is vital not only for understanding early development but also for combating diseases like melanoma, as these developmental processes are often co-opted during the transformation of melanocytes to melanoma and its further progression (5, 6).

Recent research has elucidated important pathways such as Kit and ErbB signaling involved in establishing McSCs (4, 7–9). Melanocytes originate directly from NCCs and from multipotent progenitor cells that reside in tissues but are derived from NCCs during early development (3). The transcription factor Mitfa plays a central role in this process, with additional support from factors like Tfap2a-c (10). Thyroid hormone influences terminal differentiation, limiting the final numbers of mature melanocytes (11). Adult pigment cell stripes are formed by the Schwann cell precursors providing a secondary source of melanocytes, marked by a distinct gene expression pattern (12–14). Furthermore, recent studies reveal an important role for the Prl3-Ddx21 axis, in preserving McSC pools (15). Interestingly these factors also have a central role to play in melanoma cells, highlighting the recapitulation of developmental programs in melanoma (15–18).

There is growing evidence that epigenetic and transcriptional developmental programs specific to melanocytes and their precursors are reexpressed during melanoma initiation (5, 6). It is important to identify the programs regulating melanocyte cell states as this may help us identify and target early events in melanoma initiation. In this study, we set out to identify factors that promote melanocyte differentiation from NCCs and found that a glycosyl transferase *mgat4b* initiates the formation of a unique *N*-glycan branch on set of glycoproteins, and functions as a crucial orchestrator of melanocyte development. This finding is intriguing, as recent studies highlight the role of metabolic pathways and glycans in driving embryo growth, along with cellular signaling systems that regulate cell fate decisions and cellular movement during early development (19).

We report *mgat4b*, a selective *N*-glycosylation enzyme, is enriched in pigment progenitors and melanophores, where it regulates melanocyte migration and patterning in zebrafish and mammalian cells. Its loss disrupts Galectin1 marked migratory cells and alters key glycoproteins (GPNMB, KIT, TYRP1) and adhesion protein JUP. MGAT4B is overexpressed in human melanoma and is essential for melanoma initiation, as shown using the MAZERATI in vivo platform (20). Thus, our work highlights the role of selective *N*-glycosylation in early-stage melanocyte development and how this impacts melanoma initiation. These findings underscore the importance of selective *N*-glycan branching in melanoma development and positions MGAT4B as a promising target for melanoma therapy.

## Results

### *mgat4b* Is Enriched in Pigment Progenitors and Melanophores.

In an anticipation of finding factors that favors melanocyte development from NCCs, we performed reanalysis of zebrafish scRNA data in NCCs (11). Dimensionality reduction and unsupervised clustering was applied to the entire population of sox10+ cells, leading to the identification of markers specific to pigment progenitors and developing melanocytes (Fig. 1*A*). As expected, *mitfa*, *tfap2a,* and *mlpha* were enriched in melanophore and pigment progenitors (Fig. 1*B*). Interestingly, we observed that *mgat4b*, a gene encoding a glycosyl transferase, was preferentially enriched in melanophores compared to other chromatophores which arise from the same cell population of pigment progenitors (Fig. 1*B*). Mgat4b expression was higher in the progenitors compared to mature melanophores, suggesting an early role, if any (Fig. 1*C*). Mgat4b is an enzyme located in Golgi-apparatus that forms β1 → 4 linked branch on α1 → 3 mannose residues of selective *N-*glycoproteins (Fig. 1*D*). In this subpopulation of *mgat4b*-expressing cells, receptor–ligand analysis highlighted key factors involved in cell migration, such as Plexin b2 and Nectin2, which are crucial for migration-related signaling. Additionally, the presence of Integrin α4, α5, and α1, along with Adam10, is suggestive of their role in interactions with the extracellular matrix essential for effective migration (Fig. 1*E*) (21). Since many of the predicted targets of *mgat4b* modulate cell surface receptor signaling and govern cell–cell or cell–matrix adhesion, we reasoned that *mgat4b* may play a critical role in melanocyte patterning and development.

**Fig. 1.**
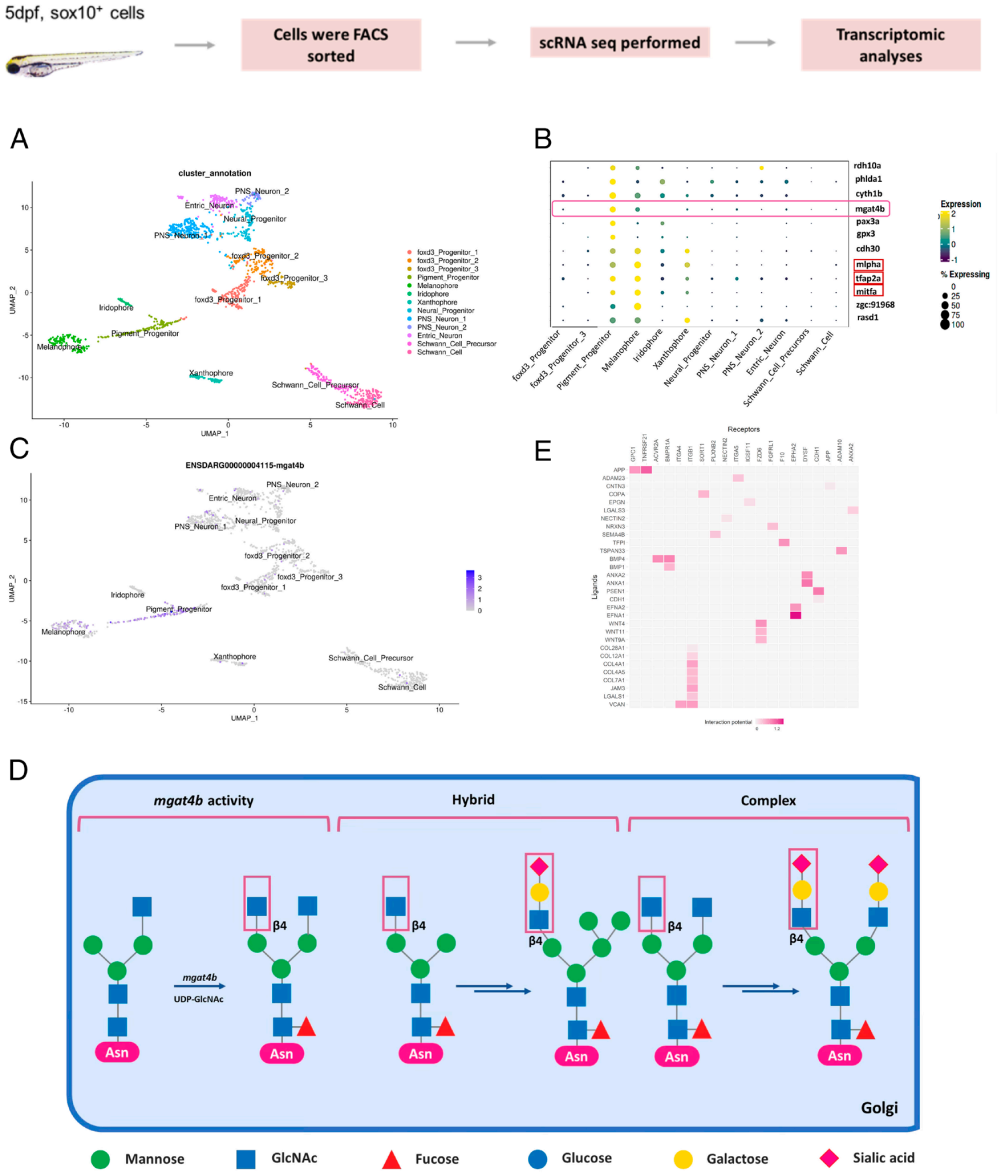
*mgat4b* is enriched in pigment progenitors and melanophores. (*A*) UMAP visualization of the Zebrafish Sox10+ve cells colored by the identified states. (*B*) Dot plot showing the top marker genes enriched in each cluster with the size showing the percent of cell expressing the gene and color showing the scaled mean expression value in each cluster (Wilcoxon–Mann–Whitney test with average log fold change > 0.25 and adjusted *P* value ≤ 0.05). List includes known cell-type marker genes (marked in red box) and new candidate markers. (*C*) UMAP plot shows enrichment of *mgat4b* in pigment progenitor and melanophore clusters. (*D*) Mammalian protein *N*-glycosylation starts in the endoplasmic reticulum and continues in the Golgi apparatus, where three mature types of *N*-glycan structures—high-mannose, hybrid, and complex—are formed. The enzyme MGAT4B transfers *N*-acetylglucosamine in a β1 → 4 linkage to α1 → 3-linked mannose, which initiates the creation of a specific *N*-glycan branch. This branch often includes a sialylated *N*-acetyllactosamine sequence, highlighting its distinctive features in glycan structure. (*E*) Heatmap of NicheNetR-identified ligand/receptor pairs indicating interaction potential between *mgat4b*+ve receiver cells and other sender cells sampled by scRNAseq of zebrafish Sox10+ve cells.

### Global Targeting of *mgat4b* Results in Melanophore Patterning Defects.

To understand the role of *mgat4b* in melanocyte development, we adopted three independent strategies. First, we used a splice block morpholino against *mgat4b* to transiently knockdown the gene. As a result, we observed a significant reduction in Mgat4b protein levels using Western blotting (*SI Appendix*, Fig. S1). Further we observed mild head and eye size reduction in the morphants (*SI Appendix*, Fig. S1 *A* and *B*). We analyzed these animals till day 5, when the melanophores are well patterned, melanized, and all five melanophore stripes dorsal, ventral, yolk sac, and two lateral are visible. The *mgat4b* morphants showed a significantly lower number of lateral mid-line melanophores with respect to control animals (*SI Appendix*, Fig. S1 *C* and *D*).

To assess the initial melanophore emergence along the crest, we utilized a transgenic zebrafish line Tg(*mitfa*:GFP). Fluorescence imaging conducted at 24 h post fertilization (hpf) showed reduction in emergent streams of *mitfa*+cells from the crest in the absence of *mgat4b* (*SI Appendix*, Fig. S1 *E* and *F*). Furthermore, using a Tg(f*tyrp*1: GFP) line where GFP expression is specific to differentiating melanophores, we found aberrant melanophores patterning in the trunk region upon *mgat4b* knockdown at 2 d postfertilization (dpf) (*SI Appendix*, Fig. S1 *G* and *H*).

Second, to complement the morpholino approach, we generated CRISPR mediated global knockout of *mgat4b in vivo* by injecting the sgRNA-Cas9 RNP complex at the single-cell stage (*SI Appendix*, Fig. S2*A*). Brightfield imaging of F0 animals and nontargeting control embryos at 3dpf revealed patterning defects, with a notable portion of melanophores becoming arrested along the path (*SI Appendix*, Fig. S2 *A* and *B*). Sequencing confirmed in-del mutations disrupting the coding sequence of *mgat4b* in F1 adult fishes (*SI Appendix*, Fig. S2*C*). These sequence-validated F1 animals were in-crossed to obtain the F2 generation. Approximately 75% of the F2 embryos displayed a reduced number of lateral melanophores compared to wild-type animals (*SI Appendix*, Fig. S2 *D* and *E*). We assessed the zygosity status of these F2 embryos by performing High Resolution Melt Analysis (HRMA) on phenotypically positive animals and raised them to adulthood. The resulting F2 adults also showed a reduction in adult melanophore numbers (*SI Appendix*, Fig. S2 *F* and *G*). Thus, the global knockout of *mgat4b* (*mgat4b* KO) recapitulated the morpholino phenotype, with a decrease in the number of lateral melanophores and overall patterning defects.

### Melanocyte Specific Ablation of *mgat4b* Leads to Patterning Abnormalities.

Third, in order to assess whether the defects observed were due to melanocyte specific functions of *mgat4b*, we adopted a cell-type specific mutation strategy by modifying the MinicoopR-sgRNA construct developed for rescuing melanophores in casper animals (20). We replaced *mitfa* ORF with a visualization marker GFP, so that melanocyte specific expression of this construct could be visualized through coexpression of GFP with a concomitant ability to target individual genes in melanophores (*SI Appendix*, Fig. S3*A*). We injected this *mitfa*: Cas9, *mitfa*: gfp plasmid at the single cell stage and observed majority of melanophores labeled at 2dpf (*SI Appendix*, Fig. S3*A*). This construct was specifically expressed in melanocytes as GFP+ sorted cells showed enrichment for melanocyte-specific markers such as *mitfa, dct,* and *tyr* at 2 dpf (*SI Appendix*, Fig. S3*B*). Whole mount in-situ (WISH) was used to check for Cas9 RNA expression, which was well restricted to areas where melanophores reside based on the position of the GFP signal (*SI Appendix*, Fig. S3*C*) (22).

We cloned *mgat4b* sgRNAs into this *mitfa*:Cas9;*mitfa*:gfp plasmid construct to specifically ablate *mgat4b* in melanophores. The efficiency of sgRNAs was evaluated using a T7 endonuclease assay on sorted GFP+ cells from both samples. Using qRT-PCR we observed a significant reduction in *mgat4*b transcript levels within melanocytes isolated by FACS (*SI Appendix*, Fig. S3 *E* and *F*). Targeting *mgat4b* specifically within melanophores (*mgat4b* mut) revealed patterning defects at the 3 dpf stage. By 5 dpf, there was a notable decrease in the number of lateral melanophores, (*SI Appendix*, Fig. S3 *G*–*J*). Thus, all three experimental approaches that were employed to target *mgat4b* consistently showed a reduction in the number of embryonic lateral-line melanophores. Thereby, our somatic cell-type ablation strategy highlights that gene ablation in melanocyte specific manner in vivo is a powerful tool for screening candidates and evaluating their roles using pigmentation outcomes as a readout. This strategy highlights the melanocyte-specific role of *mgat4b*, demonstrated by the mutant’s inability to form lateral melanophores. To unravel the mechanistic basis of this phenotype, we utilized single-cell RNA sequencing in GFP-positive cells.

### scRNA Data Map the Fate of *mgat4b* Targeted Melanocyte Precursors.

Our data thus far demonstrated that *mgat4b* mutant results in dysregulation of melanophore development. However, *mgat4b* loss seems to specifically impact lateral melanophores more than the dorso-ventral ones. Thus, to identify the key melanophore populations altered by *mgat4b*, we performed single-cell RNA sequencing (scRNA-seq) on Nontargeting controls (NTC) and somatic melanocyte-specific *mgat4b* mutant (*mgat4b* mut) GFP+ cells at 36 hpf using the 10× Chromium platform. After integrating all samples, we identified six distinct clusters (Fig. 2 *A* and *B*). Based on markers from previously published datasets (4, 11), we assigned the identities for these clusters (Dataset S5). We identified two proliferative neural crest (NC) populations: *twist1a*+ NC progenitors and *foxd*+ progenitors (Fig. 2*C*). Additionally, we identified three distinct clusters expressing combination of different chromatophore markers. One cluster expressed markers of all three types of chromatophores namely xanthophore, melanophore, and iridophore (expressing *aox5, mitfa, pnp4a*), stem cell markers (*crestin, sox10*), and migratory markers (*rac2, csf3b, rgs2, and itga6*) (Fig. 2*C* and *SI Appendix*, Fig. S4*D*). Hence, we designated this cluster as the migratory MIX+ (migratory melanophore, iridophore, and xanthophore) population. We observed this cluster to be also enriched for *tyrp1b* and not *foxd3* (Fig. 2*C*), therefore, it is likely that they will eventually become mature melanophores (23). In addition, we identified two bipotent clusters, MX+ (melanophore-xanthophore) and MI+(melanophore-iridophore) (Dataset S5). Representative markers for each cluster are shown in the dot plot and UMAP (Fig. 2 *B* and *C*) and top ten markers of each cluster are shown as heatmap (*SI Appendix*, Fig. S4*E*). Importantly, the migratory MIX+ cluster was specifically depleted in the *mgat4b* mut group suggesting that these cells may contribute to the melanocyte defects observed in vivo (Fig. 2 *D* and *E*). Further analysis revealed that lectin genes such as *lgals1, lgals3, and lgals9* are highly enriched in the MIX+ cluster (*SI Appendix*, Fig. S4*F*). These lectin genes have galactoside-binding properties, and are known to interact with substrates that contain branched structures modified by Mgat4 (24). This suggests a critical requirement of specific *N*-glycosylation branching mediated by *mgat4b* for the sustenance of this migratory population.

**Fig. 2.**
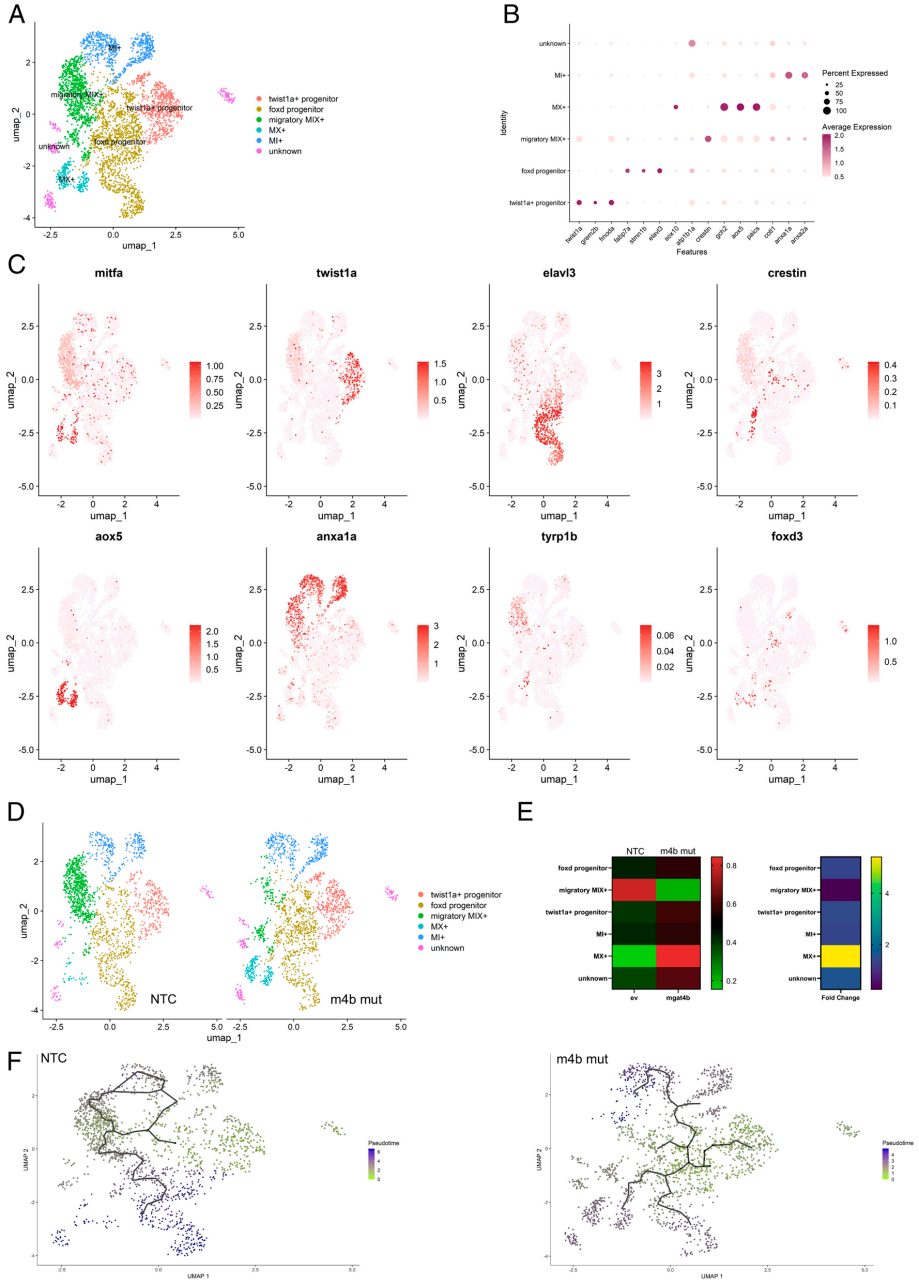
Melanocyte specific ablation of *mgat4b* leads to cell-arrest and results in cell death. (*A*) UMAP visualization of the zebrafish *mitfa*+ve cells integrated from nontargeted control (NTC) and melanocyte specific knock out of *mgat4b* (m4b mut)cells colored by the identified states. (*B*) Dot plot showing the top marker genes enriched in each cluster with the size showing the percent of cell expressing the gene and color showing the scaled mean expression value in each cluster. (*C*) UMAPs of *mitfa*+ cells with color change from light pink (negative) to red based on log normalized scaled expression of *mitfa, twist1a, elavl3, crestin, aox5, anxa1a and tyrp1b* and *foxd3*. (*D*) UMAP visualization of the Zebrafish *mitfa*+ve cells from NTC and *mgat4b* mut cells colored by the identified states *E* (*Left* panel). Heat map showing the proportion of cells belonging to certain cell-type distributed between NTC and *mgat4b* mut samples *E* (*Right* panel). Heat map depicting fold change of the cell number across NTC and *mgat4b* mutant sample. (*F*) Pseudotime ordering of the cells in NTC (*Left*) and *mgat4b* mutant (*Right*), coloring based on pseudotime scores (Wilcoxon–Mann–Whitney test with average log fold change > 1 and adjusted *P* value ≤ 0.05).

Functional enrichment analysis of genes in the missing cluster identified significant enrichment of ECM binding, cell adhesion, and galectin binding (*SI Appendix*, Fig. S4*C*). We then performed cell–cell communication analysis to understand the cellular interactions in this cluster (*SI Appendix*, Fig. S4 *A* and *B*). The results confirmed our earlier observation of their migratory potential, as these cells expressed key receptors and metalloproteases (*itga6, rac2, mmp9, cxcl14,* and *mmp*30) essential for cell migration, adhesion, and chemotaxis-related processes (*SI Appendix*, Fig. S4*F*). To investigate the lineage relationships between clusters, we conducted a pseudotime analysis based on gene expression that revealed a trajectory. A branch point originating from NCs that transitioned into MX+ and MI+ through migratory MIX+ cells (*SI Appendix*, Fig. S4*D*). The specific reduction in the MIX+ cluster caused by the *mgat4b* mutation suggests an effect on melanoblast formation, and led to noticeable relative increase in MX+ and MI+ cell numbers (Fig. 2 *D* and *E*). To investigate whether the fate of MIX+ is changed to MX+ or MI+ in the absence of *mgat4b*, we created separate pseudotime trajectories for both the samples and observed that the fate of early *foxd3*+progenitor population shifts toward the MX+ cluster rather than the MIX+ cluster, as seen in the control sample (Fig. 2*F*). This finding suggests that loss of *mgat4b* drives early neural crest progenitors to transition directly into MX+ or MI+ lineages, bypassing the MIX+ state. These are likely to differentiate into xanthophores or iridophores, as indicated by the expression of markers like *aox5* for xanthophores and *anxa1a* and *anxa2a* for iridophores (Fig. 2*C*). Consistent with this, there is no reduction in the xanthophore and iridophore populations in the *mgat4b* mut group. To summarize, through single cell transcriptomics, we identified that selective *N*-glycan branching mediated by *mgat4b* in migratory melanophore precursors is critical and essential for the early migration, directionality, and survival of cells that develop into melanophores.

### Mgat4b Targeting Leads to Migration Arrest and Subsequent Cell Death.

The NCC derived progenitors migrate dorso-medially to establish the McSC pool (7). We therefore traced the dorso-medial migration of NCC derived progenitors. Time-lapse imaging of NTC and *mgat4b* mut animals showed directional migration of melanophores, with elongated cells extending in the direction of movement (Fig. 3*A*, *Inset* and Movie 1). In contrast, the *mgat4b* mut animal exhibited melanophores extending dendrites in all directions Fig. 3*B*, *Inset*. These melanophores appeared to be arrested along their paths and showed very limited movement (Fig. 3*B* and Movie 2). We analyzed the velocity and directionality of these cells as they migrated from the neural crest. Our findings showed significant differences in the velocity and directionality of GFP+ cells between the NTC and *mgat4b* mut. In the mutant, the cells exhibited significantly lower velocity compared to NTC cells, and their directionality was also impaired (*SI Appendix*, Fig. S5 *A* and *B*). Thus, underscoring the importance of *mgat4b* in facilitating the migration of melanocytes along their paths while maintaining the correct directional orientation.

**Fig. 3.**
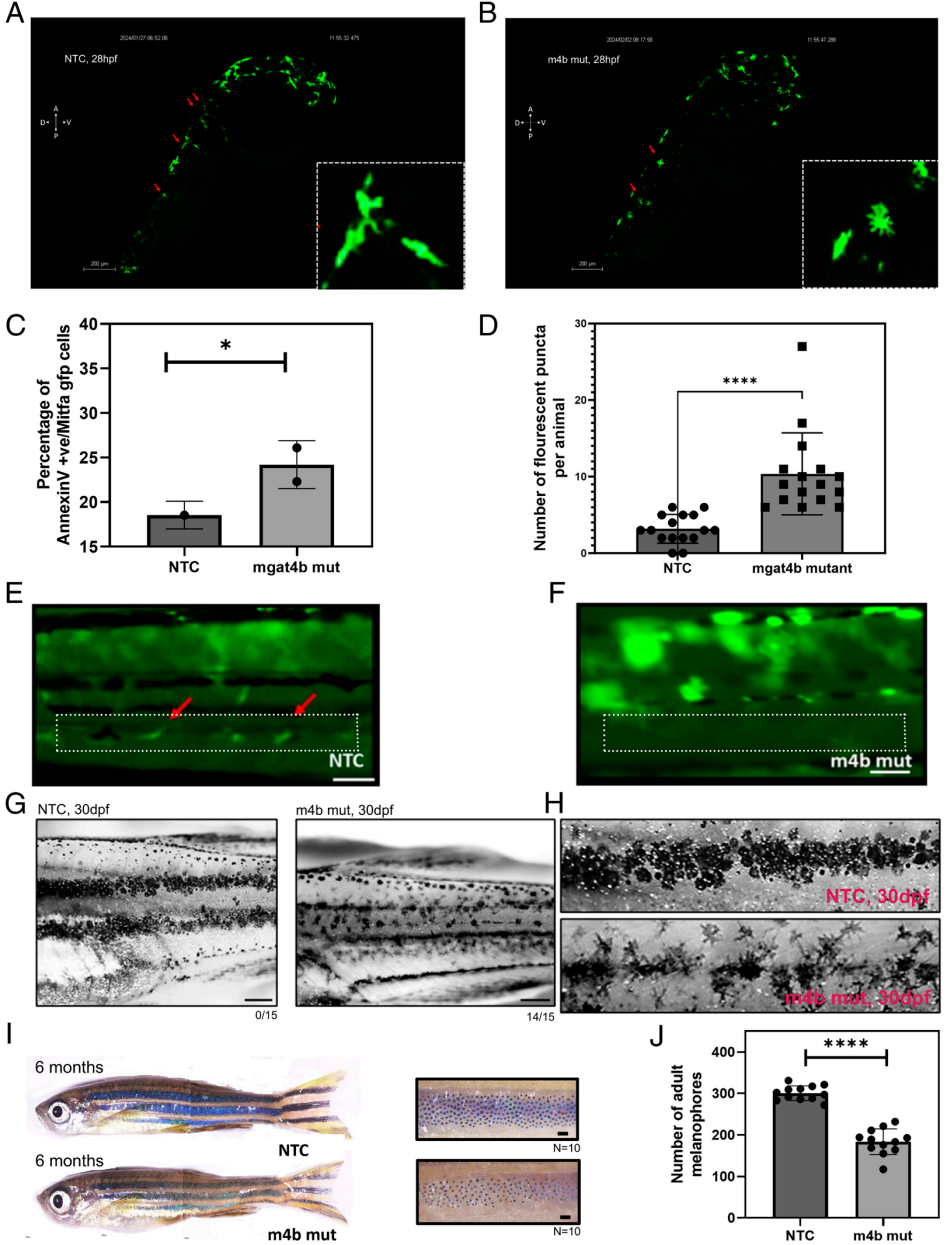
Melanocyte specific ablation of *mgat4b* leads patterning abnormalities and reduced adult melanophores. (*A* and *B*) Snapshot of time-lapse imaging showing early melanophore migration. Red arrows in NTC animal shows elongated melanophores migrating in dorsolateral or dorsomedial direction (*Inset*) whereas in *mgat4b* mut animal they mark direction-less star-shaped melanophores (*Inset*). (Scale bar, 200 µm.) (*C*) The bar graph represents mean ± SEM of percentage of Annexin V+/*mitfa* gfp+ cells in NTC and *mgat4b* mutant animals, n = 3, unpaired t test, *P* = 0.0138. (*D*) The bar graph represents mean ± SEM of number of fluorescent puncta per animal in NTC and *mgat4b* mutants, n = 2, unpaired *t* test, *P* ≤ 0.0001. (*E* and *F*) Lateral view of tissue specific NTC and *mgat4b* mut at 7dpf showing melanocyte stem cells (McSCs) residing pattern. The red arrows and the white dotted box highlight the distribution of McSCs in the trunk region. (*G* and *H*) Lateral view of 1 mo old NTC and *mgat4b* mut animal showing pigment stripes after metamorphosis (*Left*) zoomed images showing well, melanized irregularly circular shaped melanophores in NTC and dendritic star shaped melanophores in mutant (*Right*) 14/15 indicates 14 out of 15 fish imaged as shown in the representative image show the aberrant phenotype. (Scale bar, 50 µm.) (*I*) Lateral view of 6 mo old NTC and *mgat4b* mut animal showing adult pigment stripes, the zoomed images on the right shows constricted melanophores upon epinephrine treatment. (Scale bar, 1,000 µm.) (*J*) The bar graph represents mean ± SEM of melanophore count in adult stripes in NTC and *mgat4b* mut animals *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001 and ns *P* > 0.05.

To explore the fate of these arrested cells, we assessed the survival of these cells by Annexin V staining. A significant and consistent increase (from 18 % to 26%, *P* = 0.0138) in the early apoptotic cell population was observed in *mgat4b* mut animals compared to NTCs (Fig. 3*C*). Furthermore, acridine orange staining was performed to examine the spatial distribution of these apoptotic cells. We observed a markedly higher frequency of fluorescent puncta in the trunk region of *mgat4b* mut animals compared to control (Fig. 3*D* and *SI Appendix*, Fig. S5*C*). This region corresponds to where melanophores were arrested during their migration (Fig. 3*B*). Hence it is likely that the failure to achieve the appropriate spatial positioning and an independent, or a consequent loss of growth factor signaling within this critical time window may preclude the migratory cells from establishing the McSC pool. Since *mgat4b* mutants showed a decrease in both embryonic lateral and adult melanophores, we hypothesized that the McSC pools are altered in these animals. Lateral and adult melanophores arise from an McSC pool that resides in dorsal root ganglion (DRG) (1). We set out to identify McSCs in 4 dpf animals as previously reported (4, 7, 25), and observed multiple dendritic *mitfa*:gfp cells in the *mgat4b* mutant animals, in place of the few elongated McSCs associated with the DRG observed in the NTC animals (Fig. 3 *E* and *F*). These defects extended into one month old animals in which the stripe establishment is incomplete, the mutants display dendritic melanophores and are unable to orchestrate into the stripes (Fig. 3 *G* and *H*). In the 6-mo-old adult animals, while the stripes could be observed, the melanophore numbers were diminished in the *mgat4b* mutant group compared to the NTC group (Fig. 3 *I* and *J*). Therefore, *mgat4b* appears to have a role in establishing the McSC pool. To investigate this further, we resorted to melanophore regeneration assay using [4,(4-Morpholinobutylthio) Phenol] (MoTP) as the melanocyte ablating agent (26). After regeneration, the mutant fish have a lower number of regenerated melanophores compared to the wild type siblings, confirming a defect in the establishment of McSC pool (*SI Appendix*, Fig. S5 *D* and *E*).

### MGAT4B Expression in Melanocytes Is Governed by MITF.

As *mgat4b* plays a key role in melanophore development, we assessed the changes in *mgat4b* expression in melanocytes across the developmental time-window. Reanalysis of zebrafish microarray data from our group showed that similar to the *mitfa* expression, *mgat4b* expression peaks during the 34-36 hpf time-frame (*SI Appendix*, Fig. S2*H*, GSE189059). This coincides with the migration and positioning of melanophores within embryonic stripe patterns in zebrafish development. Given that Mitfa is a key transcription factor responsible for these processes, we hypothesized that *mgat4b* may mediate its effects through a Mitfa program in melanocytes.

To test this, we first assessed whether Mitfa overexpression could rescue defects observed in the *mgat4b* mutant. We used the minicoopR vector, to specifically express *mitfa* in melanophores while also achieving targeted gene manipulation in these cells. To evaluate *mitfa* expression, we injected both this MinicoopR vector and the modified version, where the *mitfa* minigene was replaced with GFP to traced melanocytes into Assam Wildtype (ASWT) embryos. Our analysis revealed a significant increase in *mitfa* transcript levels at approximately 28 hpf in MinicoopR-injected embryos compared to those injected with the modified MinicoopR vector and noninjected controls (*SI Appendix*, Fig. S6*A*). When *mgat4b* was targeted using this construct by the validated sgRNA, we observed defects in melanocyte patterning and reduced melanophore survival, despite the increased *mitfa* expression quantified by qRT-PCR (*SI Appendix*, Fig. S6 *A*–*E*). Suggesting that the effects of Mgat4b are either independent of Mitfa or likely occur downstream of Mitfa in melanocytes. Indeed, studies have shown that glycosyltransferases are regulated by cell-type-specific transcription factors within precise spatiotemporal windows to perform specific functions (27). Thus, we reasoned that *mitfa* could regulate *mgat4b* in melanocytes. To investigate this, we analyzed previously published single-cell RNA sequencing data obtained from zebrafish *mitfa*+ cells at 28 hpf and clustered them based on their levels of endogenous *mitfa* expression (GSM7706846, GSM7706847). Strikingly, we observed a consistent correlation between the expression levels of *mitfa* and *mgat4b* within these cells, suggesting that cells exhibiting high *mitfa* expression also display elevated levels of *mgat4b* (*SI Appendix*, Fig. S6*F*). To test whether *mitfa* transcriptionally regulates *mgat4b*, we overexpressed MITF in B16F10 mouse melanoma cells and assessed its effects on MGAT4B levels. MITF overexpression increased the protein levels of MGAT4B and decreased when MITF was downregulated (*SI Appendix*, Fig. S6 *G* and *H*). Finally, we utilized ChIPqPCR to confirm the binding of MITF to the MGAT4B promoter region. This showed an enrichment of MITF in the MGAT4B promoter region (*SI Appendix*, Fig. S6*I*). In conclusion, our findings demonstrate that MITFA transcriptionally regulates MGAT4B in melanocytes, playing a crucial role in melanophore migration, positioning, and survival.

### Loss of *Mgat4b* Reduces Invasiveness and Disrupts the Velocity and Directionality of Migrating Melanocytes.

To dissect the molecular mechanisms by which *Mgat4b* regulates melanocyte functions, we knocked out *Mgat4b* in B16 mouse melanoma cells (Fig. 4*B* and *SI Appendix*, Fig. S7 *A*–*C*). The *Mgat4b* KO cells displayed distinct morphological differences compared to the control, including fewer cell–cell contacts and noncohesive aggregate colonies (Fig. 4*A* and *SI Appendix*, Fig. S7*A*). Phalloidin staining of filamentous-actin revealed that the KO cells showed extended filopodia, whereas the control cells were more spindle-shaped and firmly adhered to the substratum (Fig. 4*A*). Western blot analysis of two representative colonies, mut1 and mut2, confirmed a reduction in MGAT4B protein levels (Fig. 4*B*). For all subsequent experiments, we used the mut1 clone as it exhibited minimal protein expression.When measured, the total cell surface area of knockout cells was found to be significantly larger than that of wildtype cells (Fig. 4*C*). Since functional enrichment analysis of zebrafish *mgat4b* mut highlighted ECM binding, migration, and cell adhesion as the most enriched pathways, we evaluated the invasive capability of these *Mgat4b* KO cells using a Matrigel-coated trans-well invasion assay. We observed a significant decrease (*P* ≤ 0.0001) in invading cells, reinforcing the hypothesis that *Mgat4b* could be involved in ECM degradation and extravasation (Fig. 4 *D* and *E*). To further explore this, we assessed the migration capability of KO cells using a chemotaxis assay. Wildtype and KO cells were seeded in a trough connected to a reservoir containing SCF (chemoattractant) on one side and control media on the other, creating a stable SCF gradient across the imaging field. We observed that wildtype cells preferentially migrated toward increasing SCF gradient and maintained persistent migration directionality throughout the imaging period (Fig. 4*F*). In contrast, KO cells showed no preferential direction of migration and additionally moved with significantly lower velocity (Fig. 4*G* and Dataset S1). This suggests that *Mgat4b* is crucial not only for the directional movement of melanocytes but the migration ability in itself. In this context, it is intriguing that the *Mgat4b* KO cells put out extended filopodial projections but are incompetent in cell migration

**Fig. 4.**
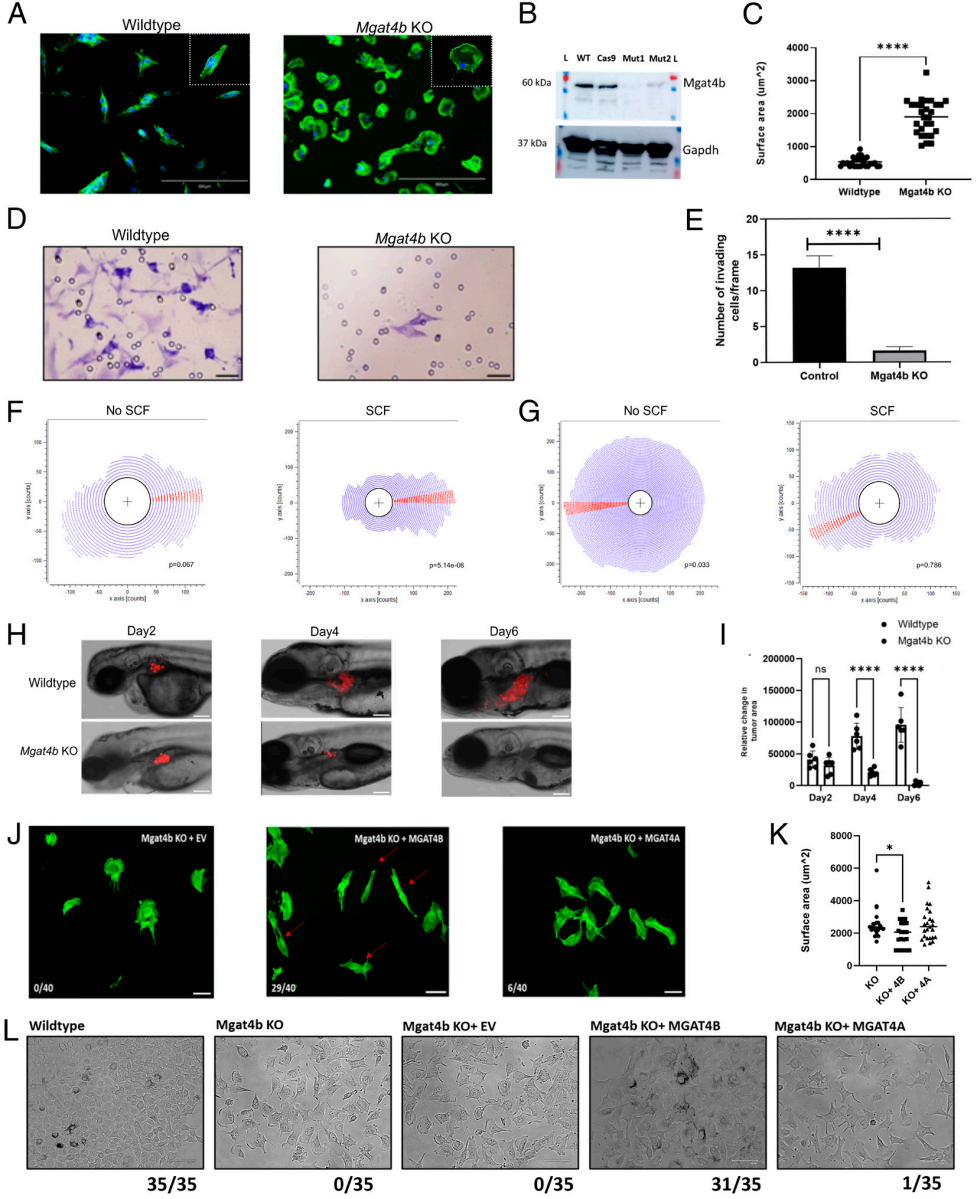
Loss of *Mgat4b* leads to reduced invasion capability and affects directionality of migrating melanocytes. (*A*) Phalloidin staining shows actin filament distribution in wildtype control and *Mgat4*b knockout (Mut1) cells. (Scale bar, 300 µm.) Insets display magnified view of individual cells from each sample. (*B*) Western blot shows protein levels of *Mgat4b* in wildtype control and two clones of *Mgat4b* KO (Mut1 and Mut2) along with Cas9 control in B16-mouse melanoma cells. Mut1 (colony 6) and Mut2 (colony 7) are two independent single-cell clones of Mgat4b mutant B16 mouse melanoma cells. All further validations represented in the manuscript pertain to Mut1 (colony 6), which was used for all subsequent experiments described in the study. (*C*) Scatter plot depicting total cell surface area for wildtype and *Mgat4b* KO cells. (*D*) Toluidine blue label cells on Matrigel depicting the invasion capability of wildtype control and *Mgat4b* knockout(Mut1) cells. (Scale bar, 50 µm.) (*E*) Bar graph depicting invasion of wildtype control and *Mgat4b* knockout cells per frame (Mut1). (*F* and *G*) Rose plot depicting spatial distribution of wildtype control and *Mgat4b* knockout cells(Mut1) in chemotaxis chamber assay, without and with stem cell factor (SCF). (*H*) Xenograft of mouse melanoma cells (wildtype control and *Mgat4b* knockout(Mut1) cells) into the 2dpf zebrafish Perivitelline Space (PVS). Red arrows indicate cells with spindle shaped wild type–like morphology. (*I*) Bar plot shows relative change in tumor area of wildtype control and *Mgat4b* knockout (Mut1) cells. (Scale bar, 50 µm.) (*J*) Phalloidin staining shows actin filament distribution in *Mgat4b* KO(Mut1) cells complemented with Empty vector (EV), *Mgat4b,* and *Mgat4a* constructs. (Scale bar, 50 µm.) Red arrows represent KO cells which regained wildtype like epithelial morphology. (*K*) Scatter plot representing cell surface area of *Mgat4b* KO cells complemented with EV, *Mgat4b* and *Mgat4a* constructs. (*L*) Brightfield images showing cells morphology and colony formation in *Mgat4b* KO(Mut1) cells complemented with EV, *Mgat4b,* and *Mgat4a* constructs along with wildtype and *Mgat4b* KO cells (No transfection control), the numbers listed under each image indicate how many out of 35 colonies exhibit the shown phenotype like wildtype (cohesive-aggregated colony). (Scale bar, 175 µm.) *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001 and ns *P* > 0.05.

To evaluate whether *Mgat4b* alters migration of mammalian melanocytes in vivo, we conducted xenograft experiments using wildtype and KO cells in zebrafish embryos. We studied the growth of DiI-labeled wildtype and KO cells by transplanting approximately 200-300 cells into the perivitelline space (PVS) of zebrafish embryos, 2 dpf. Images of the transplants were captured, and the cross-sectional areas were quantified at 4 and 6 dpf (Fig. 4*H*). During the observation period, the cross-sectional areas of the KO xenografts gradually decreased, and by the end of 5 d, the KO cells had completely disappeared (Fig. 4*I*). In contrast, control xenografts continued to grow (Fig. 4 *H* and *I*). Hence, based on chemotaxis assay as well as growth of melanocytes *in vivo, Mgat4b* appears to be essential for directionality and velocity of migration. When the proliferation rates in vitro were measured, the results revealed a highly significant reduction in the proliferation rate. While the mean ± SD for the control was 8.16 × 10^5^ ± 0.28 × 10^5^, it was 1.35 × 10^5^ ± 0.22 × 10^5^ for the *Mgat4b* KO cells (students *t* test *P* < 0.0001, n = 3) compared to the wildtype.

### Profiling of Differential Glycosylation by Lectin Blotting.

It is anticipated that these effects are a result of aberrant expression of glycoproteins, we suspected global alterations in *N*-glycosylation of cell surface proteins. To assess the proteins modified by *Mgat4b*, we employed *Datura Stramonium* Lectin (DSL), that selectively binds the branch generated by MGAT4 activity. We first performed lectin blot analysis on both wildtype and *Mgat4b* knockout B16 mouse melanoma cells, where the available cell quantity allowed for effective enrichment and subsequent target identification. We confirmed reduced DSL binding in the KO cell lysate compared to the wildtype, and this was supported by the FACS based assessment of cell surface labeling (*SI Appendix*, Fig. S7 *D* and *E*).

In the knockout cells we attempted to restore functionality by introducing exogenous MGAT4B, and included MGAT4A for comparison. Q-PCR-based validation showed elevated transcript levels of *Mgat4a* and *Mgat4b* three days after complementation with the respective genes (*SI Appendix*, Fig. S7 *F* and *G*). Surface reactivity to DSL, an indicator of MGAT4B activity, showed that both isoenzymes restored levels comparable to wild-type cells (*SI Appendix*, Fig. S7*E*). However, only MGAT4B and not MGAT4A was able to recover the filopodial phenotype and bring about a reduction in the total surface area of the knockout cells (Fig. 4 *J* and *K*). Additionally, colony forming assays with rescued cells showed that MGAT4B, but not MGAT4A, restored the “loose aggregate” phenotype of *Mgat4b* knockout cells (Fig. 4*L*). Since only MGAT4B rescued both the filopodial and colony-forming phenotypes in knockout cells, this strongly indicates distinct substrate selectivity between these two glycosyltransferases (Fig. 4 *J*–*L*).

### Differential Proteomics Identifies Target Proteins of MGAT4B in Melanocytes.

Having established that *Mgat4b* is essential for melanocyte migration, we next sought to identify the cellular targets of glycosyltransferase responsible for this phenotype. We used a lectin-based approach to enrich glycoproteins specifically modified by MGAT4B in melanocytes. We assessed the levels of β1→4 linked GlcNAc sugars on cell surface of control and *mgat4b* mutant zebrafish melanophores at 2 dpf using *Datura Stramonium* lectin (DSL) labeling. DSL has a strong affinity for β1→4 linked GlcNAc sugars, which are synthesized by MGAT4 activity (24). Flow cytometric analysis of surface accessible DSL reactivity was similar in other (non-GFP positive) cell types between the *mgat4b* mutant and NTC samples. However, in consistence with the earlier observed phenotype a two-fold reduction (*P* = 0.0271) was observed in GFP-expressing melanophores (*mitfa*:gfp+) in *mgat4b* mutant compared to control cells (*SI Appendix*, Fig. S7 *H* and *I*). Melanocytes demonstrate high DSL reactivity, suggesting a requirement for MGAT4 activity in these cells. Interestingly, *mgat4b* mutant showed decreased melanocyte-specific DSL reactivity evidenced by the GFP and DSL double positive cells (*SI Appendix*, Fig. S7 *H* and *I*). Therefore, a DSL-based enrichment strategy would be an effective way to enrich for MGAT4B targets, allowing us to compare wildtype and *Mgat4b* KO cells to reveal the specific targets of this glycosyltransferase in melanocytes.

While DSL-based enrichment is an effective method for identifying MGAT4 targets in melanocytes, the low abundance of zebrafish cells presents a challenge. Therefore, for identifying MGAT4B targets, we opted to use B16 cells, where the knockout can be combined with DSL enrichment to analyze the glycoproteome affected by MGAT4B (Fig. 5*A*). Differential proteomic analysis was carried out on DSL-enriched proteins from both wildtype and *Mgat4b* knockout B16 cells. Mass spectrometric analysis of DSL-enriched proteins consistently identified 104 proteins in wildtype and 58 proteins in knockout samples with at least one peptide being recognized across two biological replicate experiments. Among these 54 proteins were common between the two samples (Fig. 5*B* and Dataset S3). After applying median filtering and removing common contaminant proteins and associated proteins such as ribosomal proteins, tubulins, and heat-shock proteins, we shortlisted proteins that are putatively modified by MGAT4B (Fig. 5*C*). Based on literature analysis, these proteins may play a role in directional cell migration and invasion. Three of the shortlisted proteins, namely glycoprotein nonmetastatic melanoma protein B (GPNMB), Junctional Plakoglobin (JUP, also called as β-catenin), and tyrosinase-related protein 1 (TYRP1) were further evaluated to confirm whether these proteins are substrates of MGAT4B that could explain the phenotypic outcomes seen in the knockout.

**Fig. 5.**
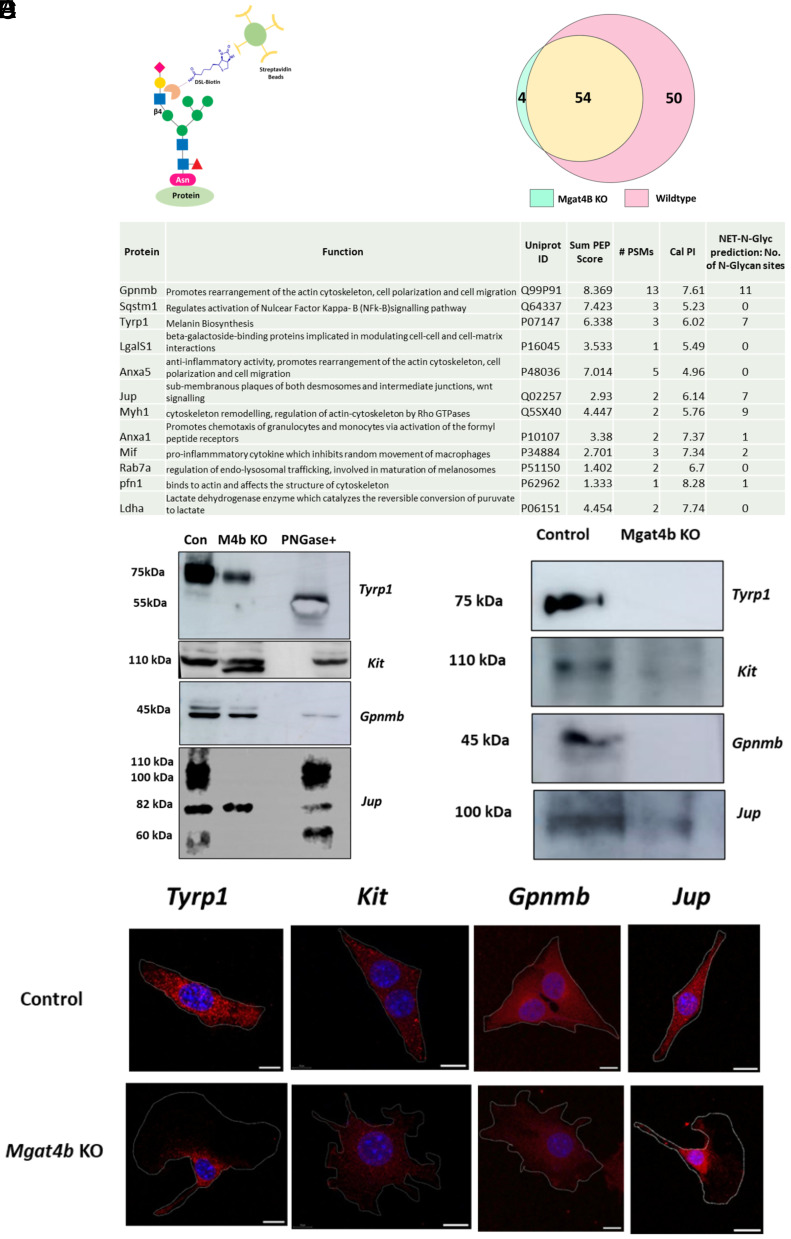
Differential proteomics reveal melanocyte specific target proteins of MGAT4B. (*A*, *B*) Schematic overview of the experimental strategy used to identify downstream targets of MGAT4B in melanocytes, Venn diagram depicting number of proteins identified by mass spectrometry analysis of the DSL-enriched fractions of Wildtype and *Mgat4b* KO proteins. (*C*) List of differentially enriched proteins in wildtype lysates with respect to *Mgat4b* KO along with their Uniprot ID, Sum PEP Score, PSMs, calc. PI and their functional profiling and predicted *N*-glycosylation sites by NetNGlyc—1.0 database. (*D*) Western blot analysis of *Tyrp1, Kit, Gpnmb,* and *Jup* in wildtype and *Mgat4b* knockout (M4b KO) lysate along with PNGase treated wildtype lysate. (*E*) Western blot analysis of *Tyrp1, c-Kit, Gpnmb*, and *Jup* following biotinylated DSL pull-down in wildtype and *Mgat4b* knockout (M4b KO) lysates. (*F*) Confocal microscopy images of immunocytochemistry using *Tyrp1, Kit, Gpnmb,* and *Jup* (red) on permeabilized wildtype and *Mgat4b* KO cells, counterstained by DAPI (blue). The overlay of both channels is depicted. [Scale bar, 50 µm (DSL- *Datura stramonium* Lectin].

The transmembrane protein GPNMB is a known factor that promotes melanocyte growth and enhances extracellular matrix (ECM) binding (28). Its *N*-glycosylated ectodomain interacts with RGD-containing β1 integrin, leading to focal adhesion formation and subsequent activation of FAK and ERK pathways and controls rearrangement of actin-cytoskeleton, cell polarization, and migration of melanocytes (28, 29). The protein Junction plakoglobin (JUP) is a member of the armadillo protein family, close homolog of β-catenin, and is a component of the desmosome connecting cadherins to cytoskeleton (30). Owing to the lack of signal peptide and its final destination in the cytoplasmic region, JUP does not seem to follow the secretory pathway. A NetNGlyc and NetOGlyc analysis of JUP protein sequence predicted seven and seventeen N-linked and O-linked glycosylation sites respectively, albeit no experimental data are available. TYRP1 is a melanosomal protein involved in the pigmentation process of melanocytes (31). Our earlier data revealed that *Mgat4b* knockout cells were unable to respond to the SCF cue in their environment and failed to migrate toward it. Because of SCF’s critical role in guiding melanocyte movement, its receptor, Kit, a known *N*-glycosylated protein essential for the survival of lateral and adult melanophores in zebrafish (32), was chosen for further validation. Therefore, in addition to the proteins identified in differential proteomics, we examined the tyrosine kinase receptor KIT as it was a compelling candidate for glycosylation modification by MGAT4B.

To determine whether these shortlisted proteins mediate the observed phenotypic effects of MGAT4B, we evaluated their protein levels, relative mobility on SDS-PAGE, ability to bind DSL, as well as the protein localization in wildtype versus *Mgat4b* KO cells. We performed western blots for each candidate with a reference of deglycosylated form using peptide-*N*-glycosidase F (PNGaseF). TYRP1 showed a mobility shift in tune with the known extensive *N*-glycosylation (33). In *Mgat4b* KO cells mobility shift was not observed although the binding to DSL was completely abrogated (Fig. 5 *D* and *E*). However, a reduction in the levels of TYRP1 was observed (Fig. 5*D*). This suggests that although MGAT4B-mediated modification does not significantly affect the overall glycan load, it remains essential for protein stability. Immunolocalization studies further confirmed a decrease in the overall protein levels (Fig. 5*F*). We surmised that the proteins are mislocalised and likely retained within the Golgi apparatus. However, using Phaseolus Vulgaris Leucoagglutinin PHA-L that marks Golgi, IF studies indicated lack of any clear trend in colocalization (*SI Appendix*, Fig. S7*J*). In the *Mgat4b* knockout lysate, the KIT receptor showed two distinct bands around 110 kDa, whereas the wildtype and PNGase-treated lysates displayed only one band of the same size corresponding to the top band observed in the knockout. This suggests a possible proteolytic cleavage of the KIT receptor occurs in *Mgat4b* knockout cells, possibly impairing its ability to respond to the ligand SCF. Immunofluorescence suggested a decrease in the overall KIT levels in the KO and also its localization was nonuniform and restricted to regions around the nucleus. Surface accessibility could not be checked as FACS antibodies recognizing extracellular epitope of KIT did not show immunoreactivity in B16 cells. GPNMB antibody recognized two bands migrating closely around 45 kDa, with the upper band being diminished in the *Mgat4b* knockout lysate and completely disappearing in the PNGase-treated sample. DSL recognized the upper band, indicating GPNMB to be modified by MGAT4B, and this modification is essential for stable expression of this glycoform (Fig. 5*D* &E). Immunofluorescence also indicated an overall decrease in GPNMB expression in the knockout cells (Fig. 5*F*). JUP consistently exhibited three additional bands 110, 100, and 60 kDa along with the main 82 kDa band (Fig. 5*D*). DSL recognizes 100 kDa form which is missing in *Mgat4b* knockout (Fig. 5*E*). The striking absence of 100 kDa band for JUP in *Mgat4b* knockout suggests that JUP has a high probability of nonredundant dependency on MGAT4B for elaboration of the predicated seven *N*-glycan sites. The selective identification of glycoproteins, such as GPNMB, KIT, and JUP which are part of desmosome and adherens junctions, emphasize the role of protein–glycan interactions apart from the well-studied protein–protein interactions in cell–cell interactions.

### MGAT4B Is a Critical Factor in Melanoma Progression.

Having demonstrated the pivotal role of *mgat4b* in early melanocyte development, we set out to assess its potential implications in melanoma tumor initiation. Melanoma cells exhibit a dedifferentiated state similar to stem cells, where they possess heightened plasticity and tumorigenic potential (3). Given Mgat4b’s involvement in orchestrating crucial developmental processes, including cell migration and patterning, there arises a compelling rationale to explore its function within the context of melanoma. Understanding the role of Mgat4b in melanoma may offer valuable insights into the mechanisms underlying tumor progression, metastasis, and perhaps even provide novel avenues for therapeutic intervention aimed at targeting the dysregulated glycosylation pathways characteristic of cancer cells.

To investigate the involvement of Mgat4b in melanoma, we initially examined its expression in skin cutaneous melanoma (SKCM) using the cancer genome atlas (TCGA) database. Remarkably, we observed elevated levels of *MGAT4B* in melanoma patients compared to normal individuals (Fig. 6*A*). Subsequently, by analyzing two distinct datasets that categorized melanoma patients into metastatic and primary stages, we observed a significant increase in *MGAT4B* expression in metastatic patients compared to those at the primary stage (*SI Appendix*, Fig. S8*A*), suggesting that *MGAT4B* may mediate aggressive disease in melanoma. Further exploration into the genetic alterations affecting *MGAT4B* revealed that ~10% of melanoma patients harbor amplifications in *MGAT4B*, which could explain aberrantly high levels of *MGAT4B* expression in affected individuals (*SI Appendix*, Fig. S8*B*). Molecular function enrichment analysis of melanoma, stratified by *MGAT4B* levels, revealed that among other pathways growth factor binding, cytoskeletal protein binding and integrin receptor binding were enriched (*SI Appendix*, Fig. S8*C*). Importantly, patients with high *MGAT4B* expression have poor survival rates, exceeding those of patients with the common BRAF^V600E^ mutation. Our investigation further revealed that melanoma patients with both the BRAF^V600E^ mutation and elevated *MGAT4B* levels have significantly worse survival outcomes compared to those with only the BRAF^V600E^ mutation (logrank test *P* value 0.0152) (*SI Appendix*, Fig. S8*D*). These findings show the association between heightened *MGAT4B* levels and the aggressive nature of melanoma, emphasizing its significance as a prognostic indicator for patient outcomes.

**Fig. 6.**
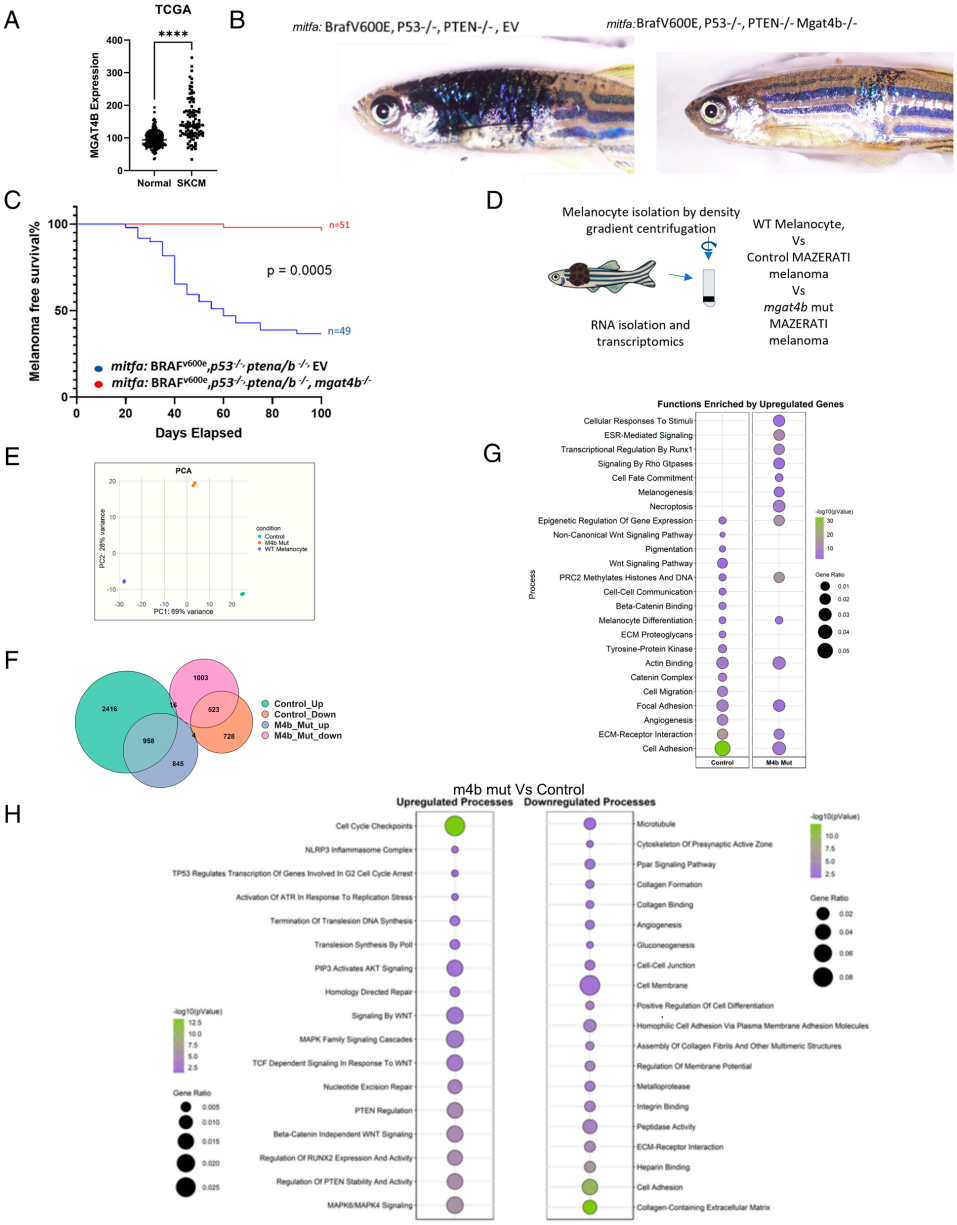
Elevated MGAT4B levels correlate with poor patient survival and are crucial for initiating primary tumors. (*A*) Scatter plot depicting expression of MGAT4B in Skin cutaneous melanoma (SKCM) patients with respect to normal individuals, data procured from TCGA. (*B*) 60 d old Mazerati zebrafish displaying melanoblast-derived tumor developed by combinations of vectors expressing the oncogene BRAF^V600E^, targeting *tp53* and *ptena/b* initiate melanoma *Left*—*mitfa*-BRAF^V600E^, *mitfa*-*p53*^−/−^, *mitfa*-*ptena/b*^−/−^ and *mitfa*:EV, *Right—mitfa*:*mgat4b*^−/−^. (*C*) Melanoma-free survival curves of ASWT zebrafish injected with the indicated combinations of vectors expressing *mitfa*-BRAF^V600E^, *mitfa*-*p53*^−/−^, *mitfa*-*ptena/b*^−/−^ and *mitfa*:EV or *mitfa*:*mgat4b*^−/−^. (*D*) Schematic illustration of the experimental approach adapted to isolate and enrich(percol based gradient) melanophores from one month old wildtype and Mazerati fishes. (*E*) PCA plot depicting relationship between the three samples sequenced. (*F*) Euler plot depicting the number of differentially expressed genes in melanocytes/melanoma cells from Mazerati fishes (control and *mgat4b* mutant (M4b mut) melanoma) with respect to wildtype melanophores. (*G*) Dot plot depicting functional enrichment from the upregulated genes in control and M4b mut melanophores/melanoma cells with respect to wildtype melanophores. (*H*) Dot plot depicting upregulated and downregulated processes in M4b mut melanoma with respect to control melanophores/melanoma *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001 and ns *P* > 0.05.

We utilized the well-established Mazerati model to genetically induce melanoma tumors in zebrafish, both with and without targeting *mgat4b* (20). This approach, leveraging the MiniCoopR vector, allowed us to precisely express oncogenes and deactivate candidate tumor suppressor genes within zebrafish melanocytes. As previously established, we injected a cocktail of four plasmids to induce melanoma. This included plasmid expressing the BRAF^V600E^ oncogene and sgRNA targeting the tumor suppressors *p53* and *ptena/b*. We used *mitfa*:Cas9;*mitfa*:gfp plasmid to achieve melanocyte-specific gene ablation and melanoma initiation. Remarkably, the control fishes expressing nontargeting sgRNA rapidly developed aggressive tumors within a month, whereas the *mgat4b* mutant animals failed to develop melanoma altogether. Although melanocytes in the *mgat4b* mutant group showed signs of aggregation, they failed to initiate tumor formation demonstrating the indispensable role of *mgat4b* in initiating melanoma tumors in this zebrafish model (Fig. 6 *B* and *C*).

We explored the mechanisms that prevent mutant cells from initiating melanoma. To do this, we isolated mature melanophores from wild-type zebrafish and melanophores/melanoma cells from the skin of one month old MAZERATI zebrafish with and without *mgat4b* mutations. 

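Each of the 3 groups was sequenced as 2 replicate libraries, 6 in all: wild-type melanophores, control melanoma and mgat4b mutant melanoma. MAZERATI is a zebrafish model in which plasmids injected into embryos switch on an oncogene and cut tumor suppressor genes with Cas9 in melanocytes, and in the mutant group mgat4b is cut as well. The fish were 1 month old. The authors aligned the reads to the GRCz11 zebrafish genome and deposited the number of reads counted on each of 32520 genes in each library, without normalization. These counts summed to 7351705 and 7121087 in the wild-type libraries, 8223044 and 8446997 in the control melanoma libraries and 5225341 and 3538922 in the mutant libraries. The paper's text does not name the annotation release, the strand setting of the counting, how reads matching several genes were treated, or the number of fish behind each library.

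The counts were scaled by edgeR's trimmed mean of M values (TMM), and each pair of groups was compared with edgeR's quasi-likelihood test on the genes that passed edgeR's filter on low counts. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its absolute log2 fold change was at least 1, since the paper states no threshold. Levels are given as CPM, a gene's counts relative to its library's total, after scaling all 6 libraries together. Where every library of a group held 3 counts or fewer, the fold change is given as a lower bound computed against 3 counts. Each library was taken as its own sample, since the sample labels name the libraries of a group biological replicates. The replicates of each group differed by more than counting noise. Separate preparations of one pool of cells could differ in this way too, so independence of the libraries was not tested. If they share a pool, the p-values here are too small. The chi-square per gene between the libraries of a group was 2.31 in wild-type melanophores, 2.52 in control melanoma and 10.2 in mutant melanoma. The biological coefficient of variation was 0.0668, 0.0875 and 0.257 in the same order, so that differences involving the mutant group carry larger errors. The 2 mutant libraries were also the shallowest.

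The targeted gene, listed as MGAT4B (ENSDARG00000004115), spans 16483926 to 16754262 on chromosome 14. Its level was 26.8 ± 0.447 CPM (SD, n = 2) in wild-type melanophores, 15.9 ± 0.333 (SD, n = 2) in control melanoma and 17.4 ± 3.37 (SD, n = 2) in mutant melanoma, from 264, 260, 102, 107, 94 and 52 counts. The log2 fold change of mutant against control melanoma was 0.17 (standard error 0.28, adjusted p = 0.717, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -0.05 without the first mutant library and 0.34 without the second. The transcript count therefore does not separate mutant from control libraries, and it does not check which libraries carry the mutation. Cas9 was driven in melanocytes, and these libraries hold transcripts of other cells, which could mask a fall in melanocytes. In sorted GFP-positive cells of embryos, the paper reports a lower mgat4b transcript by qRT-PCR and cutting by a T7 endonuclease assay. Against wild-type melanophores the log2 fold change was -0.64 in control melanoma (standard error 0.16, adjusted p = 6.0e-04) and -0.53 in mutant melanoma (standard error 0.22, adjusted p = 0.124), both from the same test and neither past the minimum fold change. Gene symbols are those paired with the identifiers in the gene name table used here, which gives many zebrafish genes the symbol of their human counterpart.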

Cell isolation was done using density gradient centrifugation, followed by RNA extraction and sequencing (Fig. 6*D*). 

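Transcripts of pigment cells were present in all 3 groups. A list of 21 melanophore genes had a median level of 1.62 CPM in wild-type melanophores, 7.46 CPM in control melanoma and 5.57 CPM in mgat4b mutant melanoma. Of the genes tested, 14 of 21 were called higher in control melanoma than in wild-type melanophores (adjusted p = 2.6e-05) and 8 of 19 were called higher in mutant melanoma (adjusted p = 8.4e-04), from one-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 84 tests. Adjusted over the list alone, the counts were 14 and 11. Between mutant and control melanoma 0 of 19 were called in either direction, where 1 was higher and 2 were lower at an unadjusted p under 0.05. The premelanosome gene pmela had a mean of 4.61 CPM in wild-type melanophores, 66.9 CPM in control melanoma and 85.2 CPM in mutant melanoma. Of the 2 genes listed as TYRP1, the more abundant one (ENSDARG00000056151, chromosome 1, 19332837 to 19346048) had 2.25 ± 0.228 CPM (SD, n = 2) in wild-type melanophores, 77.4 ± 0.941 (SD, n = 2) in control melanoma and 73.0 ± 4.12 (SD, n = 2) in mutant melanoma. Its log2 fold change was 5.21 in control melanoma against wild-type melanophores (standard error 0.17, adjusted p = 5.1e-31, edgeR's quasi-likelihood test) and -0.05 in mutant against control melanoma (standard error 0.13, adjusted p = 0.849, same test). The other copy (ENSDARG00000029204, chromosome 7, 74084203 to 74090168) had 0.462, 14.6 and 6.94 CPM in the same order, with a log2 fold change of -1.05 in mutant against control melanoma (standard error 0.37, adjusted p = 0.0816, same test). The counting could have split reads between the 2 copies. Transcripts of epidermis were far more abundant than those of melanophores in every group. The median level over 21 keratinocyte genes was 252 CPM in wild-type melanophores, 201 CPM in control melanoma and 256 CPM in mutant melanoma.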

In the wild-type group, we enriched for mature, nontransformed melanocytes, while the NTC and *mgat4b* mutant group included both transformed melanoma cells and melanocytes. Principal component analysis (PCA) of the sequencing data showed clear segregation between the three groups, confirming that the *mgat4b* mutant (M4b mut) cells are distinct from both untransformed wild-type melanocytes and control melanoma cells (Fig. 6*E*). 

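The components were computed on the 500 genes of highest variance after DESeq2's variance stabilizing transformation of the 6 libraries. Component 1 held 68.8% of the variance and component 2 held 28.7%. On component 1 the wild-type libraries scored -32.6 and -32.4, the control melanoma libraries 23.7 and 24.3 and the mutant libraries 9.09 and 7.84. On component 2 the scores were 5.62 and 6.00 in wild-type melanophores, 15.4 and 15.1 in control melanoma and -20.4 and -21.8 in mutant melanoma. Distances between libraries were taken over all 500 genes and not over these components alone. The smallest distance between libraries of different groups was 39.3 and the largest distance between libraries of one group was 13.5, a ratio of 2.90, so that the groups lay farther apart than their replicates. Mutant melanoma was on average 49.5 from wild-type melanophores and 40.2 from control melanoma, while control melanoma was 57.4 from wild-type melanophores. The replicates of a group were 5.96, 5.39 and 13.5 apart in wild-type melanophores, control melanoma and mutant melanoma. The setting that moved the ratio most was the use of all genes past the low-count filter, which gave 1.21. From the separation of the groups, the paper concludes that the mutant cells differ from wild-type melanocytes and from control melanoma cells.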

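Against wild-type melanophores, 6091 of 19088 genes tested were called in control melanoma, 3789 higher and 2302 lower, and 3461 of 17950 were called in mgat4b mutant melanoma, 1744 higher and 1717 lower. Of the alternatives, the largest count for control melanoma was 10730, without a minimum fold change, and the smallest was 2377, with a minimum absolute log2 fold change of 2. Of the calls, 1873 had the same direction in both melanoma groups, 987 higher and 886 lower. These are 24.5% of the 7647 genes called in either group, 30.8% of the control calls and 54.1% of the mutant calls. Another 4186 genes were called only in control melanoma and 1556 only in mutant melanoma, of which 3190 and 1475 were tested in the other comparison and could have been shared. Chance overlap of independent lists would give 486 shared calls in one direction or the other. Since both comparisons use the same wild-type libraries, all 6 libraries were simulated 20 times from the wild-type profile, with no group changed. No gene was called in either simulated comparison. The 0 shared calls that follow therefore do not measure how much sharing the common wild-type libraries create. Over the 17672 genes tested in both comparisons, the correlation of the log2 fold changes across genes was 0.613, against 0.369 in the simulations, and 72.2% had the same sign, against 60.7% in the simulations. Genes are not independent replicates.

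A gene called in one melanoma group only need not differ between the groups, since it can fall just short of a threshold in the other. The direct comparison of mutant with control melanoma called 2214 of 17651 genes, 1035 higher and 1179 lower in the mutant. It called 948 of the control-only genes and 597 of the mutant-only genes.

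Among the largest changes, apoa2 (ENSDARG00000015866, chromosome 16, 23978978 to 23980354) had 2224 and 2327 counts in the control melanoma libraries and 0 in the other 4 libraries, at least 1128-fold higher in control melanoma than in wild-type melanophores. F13A1 (ENSDARG00000045453, chromosome 24, 2495197 to 2515623) had 285 and 305 counts in wild-type melanophores and 1 and 3 in control melanoma, at least 66.1-fold lower there, and 80 and 89 counts in mutant melanoma. The interferon-induced gene ifi44a6 (ENSDARG00000095673, chromosome 1, 7946842 to 7951002), which has close copies on the same chromosome, had a log2 fold change of -5.51 in control melanoma (standard error 0.23, adjusted p = 2.3e-26, edgeR's quasi-likelihood test). In mutant melanoma the muscle myosin gene myhz1.1l (ENSDARG00000102414, chromosome 22, 268352 to 278328) had a log2 fold change of 6.09 (standard error 0.32, adjusted p = 4.4e-05, same test), and between 5.94 and 6.25 with each library left out in turn. The log2 fold change of epd (ENSDARG00000103498, chromosome 5, 37837245 to 37839310) in mutant melanoma was 6.48 (standard error 0.52, adjusted p = 2.5e-04, same test) and rested on 1 and 10 counts in the wild-type libraries. It lay between 5.61 and 8.75 with each library left out. The gene si:ch211-235f12.5 (ENSDARG00000068303, chromosome 18, 39060687 to 39065115) had 290 and 271 counts in wild-type melanophores and 0 in both mutant libraries, at least 38.3-fold lower.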

While there was some overlap in gene expression between control and *mgat4b* mutant melanoma cells, most differences were unique (Fig. 6*F*). 

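Calls were counted in lists of adhesion, migration, actin-binding, collagen, other extracellular matrix and cell-cycle checkpoint genes, and each list was compared with all tested genes that have a symbol by a one-sided Fisher's exact test, with Benjamini-Hochberg adjustment over 36 tests. In control melanoma, 96 of 196 cell adhesion genes were called higher than in wild-type melanophores (odds ratio 3.99, adjusted p = 2.1e-19), as were 65 of 155 cell migration genes (odds ratio 2.99, adjusted p = 7.9e-10), against 19.7% of all tested genes. Adjusted over the list alone, the counts were 97 and 65. The median log2 fold change of the list was 0.97 for adhesion and 0.87 for migration. In mgat4b mutant melanoma, 27 of 169 adhesion genes were called higher than in wild-type melanophores (odds ratio 1.81, adjusted p = 0.0199), or 29 adjusted over the list alone. Only 13 of 144 migration genes were called higher (odds ratio 0.954, adjusted p = 1), against 9.71% of all tested genes, and the count adjusted over the list alone was also 13. Their medians were 0.12 and 0.35. For migration, 41 genes were higher and 17 lower at an unadjusted p under 0.05, and camera (adjusted p = 0.0113) and fry (adjusted p = 0.0405) called the list higher in the mutant, while the other alternatives did not. The adhesion enrichment in the mutant was no longer past the threshold with DESeq2 (adjusted p = 0.161), and its adjusted p ranged from 4.3e-04 with a fixed biological coefficient of variation of 0.4 to 1 with an adjusted p threshold of 0.01 on genes.

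The difference between the melanoma groups was tested directly. Compared with control melanoma, 15 of 151 migration genes were called lower in the mutant (odds ratio 1.61, adjusted p = 0.190) with a median log2 fold change of -0.45, which did not pass the threshold. This result depends on the setting. It passed with DESeq2 (adjusted p = 0.0115) and under several other alternatives, most clearly with a minimum of 10 counts in every library (adjusted p = 1.4e-04), and it changed direction with a fixed biological coefficient of variation of 0.4 or a minimum absolute log2 fold change of 2. Actin-binding genes were not enriched in control melanoma, with 29 of 126 called higher (adjusted p = 0.486), in mutant melanoma, with 10 of 118 (adjusted p = 1), or among genes lower in mutant than control melanoma, with 7 of 121 (adjusted p = 1). Adjusted over the list alone, these counts were 29, 10 and 9. With fry the actin-binding list passed the threshold, as higher in control melanoma and as lower in mutant than control melanoma. Collagens and other matrix genes were enriched in both melanoma groups. For collagens, 41 of 47 were called higher in control melanoma (adjusted p = 5.4e-22) and 28 of 45 in mutant melanoma (adjusted p = 5.4e-17), with median log2 fold changes of 2.58 and 1.49. For the other matrix genes the counts were 70 of 98 (adjusted p = 5.9e-27) and 31 of 92 (adjusted p = 1.0e-09), with medians of 1.75 and 0.84. Adjusted over the list alone, the collagen counts were 41 and 31, and those of the other matrix genes 70 and 32.

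Among single genes, the cadherin CDH11 (ENSDARG00000021442, chromosome 7, 43760149 to 43857938) had 34.3 ± 1.88 CPM (SD, n = 2) in wild-type melanophores and 108 ± 2.91 (SD, n = 2) in control melanoma. This is a log2 fold change of 1.77 (standard error 0.10, adjusted p = 1.3e-21, edgeR's quasi-likelihood test). In mutant melanoma its level was 48.5 ± 8.87 CPM (SD, n = 2), with a log2 fold change of 0.59 against wild-type melanophores (standard error 0.17, adjusted p = 0.0448, same test) that did not reach the minimum fold change. The matrix metalloproteinase MMP2 (ENSDARG00000017676, chromosome 7, 35410050 to 35432901) rose from 129 ± 1.08 to 335 ± 12.1 CPM (SD, n = 2 each) in control melanoma, a log2 fold change of 1.49 (standard error 0.06, adjusted p = 4.1e-26, same test). Its level in mutant melanoma was 227 ± 6.31 CPM (SD, n = 2).

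**Figure D1:**
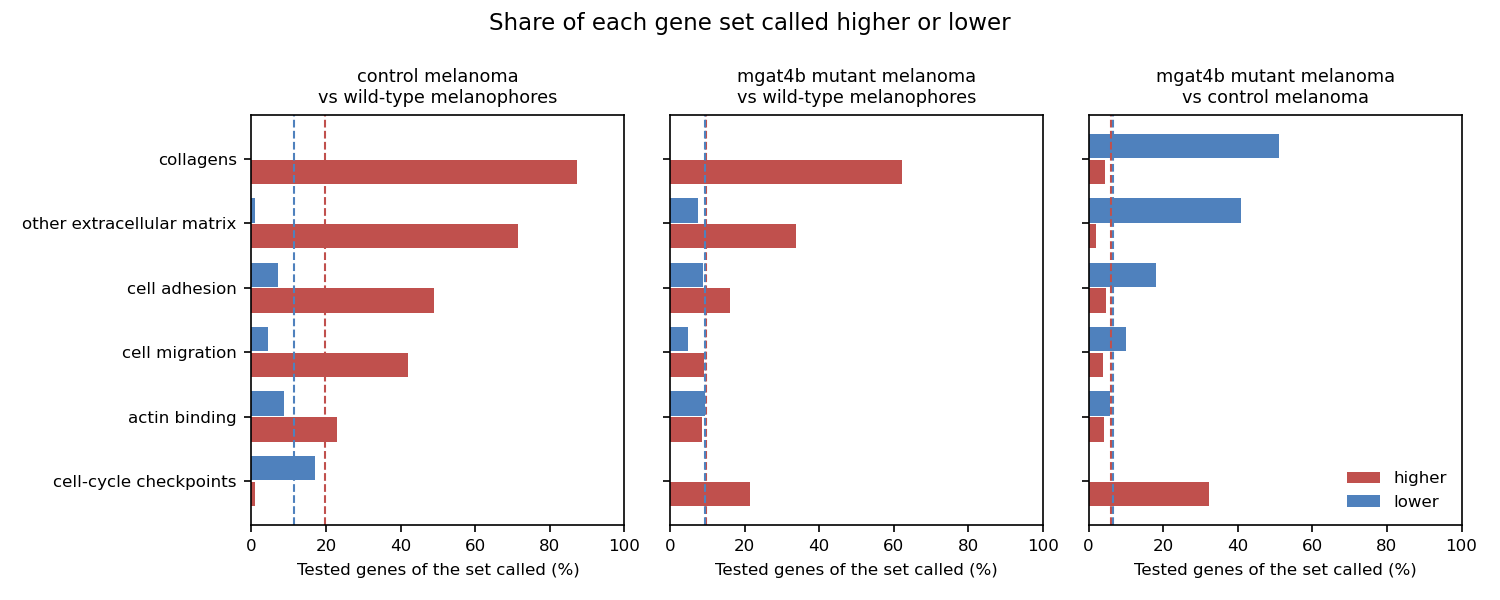
Percent of the tested genes of 6 gene lists that were called higher (red) or lower (blue) in each of the 3 comparisons, on an axis that starts at 0. Dashed lines give the percent of all tested genes with a symbol that were called. In control melanoma against wild-type melanophores 49.0% of adhesion genes and 41.9% of migration genes were called higher, and in mutant melanoma 16.0% and 9.03%.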

In control melanoma cells, cell adhesion and migration processes were significantly enriched, but these were not similarly enriched in *mgat4b* mutant melanoma cells (Fig. 6*G*). 

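In the direct comparison of mgat4b mutant with control melanoma, 31 of 96 cell-cycle checkpoint genes were called higher (odds ratio 7.82, adjusted p = 1.1e-14), against 5.94% of all tested genes, and 0 were called lower, where 0 were lower at an unadjusted p under 0.05. The adjusted p comes from one-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 36 tests, here and below. The median log2 fold change of the checkpoint genes was 1.18. In the other direction, 34 of 189 adhesion genes were called lower in the mutant (odds ratio 3.21, adjusted p = 2.8e-07, median log2 fold change -0.51), against 6.60% of all tested genes. Among matrix genes, 24 of 47 collagens (odds ratio 15.0, adjusted p = 8.2e-16, median -1.21) and 40 of 98 other matrix genes (odds ratio 10.1, adjusted p = 4.4e-21, median -0.96) were called lower. Adjusted over the list alone, the counts were 39 checkpoint genes higher and 39 adhesion genes, 26 collagens and 43 other matrix genes lower. In the alternatives tried for these 4 results, each kept its direction and stayed past the threshold. In the same comparison 26 of 27 liver, 9 of 29 skeletal muscle and 7 of 14 endothelium genes were called lower. The liver list was written after the largest changes were seen. Of the melanophore and the keratinocyte lists, 0 of 19 each were called lower. A different mix of cells was therefore not excluded for the lists that fell.

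The replication licensing gene MCM5 (ENSDARG00000019507, chromosome 3, 25999477 to 26011440) had 31.0 ± 2.77 CPM (SD, n = 2) in wild-type melanophores, 14.4 ± 1.86 (SD, n = 2) in control melanoma and 82.8 ± 6.59 (SD, n = 2) in mutant melanoma. Its log2 fold change of mutant against control melanoma was 2.56 (standard error 0.18, adjusted p = 4.0e-05, edgeR's quasi-likelihood test). MCM2 (ENSDARG00000102798, chromosome 22, 5632029 to 5655680) had 29.7 ± 1.72, 16.6 ± 0.217 and 95.4 ± 18.6 CPM (SD, n = 2 each) in the same order, and its log2 fold change was 2.55 (standard error 0.19, adjusted p = 5.6e-05, same test). The collagen gene COL1A1 (ENSDARG00000035809, chromosome 12, 3095699 to 3133483) had 1193 ± 106 CPM in wild-type melanophores, 20140 ± 206 in control melanoma and 3152 ± 85.6 in mutant melanoma (SD, n = 2 each). Its log2 fold change of mutant against control melanoma was -2.64 (standard error 0.07, adjusted p = 2.5e-07, same test). A second type I collagen gene, col1a1a, is similar in sequence, and the counting could have split reads between them. COL10A1 (ENSDARG00000101535, chromosome 20, 484256 to 487783) fell by 2.97 on the log2 scale (standard error 0.08, adjusted p = 2.5e-07, same test), to 413 ± 9.82 CPM (SD, n = 2). The matrix protein gene SPARC (ENSDARG00000019353, chromosome 14, 25937948 to 25956860) fell by 2.13 (standard error 0.08, adjusted p = 1.9e-06, same test), to 521 ± 24.9 CPM (SD, n = 2). Both genes were still above their wild-type levels of 298 ± 9.56 and 388 ± 15.5 CPM (SD, n = 2 each). The integrin gene ITGA11 (ENSDARG00000007950, chromosome 25, 1343161 to 1426876) fell by 3.00 (standard error 0.27, adjusted p = 1.5e-04, same test), to 5.65 ± 1.85 CPM against 6.62 ± 1.27 in wild-type melanophores (SD, n = 2 each). The claudin gene cldne (ENSDARG00000043128, chromosome 15, 2638884 to 2640966) fell by 1.76 (standard error 0.11, adjusted p = 2.8e-05, same test), from 301 ± 8.83 to 87.0 ± 7.62 CPM (SD, n = 2 each). For each of these 7 genes, both mutant libraries lay on the same side of both control libraries, which with 2 against 2 libraries often happens by chance. From the enriched terms in Fig. 6H, a heat map and its gene tables, the paper states that checkpoint genes are upregulated and that adhesion and collagen-related matrix components are downregulated in the mutant.

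**Figure D2:**
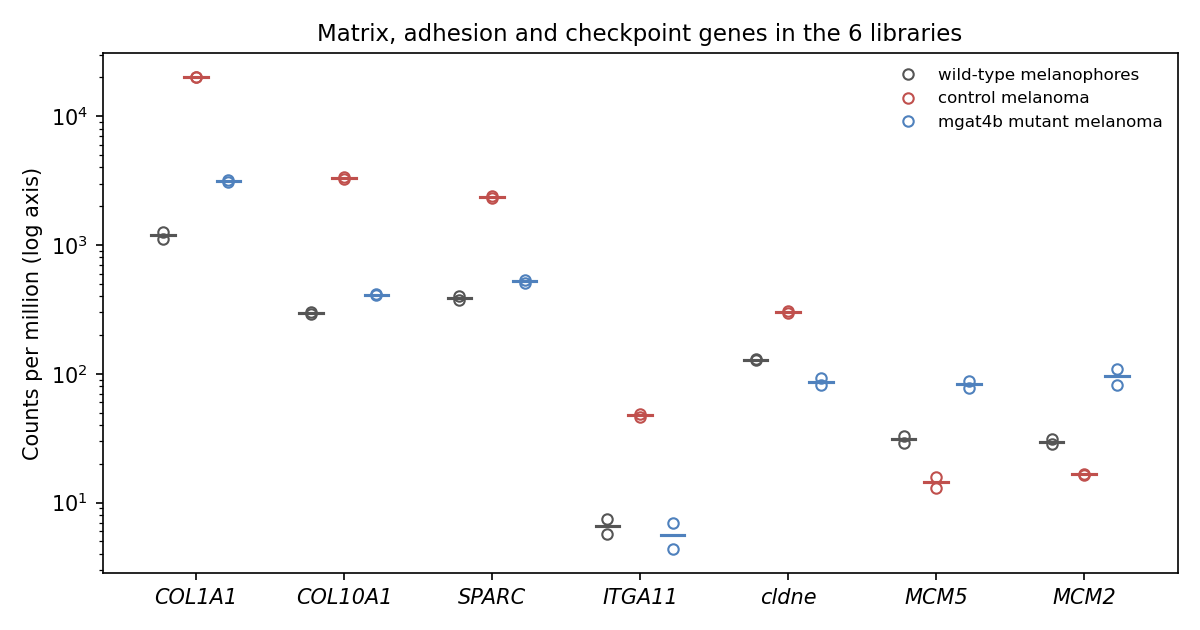
Level of COL1A1, COL10A1, SPARC, ITGA11, cldne, MCM5 and MCM2 in CPM, on a log axis, in each of the 6 libraries (points) by group, with the mean of each group as a bar. The 4 libraries of control and mutant melanoma do not overlap for any of the 7 genes.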

Consistent with scRNA seq and other experimental data discussed above, compared to control melanoma, *mgat4b* mutants showed upregulation of cell-cycle checkpoint genes and downregulation of cell adhesion and collagen-related extracellular matrix components (Fig. 6*H* and *SI Appendix*, Fig. S9*A* and Dataset S4). We dissected and sectioned the control melanoma and the corresponding melanocyte aggregate from the *mgat4b* mutants. Changes in collagen content using collagen specific staining by Verhoeff-Van Gieson (VVG) stain is not dramatically different, possibly as the mutant is melanocyte specific and bulk of collagen is secreted by fibroblasts in the skin (*SI Appendix*, Fig. S9*D*).

To further validate this observation, we analyzed B16 *Mgat4b* KO cells and conducted a comprehensive proteomic comparison between B16 WT and B16 *Mgat4b* KO cells. Differential proteome analysis revealed a consistent enrichment of pathways related to cell junction assembly, focal adhesion, and cell migration (*SI Appendix*, Fig. S9*B* and Dataset S2). Additionally, the activation of cell-cycle checkpoint genes may contribute to the observed reduction in melanoma growth in the zebrafish mutant. 

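Set against wild-type melanophores, the checkpoint genes were called in different directions in the melanoma groups. In control melanoma 17 of 100 were called lower (odds ratio 1.62, adjusted p = 0.177) and 1 was called higher, with a median log2 fold change of -0.64. In mutant melanoma 22 of 102 were called higher (odds ratio 2.62, adjusted p = 8.6e-04) and 0 lower, with a median of 0.44, and 1 was lower at an unadjusted p under 0.05. The p-values are from one-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 36 tests. Adjusted over the list alone, 17 were lower in control melanoma and 21 higher in mutant melanoma. The lower direction for control melanoma was chosen after its values were seen. That enrichment passed the threshold under 8 alternatives, for example DESeq2 (adjusted p = 0.0363), and its adjusted p ranged from 8.1e-06 with camera to 1, while the one in mutant melanoma no longer passed it under 3, which were a minimum absolute log2 fold change of 2 (adjusted p = 0.520), a fixed biological coefficient of variation of 0.4 (adjusted p = 0.152) and an adjusted p threshold of 0.01 on genes (adjusted p = 0.127).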

*SI Appendix*, Fig. S9*C* highlights the top differentially regulated proteins between B16 WT and *Mgat4b* KO cells, along with their *N*-glycosylation status and previously identified roles in melanoma. These findings further reinforce the role of MGAT4B in regulating these processes in melanocytes across different model systems. These observations established that ablation of complex glycosylation, such as that mediated by *mgat4b*, could be a viable strategy to deter the initiation of melanoma. To address whether targeting this complex *N*-glycosylation deters the already initiated melanoma we treated the MAZERATI animals with kifunensine, an inhibitor of α-mannosidase I, an enzyme crucial for trimming mannose residues during *N*-glycan processing (34). By blocking this enzyme, kifunensine prevents glycoprotein maturation, causing the accumulation of high-mannose type *N*-glycans (34). Since the MGAT4 enzyme requires a properly trimmed glycan substrate to add *N*-acetylglucosamine (GlcNAc) during the complex glycan processing pathway, kifunensine indirectly reduces MGAT4 activity by limiting the availability of suitable glycan substrates for its function. We first addressed whether kifunensine recapitulates the lateral melanophore phenotype of *mgat4b* mutant. We treated 1 dpf zebrafish embryos with multiple concentrations of kifunensine (50, 100, 150, 200, and 250 µM) for two days. Beyond 200 µM embryo lethality was observed, hence experiments were carried out at 150 µM of this drug (*SI Appendix*, Fig. S10*A*). At this concentration, lateral-melanophore phenotype could be recapitulated (*SI Appendix*, Fig. S10 *B* and *C*). We then resorted to address the possibility of intervention in melanoma. In one month old MAZERATI fishes when the aggregation became visible kifunensine (50, 150 µM) was administered. During the 2 d of treatment, the control vehicle treated animals showed a substantial increase in the tumor area, whereas kifunensine treatment arrested melanoma growth, as indicated by the reduction in tumor area (*SI Appendix*, Fig. S10 *D* and *E*). Suggesting that complex *N*-glycosylation remains an actionable target even after the initiation of melanoma. To selectively inhibit MGAT4B without impacting other MGAT enzymes, we identified FDA-approved drugs with a higher binding affinity for MGAT4B. A virtual screening highlighted several compounds with a significant binding advantage (binding affinity difference > −1 kcal/mol) for MGAT4B compared to related MGATs (*SI Appendix*, Fig. S10 *F* and *G* and Dataset S6). In future, this approach could yield novel therapeutic intervention selectively targeting MGAT4B for use in deterring melanoma growth.

## Discussion

The role of *N*-glycosylation in melanocyte development remains poorly understood. We found that the loss of *mgat4b* in NCC-derived melanocyte precursors impairs their migration, disrupting McSC pool formation and reducing lateral melanophores and melanocyte survival during metamorphosis. This defect affects a specific subpopulation of migratory cells enriched in lectins and adhesion proteins, suggesting that *N*-glycoproteins may guide migration and McSC establishment through interactions with the extracellular matrix. In melanoma, *mgat4b* disruption severely impairs tumor initiation, as transformed cells fail to adhere properly. This is likely due to altered glycosylation of GPNMB, mislocalization of JUP, and dysregulation of adhesion genes, resulting in loose cell aggregates that cannot form tumors. Additionally, *mgat4b* mutation activates cell cycle checkpoints and promotes cell death, mirroring the loss of melanocyte precursors during development. These findings highlight how *mgat4b* regulated developmental processes are reactivated during melanoma initiation.

Though *N*-glycosylation is widespread, *Mgat4b* shows cell-type specific regulation by MITF in melanocytes, mirroring how *Mgat4a* is regulated in pancreatic cells highlighting selective roles for these nonredundant isozymes. This specificity positions MGAT4B as a promising therapeutic target in melanoma. Unlike prior studies that linked FUT8 mediated glycosylation to melanoma metastasis, our work demonstrates a causal role for MGAT4B in tumor initiation. Using kifunensine, we demonstrate that inhibiting complex glycosylation reduces melanoma in zebrafish. However, due to its broad toxicity, a drug selectively targeting MGAT4B could offer a more precise and effective melanoma therapy.

## Materials and Methods

A cell-type specific knockout strategy was used to generate melanophore-specific CRISPR mutants in zebrafish by injecting a *mitfa*:Cas9; *mitfa*:GFP plasmid targeting the *mgat4b* gene. Single-cell RNA sequencing was performed on sorted Mitfa+ve cells to analyze gene expression, and data were processed using Seurat. Melanoma models were created by injecting a cocktail of plasmids overexpressing the Braf^V600E^ oncogene and targeting p53/PTEN tumor suppressors in melanocytes. Glycan profiling of B16 wild-type and KO cells was performed using DSL affinity enrichment, followed by MS/MS analysis to identify Mgat4b-dependent glycoproteins. For additional information, please refer to the *SI Appendix*.

## Supplementary Material

Appendix 01

Dataset S01

Dataset S02

Dataset S03

Dataset S04

Dataset S05

Dataset S06

Movie S1. Time lapse imaging of 28 hpf zebrafish injected with *mitfa*:Cas9; mitfa:GFP: U6 sgRNA non-targetting plasmid as a control group.

Movie S2. Time lapse imaging of 28 hpf zebrafish injected with *mitfa*:Cas9; *mitfa*:GFP: U6 *mgat4b* sgRNA plasmid as test group.

## Data Availability

Transcriptomic data pertaining to single cell sequencing and RNA sequencing has been submitted. Proteomic data pertaining to Lectin Affinity enrichment and whole cell expression from B16 WT and B16 *Mgat4b* KO cells submitted to ProteomeXchange Consortium. Data have been deposited in GEO repository, PRIDE partner repository [GSE278653 (35), GSE278654 (36), PXD056636 (37), PXD056675 (38)].

# Supplementary material for: Mgat4b-mediated selective N-glycosylation regulates melanocyte development and melanoma progression
**Source:** Proc Natl Acad Sci U S A. 2025 May 27;122(22):e2423831122. doi: 10.1073/pnas.2423831122
**Supplement:** Supplementary file 1 — Appendix 01

## Supporting Information for

### **Mgat4b mediated selective N-glycosylation regulates melanocyte development and melanoma progression**

Babita Sharma<sup>1,2</sup>, Keerthic Aswin<sup>1,2</sup>, Tanya Jain<sup>3</sup>, Ayesha Nasreen<sup>1,2</sup>, Ayush Aggarwal<sup>1,2</sup>, Yogaspoorthi J Subramaniam<sup>1,2</sup>, Jeyashri Rengaraju<sup>1,2</sup>, Srashti Jyoti Agrawal<sup>1,2</sup>, Mayank Bhatt<sup>1</sup>, Bhashkar Paul<sup>1</sup>, Koushika Chandrasekaran<sup>1</sup>, Aanchal Yadav<sup>1,2</sup>, Jyoti Soni<sup>1,2</sup>, Rajat Ujjainiya<sup>1,2</sup>, Md Quasid Akhter<sup>1</sup>, Rajesh Pandey<sup>1,2</sup>, Shruthy Suresh<sup>1,2</sup>, Srinivasa-Gopalan Sampathkumar<sup>3</sup> and Vivek T Natarajan<sup>1,2\*</sup>

Vivek T Natarajan, PhD.  

## **Materials and Methods**

### **Zebrafish strains and maintenance**

A zebrafish (*Danio rerio*) breeding colony was maintained at 28.5°C under a 14-hour light/10-hour dark cycle. The wild-type strain Assam WT (ASWT) and *Tyrp1* reporter, *Tg(ftyp1: GFP)* zebrafish lines were used for morpholino injections and were maintained according to standard zebrafish husbandry protocols. *ftyp1: GFP* plasmid was a kind gift from Dr Xiangyun Wei [1], University of Pittsburgh School of Medicine, and the transgenic line as reported previously [2] was created at CSIR-IGIB zebrafish facility using tol2 transposase microinjections in ASWT line. Phenylthiourea (PTU; 0.003%) was added to embryo water before 24 hpf to prevent melanin from masking the GFP fluorescence.

### **Imaging**

Bright-field imaging for live imaging and gene expression pattern (WISH) studies of zebrafish embryos was performed using a Zeiss stereo microscope (Stemi 2000-C). A Zeiss Axioscope A1 Microscope (with AxiocamHRc) was used for fluorescence imaging. Zeiss proprietary software was used to capture images, which were processed and analyzed in ImageJ software. Epinephrine treatment was given to adult fishes as described previously [3] and then imaged.

### **Morpholino knockdown of zebrafish *mgat4b***

Antisense morpholino was synthesized from Gene Tools against *mgat4b* of zebrafish. The splice-block morpholino used in the study is ACATTTTGATCTTACCTCCGCAATG. Standard control was obtained from Gene-tools and injected at same dosage as *mgat4b* morpholino.

### **Estimation of melanin content**

Dorsal images of Control and *mgat4b* morphant embryos were taken at 2 dpf. The images were imported to ImageJ, and mean gray values were taken for melanophores of each embryo set. Mean gray values are inversely proportional to the melanin content of the cell. Corresponding values were then plotted using GraphPad Prism.

### ***mgat4b* CRISPR mutant generation in zebrafish**

The design of sgRNAs targeting *mgat4b* was conducted utilizing the CRISPRscan online tool. Candidates with a score exceeding 50 in CRISPRscan were selected. Subsequently, these chosen sgRNAs were assessed for potential off-target effects in zebrafish using the CasOFFinder online tool. Two or three of the highest-scoring CRISPRscan candidates, which exhibited no off-targets with  $\leq 3$  mismatches, were ultimately chosen for further investigation.

Chosen sgRNAs were annealed with the universal reverse primer provided by the CRISPRscan tool and then amplified. PCR purification of the sgRNA amplified product was performed using Qiagen PCR purification kit. IVT (in vitro transcription) of the PCR purified product was performed using Invitrogen T7 Megascript kit. The sgRNA+Cas9 cocktail was microinjected in zebrafish 1 cell stage embryos. The cocktail used for standard injections was: sgRNA – 55pg/nL, Cas9 – 330pg/nL, KCl – 330mM. These injected embryos were tested for the efficiency and presence of mosaic mutations using high-resolution melt analysis (HRMA) assay. For HRMA assay, from each injection batch, DNA was isolated from 8 random embryos and used as a template to set up a PCR with primers flanking the PAM site of each sgRNA. The presence of mutation will lead to formation of heteroduplexes during the PCR which will have low melting temperature compared to the non-injected control (NIC) embryos. Only those batches (putative Fos) were grown for each which had the presence of mosaic embryos in at least 2 out of 8 randomly selected embryos. The putative Fos were grown for each selected sgRNA. After these embryos attained the breeding age, they were set up for breeding with wildtype embryos. For each cross, the offspring embryos were collected and at 5 days post fertilisation, DNA was isolated from randomly 8 embryos and high-resolution melt analysis (HRMA) was performed to confirm the F0s. The clutch in which there was observable HRMA peak shift or a CT difference of  $\geq 0.5$  compared to the wild type embryos were set up for growing as putative F1s. After these putative F1 fishes were grown and reached breeding stage (3 months old), they were crossed with wildtype fish and their fins were clipped after breeding. DNA isolated from the fins was used as a template for HRMA to confirm the presence of heterozygosity in the embryos and confirmation of the F1 parent fish genotype. The crosses for which HRMA came out to be positive were grown as the F2 batches to obtain homozygous mutants.

### **Melanophore-specific CRISPR mutant generation**

The cell-type specific knockout strategy was adapted using MinicooPR vector in which *mitfa* promotor (melanocyte specific promotor) drives Cas9 and *mitfa* mini gene and has space for two sgRNA under Ubiquitous (U6) promotor [4]. The *mitfa* mini gene was replaced with GFP using restriction digestion approach. The *mitfa*: Cas9, *mitfa*: gfp plasmid was injected a little ahead of one cell stage in zebrafish embryo and imaged at 2dpf stage. Two sgRNAs were designed using CHOPCHOP (<https://chopchop.cbu.uib.no/>) targeting *mgat4b* gene. The cloning was performed by digesting the plasmid using BseRI enzyme. We confirmed the clones using PCR based approach using Forward primer specific to plasmid and sgRNA as a reverse primer. The

PCR validated clones were sanger sequenced and then injected at one-cell stage in Zebrafish embryos and the imaging was done at various developmental stages.

### **Flow cytometry**

Cell counts for Mitfa:gfp cells and ASWT embryos (for melanophore counts) were performed using an BD FACSAria II instrument flow cytometer. Briefly, embryos were dechorinated using pronase (5 mg/ml) (Sigma-Aldrich, P8811) for 10-15 min and collected in microfuge tubes. The embryos were deyolked in ice cold Ringer's solution using a micropipette tip and spun at 100 g for 2 min in a tabletop centrifuge at 4°C (Eppendorf, 5418R). The supernatant was discarded and the embryo bodies were trypsinized using TrypLE Express (Thermo Scientific, 12604039) for 15 or 30 min for 24 hpf or 48 hpf, embryos respectively, at room temperature. The cell suspension was passed through a 70 µm cell strainer and washed twice with ice cold phosphate-buffered saline. The cell suspension was analyzed and sorted using the imaging flow cytometry system.

**Surface labelling of zebrafish cells:** The cell suspension was incubated with the APC or FITC labelled Datura Stramonium lectin (BioPLUS GlycoMatrix DSL- Texas Red (21761014-1), DSL-Fluorescein (FL-1181-2)) for 1 hour on ice and washed three time for 5 minutes each. Cells were analysed using BD FACSAria II instrument flow cytometer and later analysed using FlowJo™ (TreeStar).

### **B16 mouse melanoma culture**

The B16 mouse melanoma cell line was cultured in DMEM-high glucose medium (Gibco, Life Technologies) supplemented with 10% fetal bovine serum (FBS; Gibco, Life Technologies). The cells were maintained in a 37°C incubator with 5% CO<sub>2</sub>.

### **Phalloidin staining**

Cells cultured to a confluence of 50,000 cells per 6 well plate for 20 mins at 37°C. Immediately after the incubation the cells were washed with 1x DPBS, twice and then fixed with 4% paraformaldehyde at 37°C. Once fixed the cell were either stored in DPBS at 4°C or taken ahead for F-actin staining with Phalloidin (Alexa Fluor 568 Phalloidin- A22283, ThermoFisher scientific). Phalloidin stained coverslips were then imaged at 20X or 40X with EVOS M7000 Imaging System, Invitrogen.

### **Colony formation assay**

For the colony formation assay, B16 cells (control and Mgat4b ko cells) were seeded at a very low density of 100 cells/cm<sup>2</sup> and cultured for appropriate number of days as per the experimental requirement, for a maximum of 7 days. Colonies formed from a single cell were imaged at day7.

### **Immunofluorescence**

The cells plated on coverslips were washed twice with 1x PBS and then fixed with 4% PFA at 37°C for 20 min. The cells were again washed twice with 1x PBS and permeabilized with 0.01% Triton X-100 (Sigma). The cells were blocked with 5% normal goat serum (Jackson Laboratories) overnight at 4°C. The cells were washed twice with PBST (1x PBS with 0.01% Tween-20). The cells were then incubated with 1:100-250 dilution of Tyrp1 (abcam, ab178676), Kit (thermo, 14-1172-82), Gpnmb (abclonal, A1427), Jup (Gamma catenin, PG-11E4) in a moist chamber for 1 h at room temperature.

Incubation with secondary antibody Alexa fluor 594 Molecular probes, Thermoscientific) was performed at room temperature for 1 h. The cells were again washed with PBST. The cells were then mounted on slides using Antifade slow-fade DAPI (Molecular probes, Invitrogen) and visualized using Confocal Microscope (Leica SP8).

### **Western blotting**

Cells were trypsinized with 0.1% trypsin and the pellet was washed twice with 1× phosphate-buffered saline (PBS; Gibco Life Technologies). NP-40 lysis buffer (Invitrogen) was added to the pellet and was incubated on ice for 30 min with pipetting at interval of 10 min. The cells were centrifuged down at 11,200 g for 30 min at 4°C (Eppendorf Centrifuge 5415 R). The supernatant was collected and transferred to a fresh microfuge tube. The protein was estimated using standard BCA protocol (Pierce BCA protein assay kit; Thermoscientific). Equal amount of protein from each sample were resolved in 10 or 12% % SDS gel in 1× Tris-glycine buffer. The gel was blotted onto 0.45 µm PVDF membrane (Millipore) at 150 mA for 1 h. 5% Skim milk was used for blocking for 1 h at room temperature. Incubation with primary antibody was performed for overnight at 4°C. Primary anti-body Tyrp1 (abcam, ab178676), Kit (thermo, 14-1172-82), Gpnmb (abclonal, A1427), Jup (Gamma catenin, PG-11E4), Mgat4b (abclonal, A12810). After washing the blot with 1× TBST, the blot was incubated with HRP-conjugated secondary antibody for 1 h at room temperature. After washing with 1× TBST, the blot was developed using ImageQuant™ LAS 500 chemiluminescence instrument. Densitometry analysis was performed using ImageJ software.

Zebrafish lysates were as previously described [5] and SDS-PAGE was performed as described above.

### **Reanalysis of 5dpf Sox10+ scRNA sequencing data**

Single cell RNA sequencing data of 5dpf *sox10*+ zebrafish cells capturing multiple *sox10* expressing neural crest lineages, including melanophores. Data was analyzed using Seurat v4 and mimics the authors analysis. (Ref: **GSE131136**)

### **Single-cell sequencing and analysis**

Mitfa+ve cells were sorted by FACS from 36 hpf zebrafish. The single-cell RNA libraries were prepared for both samples using the 10× genomics Chromium Next GEM Single Cell 30 Reagent Kit v3.1. The library QC and quantification was done using Agilent bioanalyzer HS DNA kit. The libraries were pooled and sequenced on the NextSeq 2000 platform. Raw bcl files were converted to final count matrix using Cell Ranger v6.1.2 software following the tutorial provided on the 10x genomics website.

FastQ files from control and *mgat4b* knockout zebrafish Mitfa+ve cells were aligned using the 10x Genomics CellRanger v7.2 [6] pipeline to zebrafish genome (Ensembl GRCz11). The Gene-cell matrices (Control: 1923, *mgat4b* knockout: 4120) were uploaded on RStudio (R version 4.3)[7] and standard quality control metrics with the Seurat package (v.5.1) [8]. Only cells with total features >200 and mitochondrial gene counts (%) < 5 were considered as high quality and kept for further analyses. Random sampling was performed in *mgat4b* knockout sample to have the same number of cells as in Control sample for comparison between the two samples. The data from both the sample were integrated using 2000 integration anchors with the help of Find Integration Anchors and Integrate Data functions to merge the datasets and remove any possible batch effects. Then, the

Louvain clustering of the integrated dataset was performed with Seurat (v.5.1) using the FindNeighbors and FindClusters functions (dims = 13, resolution = 0.07) after performing linear dimensionality reduction and checking the dimensionalities of the datasets visualized with elbow plots. Data were projected onto 2 dimensional spaces using Uniform Manifold Approximation and Projection (UMAP) [9] using the same dimensionality values listed above.

Cluster specific genes were identified using the FindAllMarkers and FindMarkers function in Seurat with default parameters (Wilcoxon Rank-Sum test that compares a single cluster against the others). Cluster annotations were given referring previously published datasets. Functional enrichment for markers from specific clusters were performed using GSEA in ClusterProfiler package[10] in RStudio.

Plots were generated either using Seurat or ggplot2 [11].

Pseudotime trajectory construction was performed on the integrated dataset using Monocle3 [12-14].

Cell-Cell communication analysis was performed using NicheNet package [15]. Briefly, the migratory MIX+ cluster was considered as recipient and receptors from this cluster was identified. All the remaining cells were considered as sender and ligands from these clusters were identified. As NicheNet package is specific for human/mouse data, we used DiOpt[16] tool to find orthologs of the receptors and ligands identified from our clusters. These orthologs were used to construct receptor-ligand interaction information for our dataset.

### **Melanophore Enrichment from Zebrafish Skin and Melanoma Biopsies and RNA sequencing**

Zebrafish skin and melanoma biopsies were collected and enzymatically dissociated using Liberase TM (Sigma Aldrich – 5401020001) at a concentration of 0.25 mg/mL in phosphate-buffered saline (PBS). The tissue was manually triturated to obtain a single-cell suspension, which was then filtered through a 70 µm cell strainer and centrifuged at 500 xg for 15 minutes at 4°C. The resulting pellet was resuspended in 2% Fetal Bovine Serum (FBS) in PBS and layered onto a 50% Percoll solution [17]. Centrifugation was repeated at 500 xg for 15 minutes at 4°C. After careful removal of the supernatant, the enriched melanophores at the bottom were washed once with PBS, lysed with Trizol, and processed for RNA extraction.

### **RNA Seq Library Preparation**

RNA sequencing libraries were prepared using the Illumina TruSeq® Stranded Total RNA Library Prep Gold kit (cat. no 20020598) following the manufacturer's protocol (1000000040499 v00). A total of 250 ng of RNA isolated from the enriched melanophores/melanoma cells from zebrafish skin was used as input. 

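Short noncoding RNA took up large shares of the counts. The signal recognition particle RNA rn7sl1 alone held 7.65% of the counts in each wild-type melanophore library, 37.4% and 37.3% in control melanoma and 30.7% and 26.2% in mgat4b mutant melanoma. All listed short noncoding RNA genes together held 10.2% and 10.3%, 47.6% and 47.8%, and 38.6% and 32.6% of the counts in the same order. Mitochondrial genes, including any ribosomal RNA left after this step, held 3.27% and 3.44% in wild-type melanophores, 1.13% and 0.979% in control melanoma and 1.91% and 2.57% in mutant melanoma. The 20 most abundant genes held 18.9% and 19.0%, 54.3% and 54.5%, and 47.2% and 44.2%. The factors by which TMM corrected the library sizes for such differences were 1.35 and 1.34 in wild-type melanophores, 0.791 and 0.784 in control melanoma and 0.908 and 0.976 in mutant melanoma.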

Cytoplasmic and mitochondrial rRNAs were depleted using the Illumina Ribo-Zero rRNA removal beads to reduce the abundance of these highly expressed RNA species.

Following RNA depletion, the RNA was fragmented and reverse transcribed to synthesize the first strand of cDNA. The RNA strand was then digested, and second strand cDNA synthesis was performed to create double-stranded cDNA. The 3' ends of the double-stranded cDNA were blunted, and A-tailing was performed to facilitate ligation of index

adapters. Subsequently, PCR-based amplification was performed to enrich the cDNA libraries.

Libraries were purified and size-selected using AMPure XP beads (Beckman Coulter, A63881). The quality of the libraries, including size distribution, was assessed using the Agilent HS D1000 Screen Tape (5067-5587) on an Agilent 2200 TapeStation, and library quantification was performed with the Qubit dsDNA High Sensitivity Assay Kit. Final libraries were diluted to 2 nM and pooled equimolarly. Sequencing was performed on the Illumina NextSeq 2000 platform using the XLEAP P4 300-cycle sequencing kit, generating paired-end reads (2 × 151 bp) with a final loading concentration of 650 pM.

**Data analysis**-Raw fastq files for each sample were first adaptor removed and trimmed for high confident base reads using Trimmomatic tool [18]. The trimmed files were further aligned with zebrafish reference genome GRCz11 using STAR aligner (v2.7.8)[19]. Featurecounts tool was used for calculation of raw counts for each gene in the sample [20]. 

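A DESeq2 fit of each pair of groups was run beside edgeR on the deposited counts. It called 5828 genes in control melanoma against wild-type melanophores, 3759 higher and 2069 lower, of which 5299 were also called by edgeR. In mgat4b mutant melanoma against wild-type melanophores it called 2875 genes, 2753 of them also called by edgeR, and between mutant and control melanoma 2595 genes, 2156 of them also called by edgeR. The log2 fold changes of these fits were compared with those in Dataset S4. The copy used here is truncated, showing 1999, 1999 and 1565 genes of the comparisons and leaving out 20840, 19703 and 20229. The largest absolute difference from the paper's values was 0.012, 0.0044 and 0.013 on the log2 scale for the genes shown.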

The differential gene expression analysis was performed using DESeq2 package (v1.40.2) in Rstudio[21]. 

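DAVID tests whether a term's genes are more frequent in a list than in a background. Its terms were not used here. In their place, gene lists and name patterns for 6 topics were matched to the symbols of the count tables, which 29201 of the 32520 identifiers (89.8%) have. They gave 57 collagens, 114 other matrix genes, 252 adhesion genes, 163 migration genes, 144 actin-binding genes and 108 checkpoint genes, of which those past the low-count filter of a comparison could be called.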

Functional enrichment analysis was performed using DAVID webtool[22].

### **Live imaging of Zebrafish embryos**

Live imaging of embryos between 28 hpf-36 hpf were done using Leica SP8 STED confocal microscope. Images were captured in xyz mode at 10x magnification. The embryo was laid laterally to visualize dorso-lateral cell migration in trunk region. The sample preparation was done exactly as depicted by [23].

### **Annexin V and acridine orange assay**

Zebrafish embryos were dechorionated using pronase (SIGMA; Roche). For deysolking, dechorionated embryos were collected in a 1.5ml microcentrifuge tube. 200µl of ice-cold Ringer's solution was added to the embryos and mixed well by pipetting using a 200µl tip. The tubes were centrifuged at 100 rcf for 1 min, supernatant was removed and further 1ml of ice-cold ringer's solution was added to the embryo body pellet. The suspension was mixed gently by inverting the tubes twice and centrifuged at 400 rcf for 1 min and the supernatant was discarded. A single cell suspension was prepared by adding 10ml TrypLE Express (ThermoFisher Scientific; 12604013) to the deysolked embryos in a fresh petri dish. The solution containing embryo bodies were mixed to decrease aggregation. The petri dishes containing the deysolked embryos were incubated at room temperature for 15 mins (<24 hpf) or 30 mins (24 – 30hpf) and were occasionally flushed with 1 ml pipette to aid disintegration of cells. A 70µm cell strainer was placed above a 50 ml falcon and the single cell suspension was passed through to remove cell clumps and other particles >70µm. The cell suspension was flushed a few times with the same solution so as to remove the cells adhering to petri dish. The samples were centrifuged at 1500 rcf for 5 mins at 4°C in swinging bucket rotor mode. The supernatant was discarded and the pellet was resuspended in 1ml ice cold 1X phosphate buffered saline (PBS). The cells were centrifuged again at 1500 rcf for 3-5 mins at 4°C; the supernatant was discarded and the pellet was resuspended again in 1X PBS. Harvested cells were treated with the suggested concentration of recombinant Annexin V Pro APC (EBioscience™, Cat No. BMS306APC-100) for 15 minutes, followed by washing with the binding buffer provided in the kit. Subsequently, the cells were analysed using FACS.

Zebrafish embryos were subjected to staining with the vital dye acridine orange to quantify the number of apoptotic cells per embryo. The assay involved immersing the embryos in a solution containing 10 µg/mL of AO (786-2074, G-biosciences) in E3 media. After a staining duration of 60 minutes, the embryos underwent three consecutive washes in E3 media. Following staining, the embryos were transferred to Petri dishes for imaging purposes.

### **Chromatin immunoprecipitation and qRT PCR**

B16 Melanoma cells at 80% confluence was fixed with 10% formalin (Sigma Cat No HT501128) and incubated at 37°C for 10 min. 2.5 M Glycine was added to the cells and again incubated at 37°C for 10 min. Cells were washed with ice-cold 1× PBS containing protease inhibitors. Cells were then scraped and centrifuged at 112g for 5 min at 4°C. The cell pellet was lysed in SDS lysis buffer (1%SDS, 10 mM EDTA, 50 mM Tris (pH 8.1)) on ice for 30 min. The cells were then sonicated on bioruptor (DIAGENODE) in ice. The chromatin lysate was then estimated for protein content using BCA kit (Pierce). 10 µg of MITF C5 antibody (Abcam) was taken and incubated with Protein G or Protein A Dyna-beads (Thermo-scientific) overnight at 4°C on a rotator. The next day, the sera was cleared and washed with ice-cold dilution buffer (2 mM EDTA, 150 mM NaCl, 20 mM Tris HCl (pH 8)). 500 µg of chromatin lysate was added to the beads and the final volume was made up to 750 µl using the dilution buffer and incubated for 6 h at 4°C in a rotator. 10% of the lysate was kept separately as input. After incubation, the magnetic beads were washed with low salt buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris HCl (pH 8), 150 mM NaCl), high salt buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris HCl (pH 8), 500 mM NaCl), and LiCl buffer (0.25 M LiCl, 1% Igepal C-630, 1 mM EDTA, 10 mM Tris HCl (pH 8), 1% deoxy-cholate). Finally, the magnetic beads were incubated overnight at 65°C in elution buffer (1% SDS, 0.75% sodium bicarbonate) and 1 µl of 20 mg/ml proteinase K (Sigma) for elution and subsequent reverse cross-linking. The magnetic beads were separated from supernatant and column purified using Qiagen PCR purification kit, the input control was also included in the purification step. SYBR qRT-PCR was setup using 5 µl of eluted DNA, and graphs were plotted fold enrichment.

### **CRISPR based mutagenesis of *Mgat4b* in B16 mouse melanoma cells**

Guide RNA for each target genes were designed with CRISPRscan online tool. Chosen sgRNAs were annealed with the universal reverse primer provided by the CRISPRscan tool and then amplified. PCR purification of the sgRNA amplified product was performed using Qiagen PCR purification kit. IVT (in vitro transcription) of the PCR purified product was performed using Invitrogen T7 Megascript kit.

The cocktail containing 625ng CRISPR-RNA, Cas9 nuclease- 2500ng and lipofectamine-5ul was incubated at 25°C for 10min. RNP complex was added to the wells according to the labels. After 4-5 hours, the transfection was terminated by washing the cells with DPBS and add fresh complete media (DMEM High glucose with 10%FBS and 1x Anti-anti). The RNP transfected cells were harvested with trypsin-EDTA and resuspended in 1x PBS. Singlet Cells were then sorted into 96-well plates with the help of BD FACSAria™. Sorted cells that formed a visible single colony in each well within a week became ready to be passaged 2 to 3 weeks after sorting. These colonies were individually validated for the mutation using Sanger sequencing followed by western blotting.

### **Regeneration of ablated melanocyte population in zebrafish embryos**

NTC and *mgat4b* mutants were allowed to breed and embryos were collected and incubated at 28° C for 24 hours. GFP+ embryos at 1 dpf (1 day post fertilization) embryos were transferred to a 24-well plate (5 embryos per well). Each well consisted of 100uM (4,[4-Morpholinobutylthio] Phenol) MoTP prepared in E3 water from a stock solution of 10mM with a total volume of 2 mL in each well. MoTP is changed on the subsequent day (2dpf) and washed out after 3 days of treatment (4dpf). Fishes are kept in E3 water with a change of water after every 24 hours and the regeneration of melanocytes was tracked across samples until 8dpf stage. Fishes were anesthetized using 1X tricaine (from a stock of 20X) and placed over 5% methyl cellulose for imaging each day after ablation under light microscope. The number lateral line melanophores were noted using brightfield imaging.

### **Modelling Approach in Zebrafish for Rapid Tumor Initiation (MAZERATI)**

Primary melanoma was initiated in ASWT fishes using method discussed in [4]. Plasmids from Addgene 118846, 118850, 118841, 118845 were used for the study. These plasmids will overexpress BravV600e oncogene specifically in melanocytes and target *p53* and *pten* tumor suppressors again specifically in melanocytes. Addition to this we used modified *mitfa:cas9;mitfa:gfp* plasmid to target *mgat4b* in the melanocytes. Cocktail of five plasmids were injected in suggested concentration, in one-cell stage to transform the melanocytes. Aggressive tumors were initiated in the zebrafish within a month.

### **T7 endonuclease I mismatch cleavage assay**

PCR amplicons spanning the *mgat4b* target site were amplified from crude DNA isolated from GFP+ cells sorted out from 2 dpf NTC and *mgat4b* mutant animals using Phusion polymerase (New England Biolabs) and primers sgRNA1 (Fwd-CTGATCGTGGAGTTCATGCT, Rev- CCCCTAATTCTTACCGCATC) and sgRNA4 (Fwd-TGAGGTCACCACCAGTCTAA, Rev- ATGCGTATGAAGTCTCCAGC). PCR products were column purified before 150-200ng of DNA was hetero-duplexed by heating to 98°C for 10 minutes and then slowly cooling to room temperature before placing on ice. Digestions were performed in a volume of 15 µl with 5U of T7 endonuclease I (New England Biolabs) at 37°C for 30 minutes before cleavage was analysed on a 2% agarose gel.

### **Chemotaxis Assay**

Chemotaxis chamber assay was set-up in according to the protocol described by the manufacturer. Briefly, each chemotaxis coverslip has 3 (1mm wide) trough regions where the cells are seeded. Each trough is surrounded by media reservoirs on either side. The trough is connected to media reservoirs on either side by a small opening that allows for gradual diffusion of chemotactic agent across the trough, generating a concentration gradient. Once the cells are adhered and the chemotactic agent is added into the respective reservoir, the chamber is set-up on the microscope stage for imaging. Growth promoting chemokine stem cell factor (SCF, PeproTech #300-07). Time-lapse XYT imaging was done for ~20 hours with time interval of 30mins. During the imaging the slide was maintained at 37°C with 5% CO<sub>2</sub> using Environment controlling unit. Imaging was done with Confocal (SP8) microscope at 10x magnification. Chemotaxis analysis was done by individually generating the tracks of each cell (>50 cell/per experiment) using

manual tracking plugin in Fiji and then processing the track information in chemotaxis and migration tool (Fiji Plugin) developed by ibidi.

### **Cell Invasion Assay**

Cell invasion assay was performed using a matrigel assay system (Corning Biocoat) in a 6-well format. Briefly, 100,000 cells each for wildtype and mgat4b knockout were seeded onto Matrigel-coated invasion chambers as per the manual. The next day, cells were fixed and labelled by Toluidine Blue to stain the invaded cells. The invaded cells were imaged using a brightfield microscope with at least 4 to 6 fields per well, and ImageJ was used to quantify the number of invaded cells. Relative invasion was calculated by normalizing all data to the number of invaded cells in the control group.

### **B16 mouse melanoma cells Xenotransplantation**

B16 mouse melanoma cells were cultured under standard conditions and harvested at 70–80% confluence. Cells were resuspended in sterile PBS at a concentration of  $1 \times 10^7$  cells/mL and labeled with a fluorescent dye (CellTracker™ CM-Dil Dye) for visualization. Zebrafish embryos of the Assam wildtype (ASWT) line were dechorionated at 48 hours post-fertilization (hpf) using fine forceps. Approximately 100–200 cells were microinjected into the perivitelline space of each embryo using a glass capillary needle under a stereomicroscope. Injected embryos were maintained at 34 °C in E3 medium supplemented with 0.003% PTU to inhibit pigment formation. Embryos were monitored daily for tumor cell proliferation and angiogenic response using fluorescence microscopy.

### **B16 mouse melanoma cells processing followed by LC-MS/MS**

Cells were lysed using RIPA buffer and centrifuged at 15,000 g for 15 minutes at 4°C. The supernatant was transferred to a new microcentrifuge tube for proteomics analysis. Protein precipitation involved overnight incubation of the supernatant with four times volume of pre-chilled acetone, followed by centrifugation at 15,000 g for 15 minutes at 4°C. The resulting protein pellets were resuspended in 50 mM ammonium bicarbonate buffer (pH 7.8). Protein quantification was performed using the Bradford assay, and 20 µg of protein from each sample was used for quantitative proteomics analysis (SWATH-MS). In brief, protein samples were treated with PNGase F (V483A) and incubated at 37°C for 4 hours. Following this, samples were reduced by adding dithiothreitol (DTT) to a final concentration of 2 mM and heating at 56°C for 30 minutes. The samples were then cooled to room temperature and alkylated with iodoacetamide (IAA) at a final concentration of 2.2 mM, incubating in the dark for 15 minutes. The samples were digested with trypsin (V5111, Promega) at a 1:20 enzyme-to-substrate ratio for 18 hours at 37°C. Tryptic peptides were purified using Oasis HLB 1 cc Vac cartridges (Waters) according to the manufacturer's protocol, vacuum dried, and stored at -20°C until LC-MS/MS analysis. **Data acquisition:** The tryptic digests from the samples were suspended in 0.1% formic acid and analyzed on a quadrupole-TOF hybrid mass spectrometer (TripleTOF 6600, SCIEX) coupled to an Eksigent NanoLC-425 system using the Sequential Window Acquisition of All Theoretical Mass Spectra (SWATH-MS) method by operating the mass spectrometer in data-independent acquisition mode. Optimized source parameters were used, curtain gas and nebulizer gas were maintained at 25 psi and 20 psi respectively, the ion spray voltage was set to 5.5 kV, and the temperature was set to 300°C. About 4 µg of peptides were loaded on a trap column (ChromXP C18CL 5µm 120 Å, Eksigent, SCIEX) and online desalting was performed with a flow rate of 10 µl per minute for 10 min. Peptides were separated on a reverse-phase C18 analytical column (HSS T3, 100 Å, 1.8 µm, Waters) in 55 minute

buffer gradient at a flow rate of 6 µl/minute using water with 0.1% formic acid (buffer A) and acetonitrile with 0.1% formic acid (buffer B) as follows:

A SWATH-MS method was created with 96 precursor isolation windows, defined based on precursor m/z frequencies in DDA run using the SWATH Variable Window Calculator (SCIEX), with a minimum window of 5 m/z. Data were acquired using Analyst TF 1.7.1 Software (SCIEX). Accumulation time was set to 250 msec for the MS scan (400-1,250 m/z) and 25 msec for the MS/MS scans (100-1,500 m/z). Rolling collision energies were applied for each window based on the m/z range of each SWATH and a charge 2+ ion, with a collision energy spread of 5. Total cycle time was 2.79 s. **Data Analysis:** Raw file with .wiff extension from SWATH-MS runs were analysed using spectronaut software version 19 (Biognosys) using directDIA workflow. For protein identification, Mus Musculus protein database from uniprotKB with 54,707 entries was used with upto 2 missed cleavages. False discovery rate (FDR) was controlled at 1 % for proteins. Rest of the parameters were kept at Spectronaut Pulsar's default settings, cross-run data normalization was performed where the normalization strategy was set to automatic. Quantitative data was exported in the form of 'Run Pivot Report' and differential protein analysis was performed in Microsoft Excel.

### DSL Blotting for glycan profiling

B16 cells (wildtype (WT) and *Mgat4b* KO) were washed with cold DPBS and trypsinized with 0.1% trypsin (Gibco, 15090046 diluted in Versene, Gibco, 15040066). and 10 million cells were counted for each sample. Cell pellets were resuspended in the RIPA buffer according to their size (G-Biosciences-786-490). Protein concentrations of total lysates of WT and *Mgat4b* KO cells were estimated by the Bradford assay [24]. Proteins were resolved through a 7.5 % SDS-PAGE and transferred to nitrocellulose membrane at a constant current of 250 mA for three hours at 4 °C. Membranes were blocked at room temperature with 2.0 % gelatin in 0.1 % PBST (phosphate buffered saline with 0.1 % v/v Tween-20) (10 µL, 1.0 h) followed by incubation with fluorescein isothiocyanate-conjugated Datura stramonium lectin (DSL) in PBST (1:5000 dilution; stock conc. 2.0 mg/mL; 5.0 mL, 1.0 h). Membranes were washed with 0.1 % PBST (10 µL × 6, five min incubation for each wash). The blots were visualized using a digital fluorescence imager (Amersham Typhoon) using a Cy2-filter for excitation. Two biological replicates, each with two technical replicates, were performed for the lectin blotting experiments.

### Proteomics study of DSL affinity enriched glycoproteins

Both B16 wild-type and KO cells were cultured in T-75 tissue-culture treated flasks under sterile conditions in DMEM supplemented with 10 % fetal bovine serum (FBS) and 1.0 % pen-strep (50 U/mL of penicillin and 0.05 mg/mL of streptomycin) in a humidified incubator

with a 5.0 % carbon dioxide atmosphere at 37 °C. Once the cells attained 70-90 % confluency, the media containing the floating cells was aspirated. The adherent cells were gently washed with PBS (5.0 mL) once and aspirated. Cells were detached by incubating with 0.25% trypsin (1.0 mL) at 37 °C for 2-5 min and diluted with complete media (9.0 mL). Cells were collected in 15 mL tubes and centrifuged at 500g for five min, supernatants were aspirated, and discarded. Cells were re-suspended in PBS (1.0 mL), cell density was measured using a Z2 particle counter, cells were aliquoted in 1.5 mL microcentrifuges, centrifuged, and supernatants were aspirated. Both wide-type and KO B16-cells ( $5.0 \times 10^6$  cells) were suspended on lysis buffer (10 mM tris base, 140 mM NaCl, 1.0 % v/v triton-X-100, and 1.0 mM phenylmethylsulfonyl fluoride in MS-grade water, pH 7.4) (100  $\mu$ L), probe sonicated (amplitude 25 %; Sonics, Vibra-cell) for 15 min on an ice-bath (amplitude 25 %), centrifuged (16000 $\times$ g, 10 min, 4 °C), and the supernatant were transferred to fresh pre-labelled tubes. Protein concentrations were estimated using the Bradford assay. Total cell lysates (1.0 mg in 500 mL PBS) were allowed to bind to biotin-conjugated DSL (b-DSL) (5.0  $\mu$ L from a stock solution containing 2.0 mg/mL) overnight at 4 °C with gentle agitation on an end-to-end rotor. The mixtures were treated with streptavidin-conjugated dynabeads (50  $\mu$ L of slurry; binding capacity of 10 mg biotinylated antibody/mg beads; pre-washed with PBS (500  $\mu$ L, thrice)) and incubated at 4 °C for two hours with gentle mixing. Samples were placed on the magnetic separator for 1.0 min, the supernatants were aspirated and discarded. The beads were washed in NP-40 buffer (0.1 % v/v NP-40 in PBS; 100  $\mu$ L; three times) and the supernatants were aspirated and discarded. The beads were re-suspended in 200 mM *N*-acetyl-D-glucosamine (GlcNAc) solution in PBS (50  $\mu$ L), vortex mixed for 10 min at room temperature, placed on the magnetic separator for 1.0 min, and the supernatant was carefully aspirated. Beads were subject to a second round of elution with GlcNAc, the supernatants were combined, and processed for sample preparation for mass spectrometry as given below.

### **Buffers for sample preparation for mass spectrometry**

50 mM Ammonium bicarbonate (AMBIC) buffer: Dissolve 3.95 mg of ammonium bicarbonate powder in 1.0 mL of water (mass spectrometry grade) in a clean glass vial; vortex mix thoroughly before use.

200 mM Dithiothreitol (DTT) buffer: Dissolve 30.85 mg of DTT in 1.0 mL of AMBIC buffer in a clean glass vial; vortex mix thoroughly before use.

20 mM Iodoacetamide (IAA): Dissolve 3.7 mg of IAA in 1.0 mL of AMBIC buffer in a clean glass vial; vortex mix thoroughly before use.

### **Sample preparation for mass spectrometry and bottom-up protein identification**

Proteins (100  $\mu$ L each from WT and KO samples, in 1.5 mL microcentrifuge tubes (Eppendorf)), eluted by GlcNAc from the lectin-affinity enrichment, were treated with ice-cold acetone (900  $\mu$ L) and allowed to precipitated at -20 °C for 24 h. Samples were centrifuged (16000 $\times$ g, 4 °C, 10 min) and the supernatants were aspirated and discarded. Protein precipitates were re-suspended in AMBIC buffer (100  $\mu$ L), heated at 65 °C for 10 min (at a shaking speed setting of 5 on a Torrey-Pines shaker). Samples were treated with DTT (2.5  $\mu$ L; 200 mM) and heated at 60 °C for 45 min, followed by treatment with IAA (10  $\mu$ L; 20 mM) at 37 °C for 45 min, on a shaker. Another aliquot of DTT (2.5  $\mu$ L; 200 mM) was added to the samples and incubated for at 37 °C for 30 min on a shaker [25]. Samples were treated with mass spectrometry grade trypsin (4.0  $\mu$ L, 2.0 mg, Sequencing grade modified trypsin, Porcine, Promega, Cat. No. V511A) and incubated overnight at 37 °C.

Samples were then treated with formic acid (1.0  $\mu$ L) and concentrated to dryness in a refrigerated vacuum centrifuge at 4 °C. The samples were re-suspended in 5.0 % v/v aqueous acetonitrile containing 0.5 % v/v formic acid (30  $\mu$ L) and de-salting was performed using reverse phase C-18 zip tips as given below.

#### **Desalting of tryptic digests using C-18 zip tips:**

1. First, acetonitrile (ACN) (10  $\mu$ L) was used to wet the C-18 zip tips by aspiration using a P10 micropipette
2. Tips were washed using mass spec grade water with 0.1 % formic acid (FA) (10  $\mu$ L) through aspiration by pipetting.
3. Samples (10  $\mu$ L) were loaded on the zip tips through aspiration
4. Sample-loaded zip tips were washed using mass spec grade water with 0.1 % formic acid (FA) (10  $\mu$ L)
5. Samples were eluted using 50 % aq. ACN with 0.1 % FA (10  $\mu$ L)
6. Samples were eluted for a second time using ACN (10  $\mu$ L) and pooled in the same tube as in step 5.
7. Samples were evaporated to dryness in a refrigerated vacuum centrifuge at 4 °C.
8. Samples were re-suspended in 5% v/v aq. ACN with 0.1 % FA (12  $\mu$ L).
9. Samples were subjected to nano-liquid chromatography tandem mass spectrometry (nano-LC-MS/MS) analysis at the NII Central Mass Spectrometry Facility (CMSF).

#### **Data acquisition using nano-LC-MS/MS, data processing, and data analysis**

Desalted tryptic digests (5.0  $\mu$ L per run) were loaded onto Vanquish Neo nano-LC (fitted with PepMap Neo C18 (5.0 mm, 300  $\mu$ m  $\times$  5.0 mm, 1500 bar, trap/guard column and DNV PepMap Neo C18 (2.0 mm, 100 Å, 75  $\mu$ m  $\times$  150 mm) capillary column) connected to an Orbitrap Exploris 240 High-resolution Mass Spectrometer (Thermo Fisher Scientific), equipped with a Nanospray Flex ESI source connected through an Nanobore stainless steel emitter (40 mm length; outer diameter 1/32 inch). Mobile phase A was kept as 0.1 % v/v formic acid in water and mobile phase B was kept as 0.1 % v/v formic acid in 80 % aqueous acetonitrile. Elution was performed using a multi-step gradient of 1.0 % to 99 % of mobile phase B from 0-100 min at a flow rate of 300 nL/min. Mass spectrometry data collection was performed in positive ion mode with electrospray at 1.9 kV, RF lens value at 70%, and ion-spray (1.9 kV) kept at 275 °C. MS1 scans were performed at a range of 375-1200 m/z with orbitrap resolution set to 60,000 and MS/MS scans at the resolution of 14000 in a data-dependent acquisition (DDA) mode. Higher-energy collision dissociation (HCD) was applied at a normalised collision energy (NCE) of 30%. Peptide with charge states of +2 to +6 were selected for fragmentation in MS/MS mode.

Raw data from nano-LC-MS/MS was processed using the XCalibur proteome discoverer (PD 3.0) software with SEQUEST HT as search engine. The acquired data was searched against UniProtKB complete mouse proteome database. Oxidation of Met was set as dynamic modifications and carbamidomethylation of Cys was set as a fixed modification. Parameters were set to a precursor mass tolerance of 10 ppm, fragment mass tolerance of 0.02 Da, and two missed cleavages allowed for trypsin. Proteins and peptide lists were compiled and represented as Venn diagrams using the protein distribution option of PD 3.0; Complete list for protein ID was generated separately for intra-samples (run to run). A list of probable target candidates of *Mgat4b* were identified based on abundance ratio

between control and KO samples. The proteins listed in the table were only present in wildtype samples and were absent in *Mgat4b* KO samples.

For label-free quantification, the processing was done by combining the technical runs for each sample. Label-free quantification (LFQ) was applied to identify relative quantitation of protein in control and KO samples. Label free quantitation was performed based on intensity of the precursor ion. For data processing, protein database was imported in the FASTA file format. The study factors were defined as knockout and wild type in the new study following which the raw data files were added to the study in .raw file format. The technical replicates of wildtype samples were defined as control and the knockout as sample. Under sequest HT node, enzyme selected was trypsin (full) with maximum missed cleavage sites of two, minimum peptide length of six amino acids (aa), maximum peptide length 144 aa, precursor mass tolerance 10 ppm, and fragment mass tolerance of 0.6 Da. Dynamic modification for oxidation (+15.995 Da) at methionine residue and static modification for carbamidomethyl (+57.021 Da) at Cystine residue were defined. Acetylation (+42.011 Da), methionine loss (-131.040 Da) and methionine loss with acetylation (-83.030 Da) at N-terminus were also selected under dynamic modifications (protein terminus). Dynamic modifications are the modifications which may or may not be present while the static modification is applied universally to every instance of the specified residues or terminus.

### **Plasmid transfections in B16 mouse melanoma cells**

B16 cells were trypsinized and seeded at density of  $1 \times 10^5$  cells/well in 6 well plate (nunc) and incubated overnight in antibiotic containing DMEM + 10% FBS. At the time of transfection, the cells were replaced with serum and antibiotic free media OptiMEM (Gibco, Life Technologies). Lipofectamine 2000 was used at a ratio of 1:3 with pcDNA 3.1(empty vector control) plasmid, *Mgat4a* and *Mgat4b* coding sequence containing plasmids. The cells were incubated for 6 hours with the transfection mixture containing Lipofectamine 2000, OptiMEM, and the plasmids. The media was then replaced with antibiotic containing DMEM + 10% FBS and incubated for 72 h, and downstream experiments were performed.

### **Drug Treatments**

Kifunensine (Cas no. 109944-15-2) was dissolved in DMSO and a final concentration of 150  $\mu$ M was prepared in Embryo water. One-month old Mazerati zebrafish were treated for 2 days with a change of drug on each day.

### **Imaging and Quantitative Analysis**

Images of tumor area was captured using a Nikon SMZ800N camera. Brightfield images were adjusted for contrast and color balance for clarity. To quantify the effect of drug, tumor area was outlined and compared before and after treatment using ImageJ. Percent change in tumor area was calculated as a ratio of the change in tumor area across 2 days to the area covered by tumor after 2<sup>nd</sup> day of kifunensine treatment. Student's t tests were performed using GraphPad Prism 9.

### **Molecular Docking**

For MGAT4A, MGAT4B, MGAT4C and MGAT5 structure, Alpha-fold model [26] was used since there were incomplete crystal structures. The Model was pre-processed, polar hydrogen bonds added, kollman charges added and pdbqt structure was generated

using Autodocktools. Grid box was defined for the models using Autodocktools. The ligand library of 2800 FDA approved drugs were energy minimized and converted to pdbqtformat using PyRx tool. Autodock Vina was used to do the virtual screening [27].

### **Statistical analysis and graphs**

Student's t-test was performed to obtain statistical significance in the data. Asterisk on the error bar corresponds to \* $P \leq 0.05$ , \*\* $P \leq 0.01$ , \*\*\* $P \leq 0.001$ , \*\*\*\* $P \leq 0.0001$  and ns  $P > 0.05$ . Graphs were plotted using GraphPad prism.

## **Supplementary Figures**

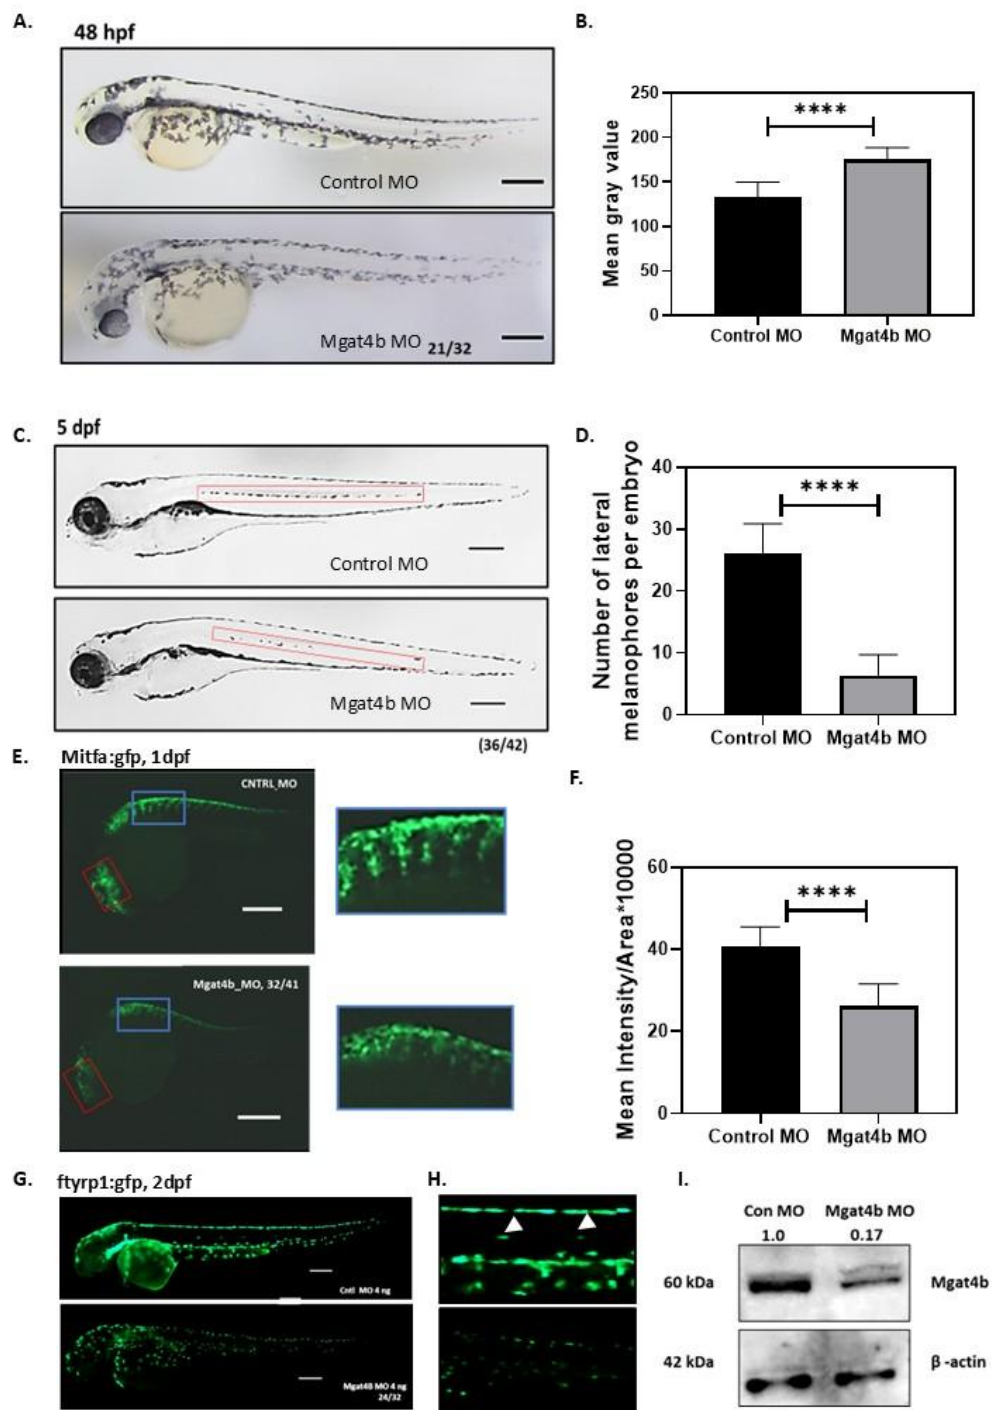

**Supplementary Figure 1: Targeting *mgat4b* during early zebrafish development leads to pigmentation and melanophore patterning defects:** **A.** Brightfield images of the lateral view of control and *mgat4b* morphant embryos at 2 days post fertilization (dpf). The black structures observed are melanophores, Scale bar- 100µm **B.** Melanin quantitation from the brightfield images of control and *mgat4b* morphants was carried out using ImageJ platform. The mean gray values are inversely linked to melanin content of the embryo and are represented as a Bar graph **C.** Brightfield images of the lateral view of control and *mgat4b* morphant embryos at 5dpf, Scale bar- 100 µm **D.** The number of lateral mid-line melanophores were counted manually (highlighted in red box) represented in the graph. Scale bar- 100µm **E.** Fluorescent images of control and *mgat4b* morphants at 1 dpf. Red boxes mark the constant region chosen to quantify mean fluorescent GFP intensity per embryo, Scale bar- 100 µm **F.** Mean intensity per area is quantified and depicted in the bar graph **G.** Fluorescent images of control and *mgat4b* morphants at 2 dpf, Scale bar- 100 µm **H.** Zoomed inset of 2dpf *ftyrp:gfp* control and *mgat4b* morphant trunk region. Scale bar- 100µm **I.** Western blot analysis shows *Mgat4b* protein levels in bulk (100 embryos) of control and *mgat4b* morphants at 2dpf

\*p ≤ 0.05, \*\*p ≤ 0.01, \*\*\*p ≤ 0.001, \*\*\*\*p ≤ 0.0001 and ns p > 0.05

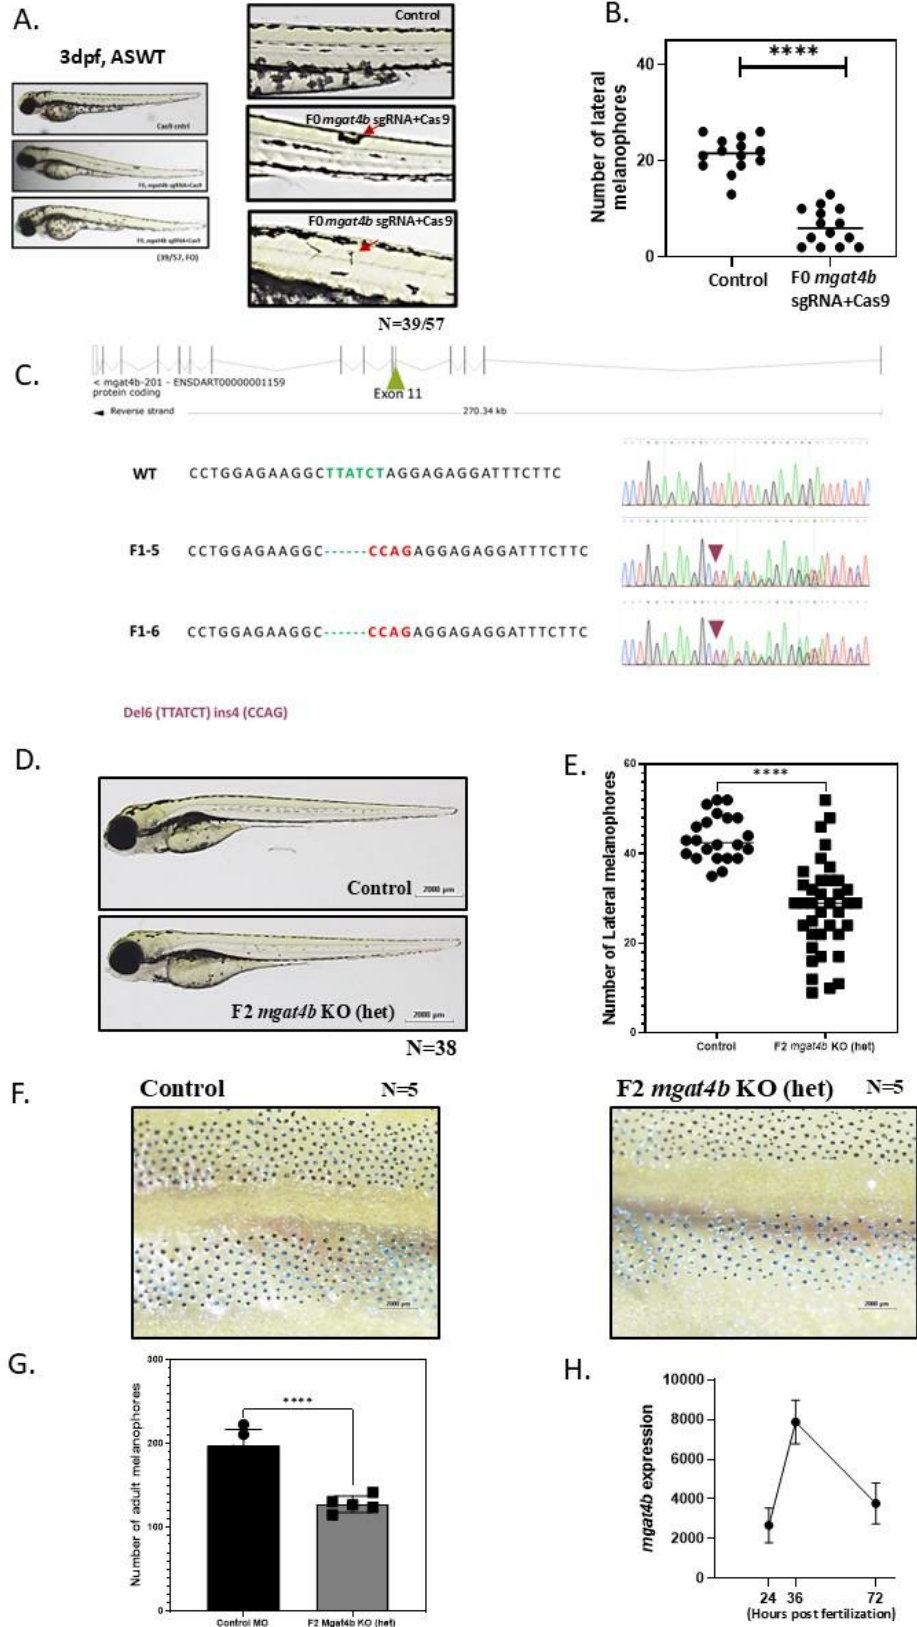

**Supplementary Figure 2 Global ablation of *mgat4b* shows patterning defects** **A.** Brightfield images of F0 cas9 control and *mgat4b* sgRNA+Cas9 animals at 3dpf stage (left). Zoomed-in insets show black dendritic cells arrested along the dorso-lateral path in *mgat4b* sgRNA+Cas9 animals, which are absent in Cas9 controls (right) Scale bar 100  $\mu$ m, Red arrows highlights the arrested cells **B.** Scatter plot depicting the number of lateral melanophores at 3 dpf stage of F0 cas9 control and *mgat4b* sgRNA+Cas9 animals **C.** Validation of F1 *mgat4b* knockout animals by sanger sequencing **D.** Brightfield images of F2 control and *mgat4b* KO F1xF1 animals at 4dpf stage (N=38) **E.** Scatter plot representing number of lateral melanophores in F2 control and *mgat4b* KO F1xF1 animals at 4dpf stage **F.** Brightfield images of adult High Resolution Melting Analysis (HRMA) validated F2 control and *mgat4b* KO F1xF1 animals shows constricted melanophores upon epinephrine treatment, Scale bar: 2000  $\mu$ m **G.** Bar plot depicting number of melanophores in adult stripes across HRMA validated F2 control and *mgat4b* KO F1xF1 animals (N=5 each) **H.** Dot plot depicting the RNA levels of *mgat4b* in melanophores at three different stages of their development (24, 36 and 72 hours post fertilization). Re-analysed Zebrafish time-course microarray data (GSE189059)

\* $p \leq 0.05$ , \*\* $p \leq 0.01$ , \*\*\* $p \leq 0.001$ , \*\*\*\* $p \leq 0.0001$  and ns  $p > 0.05$

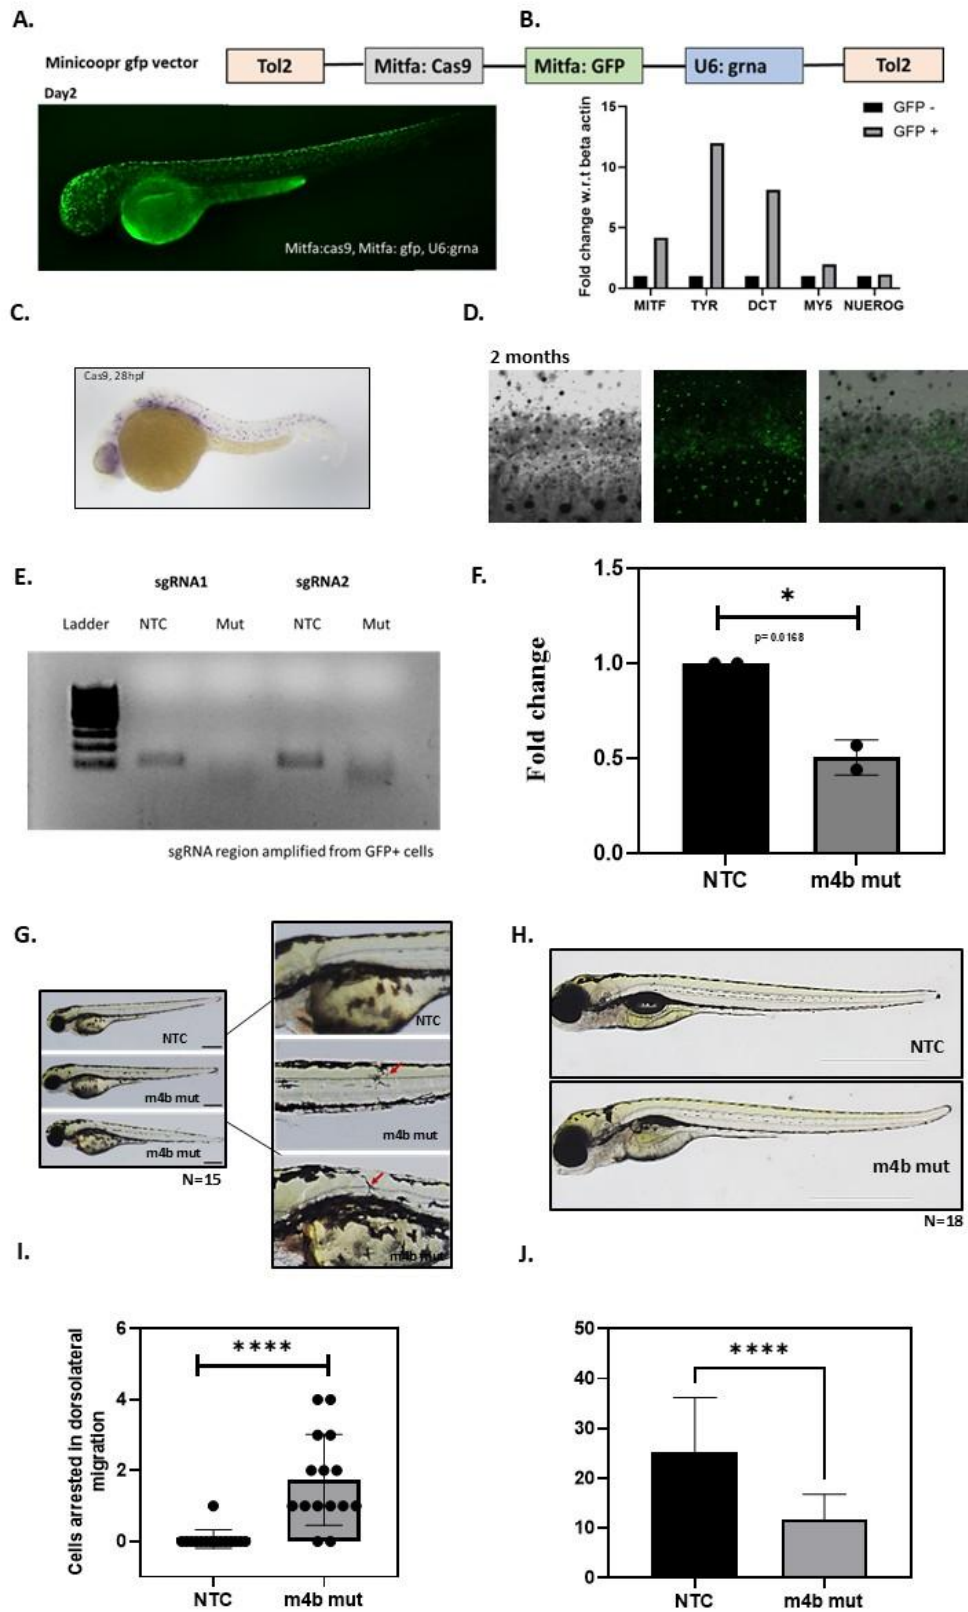

### Supplementary Figure 3 Melanocyte-specific ablation of genes and visualization in zebrafish

**A.** Fluorescent image of 2dpf injected with *mitfa*:Cas9;*mitfa*:gfp plasmid at a single cell stage **B.** The bar plot presents transcriptomic levels of melanocyte-specific genes *mitf*, *tyr*, and *dct* in FACS-sorted GFP+ cells, alongside muscle and neuron-related negative controls **C.** WISH shows Cas9 expression in 28hpf zebrafish injected with *mitfa*:cas9;*mitfa*:gfp plasmid at a single cell stage **D.** Confocal images of 2 month old zebrafish injected with *mitfa*:cas9;*mitfa*:gfp plasmid at a single cell stage shows gfp+ cells **E.** T7 endonuclease I based melanocyte-specific *mgat4b* mutation detection. Agarose gel image shows PCR amplicons specific to sgRNA1 and sgRNA4 target sites from melanophores (GFP+ cells) of NTC and *mgat4b* mutant animals after cleavage **F.** qRT-PCR for *mgat4b* transcripts in FACS sorted gfp+ cells upon tissue-specific targeting of *mgat4b* in melanophores. Fold change is depicted (mean  $\pm$  SEM,  $n \geq 2$ , biological replicates) calculated using beta actin as the reference with respect to non-targeting control animals **G.** Brightfield lateral images of m4b mut and NTC animals at 3dpf(left) Zoomed images highlighting cells arrested in the dorsolateral migration, pointed by red arrows for better clarity **H.** Brightfield lateral images depicting melanophore stripes of m4b mut and NTC animal at 7 dpf **H.** Bar plot depicting the number of melanophores arrested in between the path for m4b mut and NTC animals, N=15 **I.** Bar plot depicting the number of lateral melanophores in m4b mut and NTC animals, N=18

\* $p \leq 0.05$ , \*\* $p \leq 0.01$ , \*\*\* $p \leq 0.001$ , \*\*\*\* $p \leq 0.0001$  and ns  $p > 0.05$

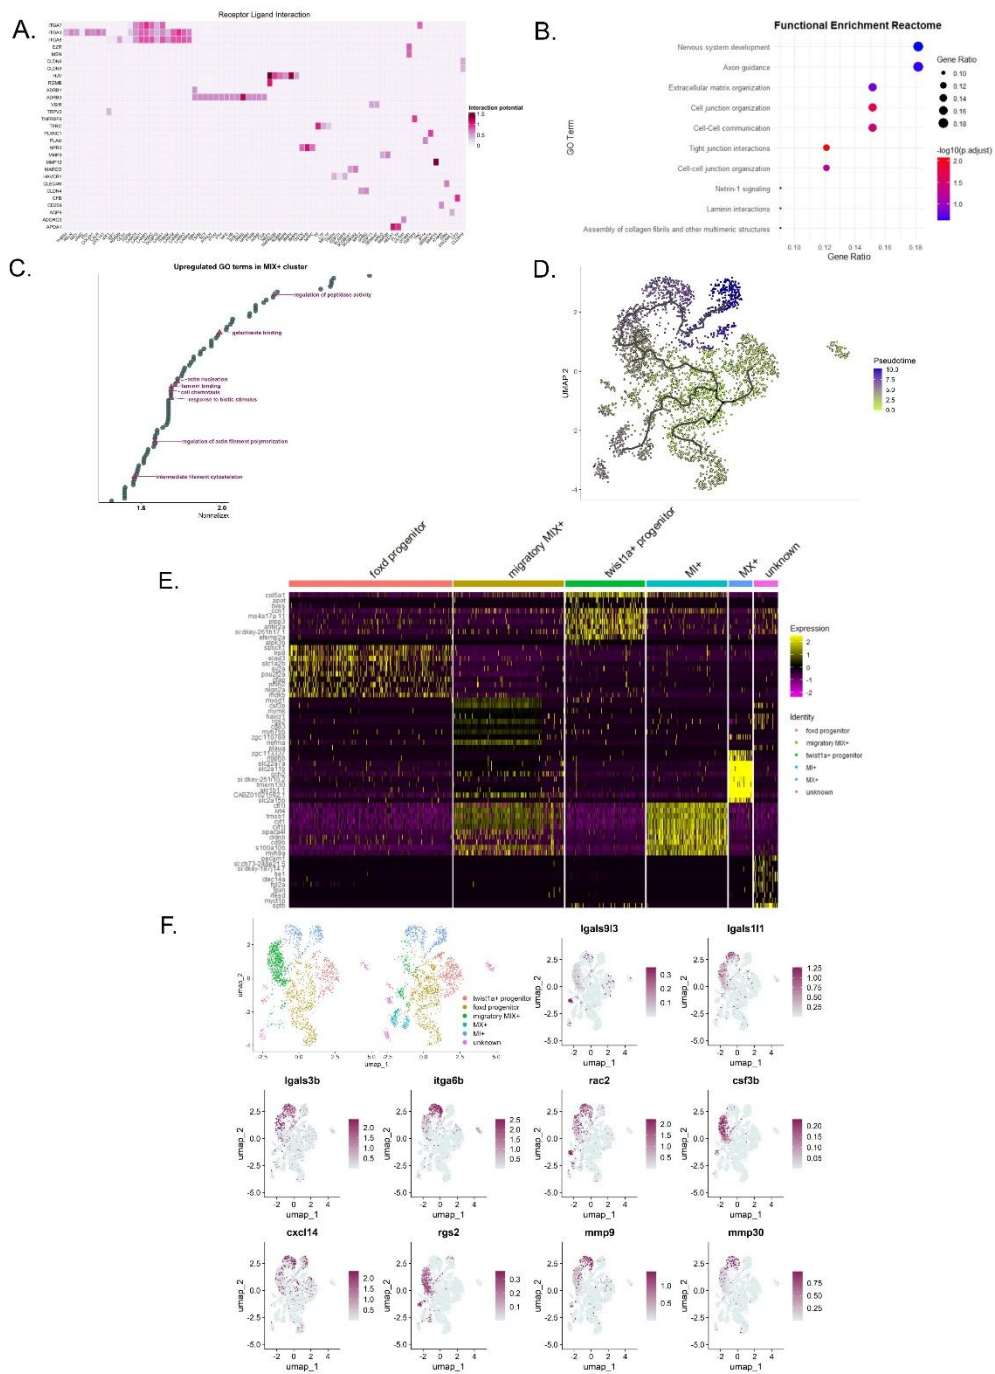

#### **Supplementary Figure 4 scRNA seq reveals the identity of the depleted melanocyte population**

**A.** Heatmap of NicheNetR-identified ligand/receptor pairs indicating interaction potential between MIX+cluster cells and other sender cells sampled by scRNAseq **B.** Functional enrichment for reactome of top enriched marker genes of MIX+ cluster **C.** Waterfall plot depicting top upregulated GO-terms in MIX+ cluster plotted against their normalized enrichment score **D.** Pseudotime ordering of the cells, coloring based on pseudotime scores **E.** Heat map depicting top markers enriched in each cluster and used to annotate them **F.** UMAPs of *mitfa*<sup>+</sup> cells in NTC and *mgat4b* mut with color change from gray (negative) to purple based on log normalized scaled expression of *lgals9l3*, *lgals9l1l*, *lgals3b*, *itga6b*, *rac2*, *csf3b*, *cxc114*, *rgs2*, *mmp9*, *mm30* genes

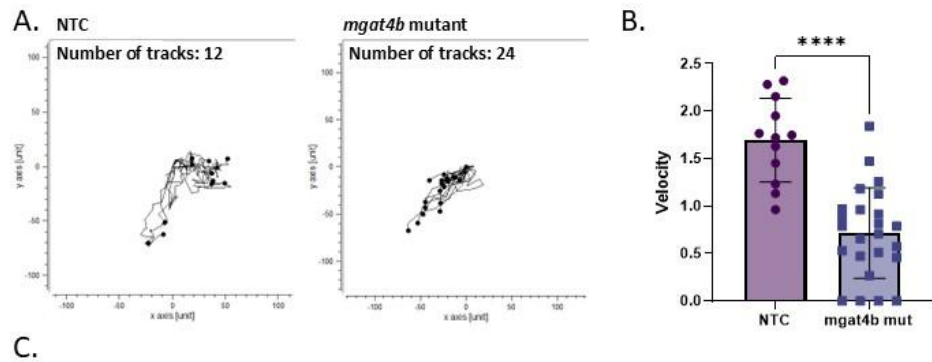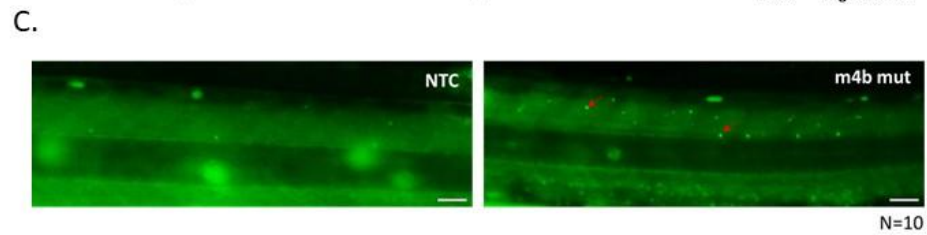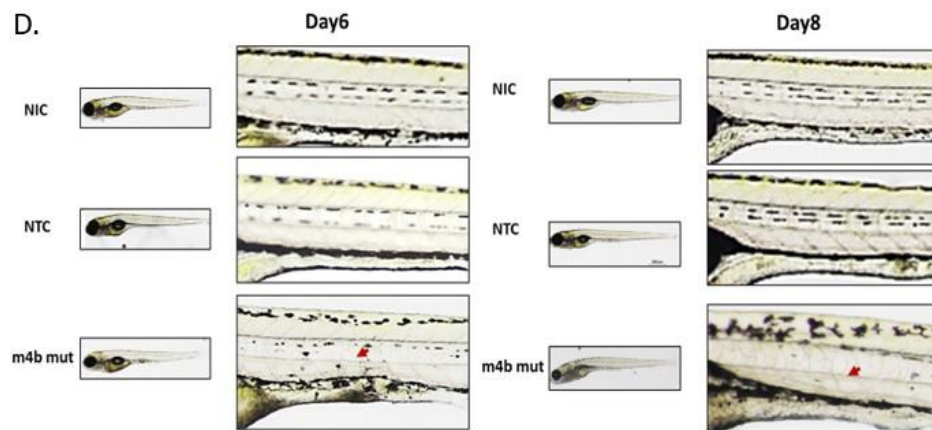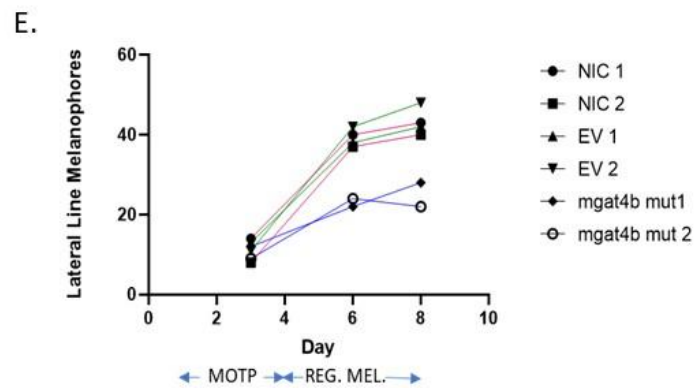

### Supplementary Figure 5: Targeting *mgat4b* in melanophores affects their migration and regeneration capacity

**A.** Directionality plots depicting relative positioning of the cells in 12 hours timelapse imaging, compared to the start of the imaging is plotted as a 2D plot using chemotaxis and migration tool by IbiDi. NTC (left) *mgat4b* mutant (right) **B.** The bar plot illustrates the velocities of traced melanophores during migration in time-lapse imaging videos. Velocity was calculated based on the net movement in the 12h of imaging. The relative X and Y coordinates of the migrating cells was traced using Manual tracking plugin of Image J software **C.** Lateral images of 2dpf NTC and *mgat4b* mutant animal showing acridine orange puncta. Red arrows show puncta in the region where melanophore residing regions, Scale bars: 50  $\mu$ m, N=10 each **D.** Brightfield images illustrate a melanocyte regeneration experiment in embryos subjected to MoTP-based ablation from Day 1 to Day 4, followed by regeneration from Day 4 to Day 8. Regenerating pigmented melanophores in the trunk region (lateral melanophores) were analyzed at Day 6 and Day 8 in non-injected controls, non-targeting controls, and *mgat4b* mutants **E.** The accompanying graph presents larval melanophore counts in non-injected controls (green lines), non-targeting controls (red lines), and *mgat4b* mutants (blue lines). Following the emergence of melanocytes at 24 hours post-MoTP treatment over three consecutive days, melanocyte numbers decline until Day 4, after which melanophores regenerate, leading to a subsequent increase in their numbers from Day 6 to Day 8

\* $p \leq 0.05$ , \*\* $p \leq 0.01$ , \*\*\* $p \leq 0.001$ , \*\*\*\* $p \leq 0.0001$  and ns  $p > 0.05$

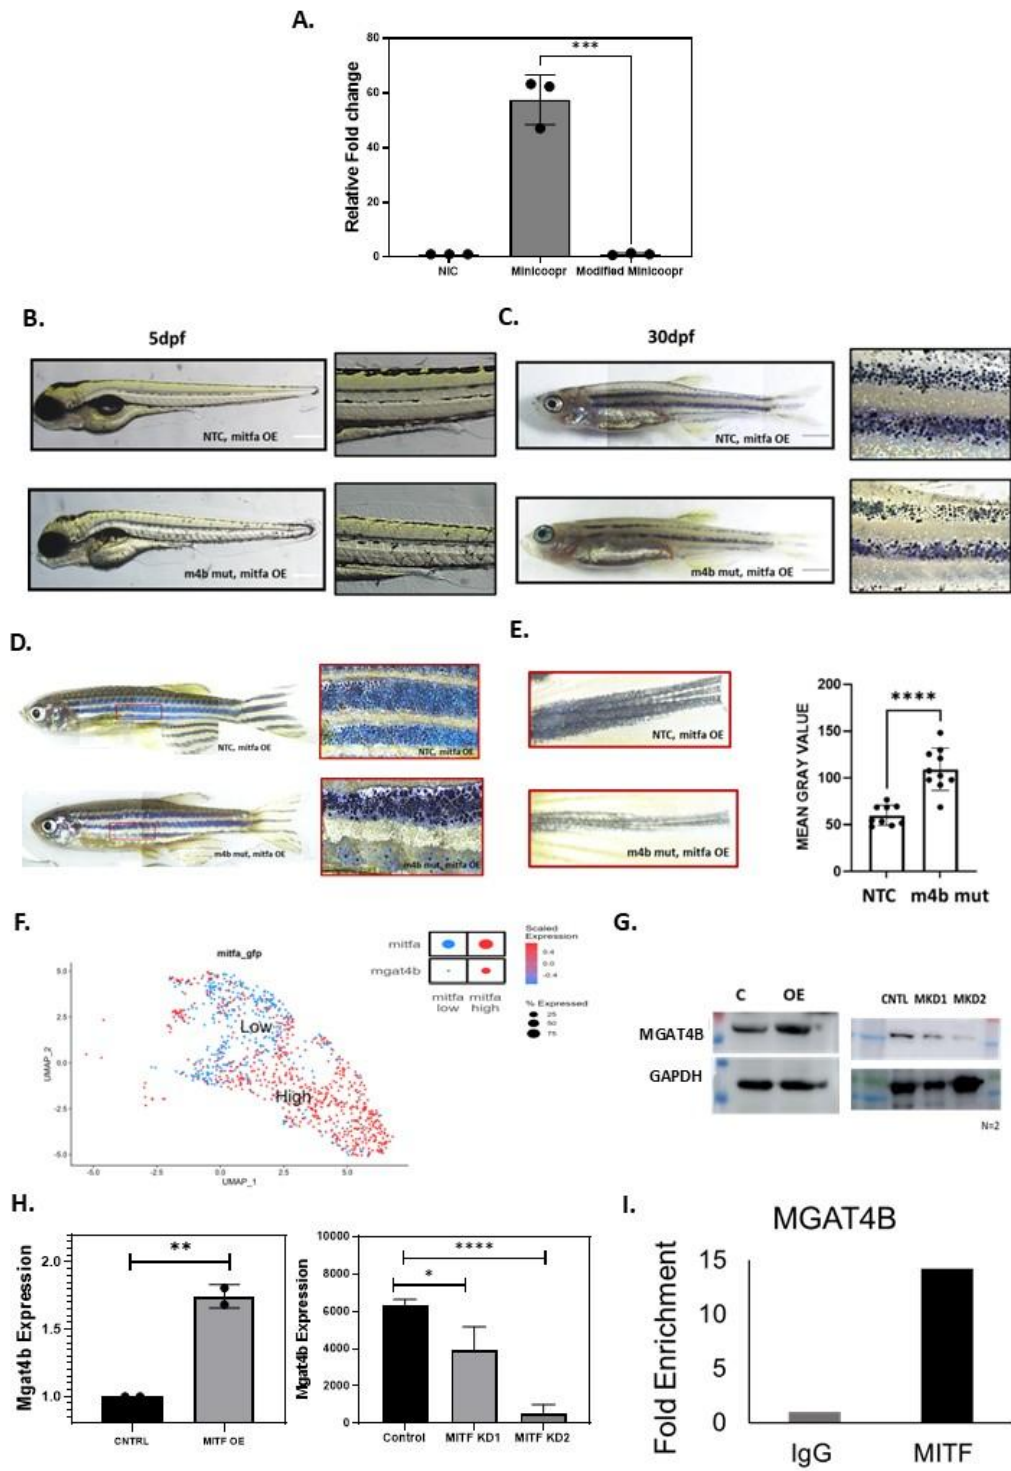

**Supplementary Figure 6: Central transcription factor MITFA transcriptionally regulates levels of MGAT4B in melanocytes:** **A.** The bar plot illustrates the relative fold change in *mitfa* transcripts in zebrafish clutches injected with the MinicoopR vector, modified MinicoopR vector, and non-injected controls **B.** Lateral images of 5dpf NTC and melanocyte-specific *mgat4b* mutant (m4b mut) zebrafish, showing embryonic melanocytic stripes with concurrent *mitfa* expression specifically in melanophores **C.** Lateral images of 30dpf NTC and *mgat4b* mut animals showing adult stripe patterns, zoomed images shows pigment stripes in the trunk region **D.** Lateral images of 50dpf NTC and *mgat4b* mut animals showing adult stripe patterns, zoomed images shows pigment stripes in the trunk region **E.** Zoomed images of tail fin from 50dpf NTC and *mgat4b* mut animals, Bar graph represents mean $\pm$ s.e.m. of mean gray value of tail fin selected ROI in NTC and *mgat4b* mut, each dot represents an animal **F.** UMAP plot showing *mitfa* high (red) and *mitfa* low (blue) cell clusters, dot plot showing collective expression of *mitfa* and *mgat4b* in these cells **G.** Western blot showing levels of MGAT4B upon overexpression of MITF in B16 mouse melanoma cells, Western blot showing expression of MGAT4B upon downregulation of MITF using two different siRNAs **H)** Bar graph showing quantitation of **G** **I.** Bar plot showing fold enrichment of MITF over MGAT4B promotor region revealed by ChIP-qPCR

\* $p \leq 0.05$ , \*\* $p \leq 0.01$ , \*\*\* $p \leq 0.001$ , \*\*\*\* $p \leq 0.0001$  and ns  $p > 0.05$

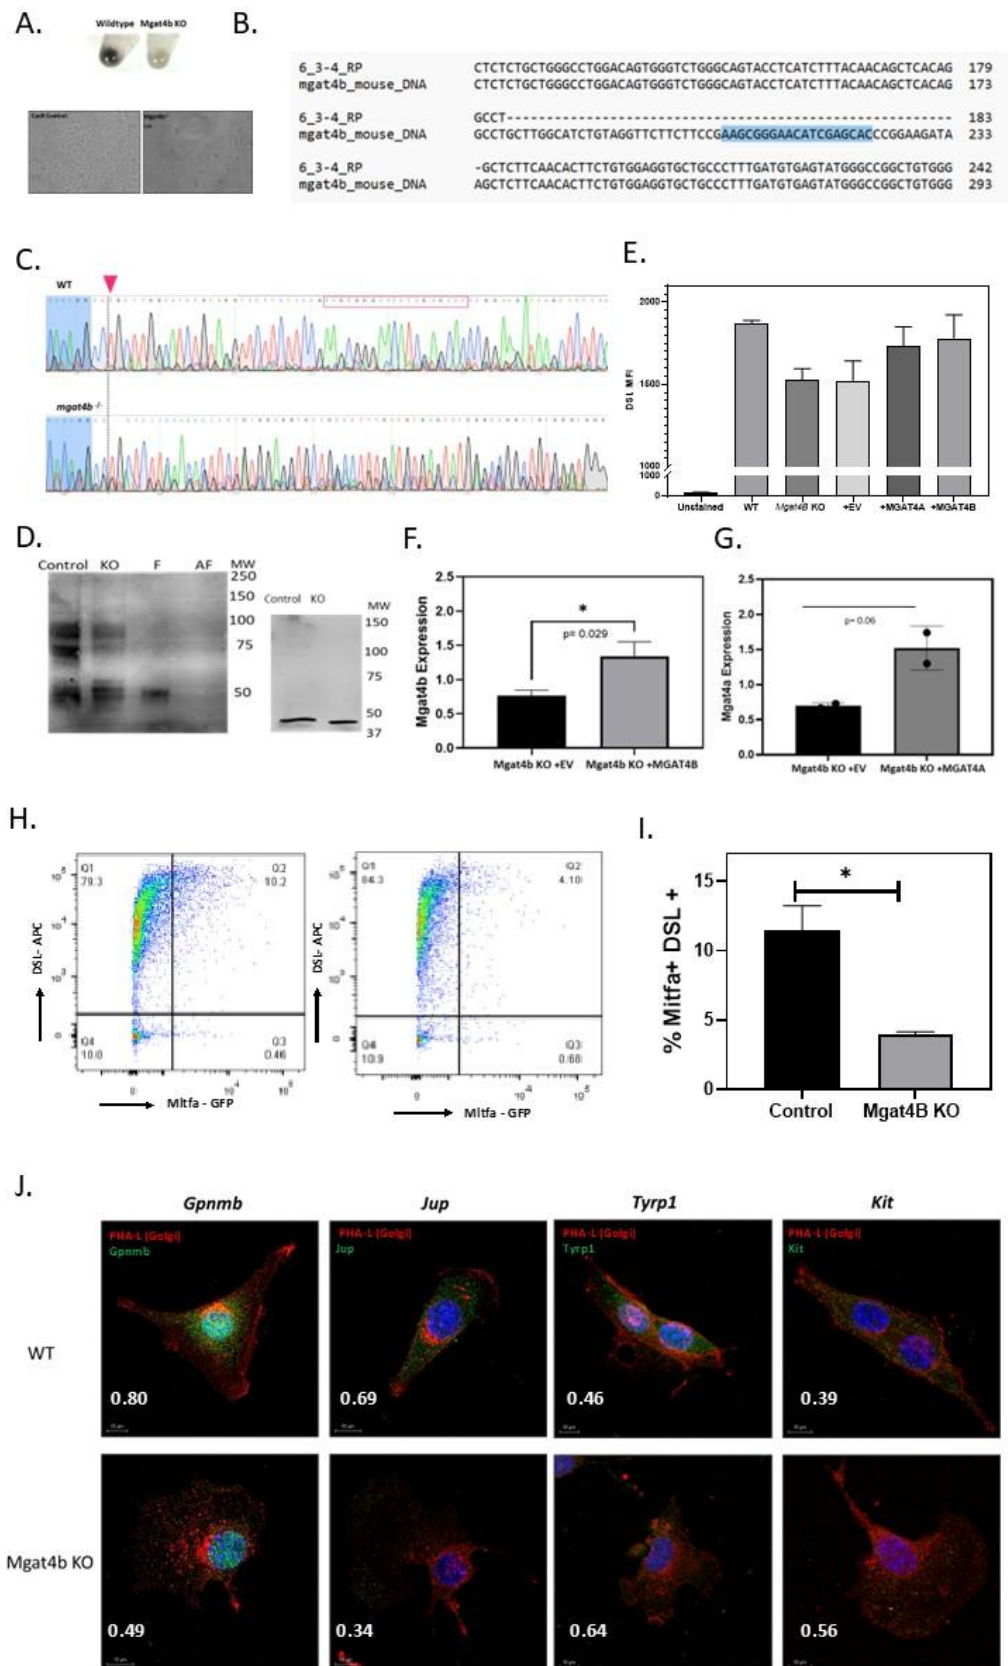

**Supplementary Figure 7: *Mgat4b* knockout leads to change in melanoma cells properties.** **A.** Cell pellet of day 7 B16 mouse melanoma wildtype and *Mgat4b* KO cells grown at low density (100 cells/cm<sup>2</sup>, top) brightfield images highlight the 'loose aggregate' phenotype in *Mgat4b* knockout embryos compared to wild-type, which exhibit well-aggregated colonies (bottom) **B.** Sanger sequencing based validation of *Mgat4b* knockout (colony 6, Mut1) in B16 mouse melanoma cells compared with wildtype sequence **C.**

Sanger sequencing chromatogram of wild type (WT) and *Mgat4b* knockout (*Mgat4b*<sup>-/-</sup>) clone shows deletion of 57 bp around the highlighted sgRNA region, The red arrowhead indicates the cleavage point in the knockout, compared to the wild-type **D.** DSL lectin blot depicting enrichment in wildtype and *Mgat4b* KO whole cell lysate with positive control (Fetuin) and negative control (asialofetuin) in place, beta-actin levels assessed as a loading control **E.** Bar plot shows mean±s.e.m of DSL lectin enrichment on the cell surfaces of Wildtype, *Mgat4b* KO, *Mgat4b* KO cells complemented with Empty vector, *Mgat4b* and *Mgat4a* constructs **F, G.** *Mgat4b* and *Mgat4a* expression in *Mgat4b* KO cells upon complementation of *Mgat4b* and *Mgat4a* construct, fold change calculated with respect to B16 WT cells **H.** FACS plot shows enrichment of DSL lectin on the cell surfaces of zebrafish NTC and *mgat4b* mutant cells **I.** Bar plot depicting the frequency of double positive cells (GFP+, DSL+) in NTC and *mgat4b* mutant melanocytes **J.** Confocal images of immunocytochemistry performed using *Tyrp1*, *Kit*, *Gpnmb* and *Jup* antibodies (green) along with PHA-L (Phaseolus Vulgaris Leucoagglutinin lectin (golgi marker, red)) on permeabilized wildtype and *Mgat4b* KO cells, counterstained by DAPI(blue). The overlay of all three channels is depicted. Mander's colocalization coefficient is displayed in white at the bottom left corner of each cell image, Scale bars: 10 µm

\*p ≤ 0.05, \*\*p ≤ 0.01, \*\*\*p ≤ 0.001, \*\*\*\*p ≤ 0.0001 and ns p > 0.05

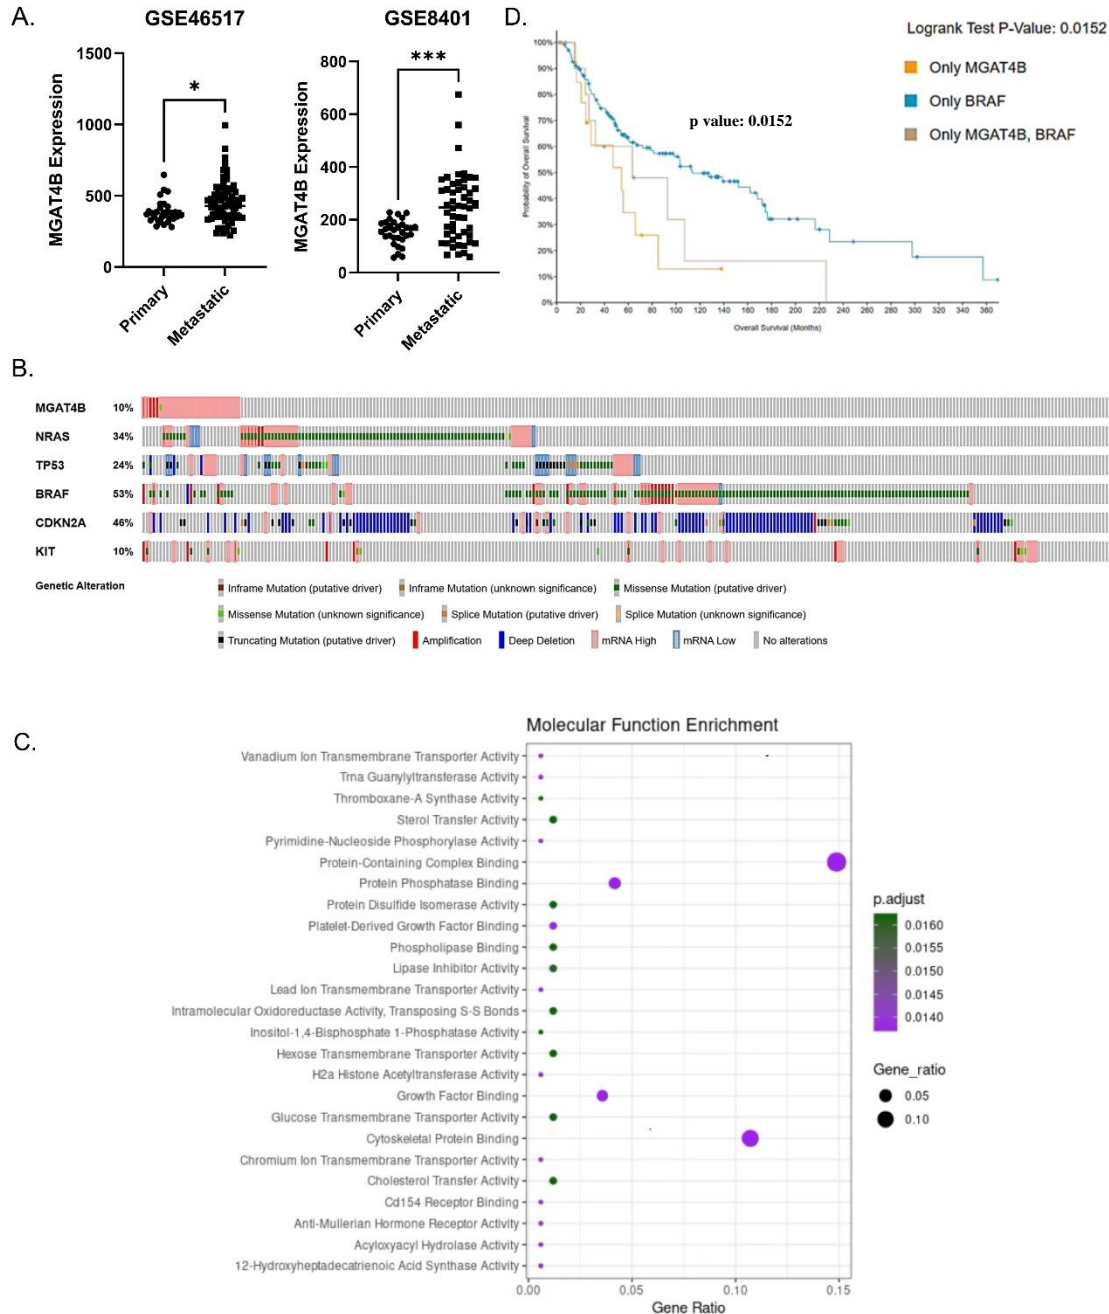

## Supplementary figure 8: Re-analysis of publicly available data shows enrichment of MGAT4B in melanoma patients

**A.** Scatter plot depicts transcriptomic levels of MGAT4B in skin cutaneous melanoma patients segregated based on primary or metastatic stage, two different datasets were meta-analysed with the GSEA ID- GSE8401, GSE46517 **B.** Alteration frequency of candidate genes in the TCGA melanoma cohort, Top altered genes are plotted to display

deep deletions, missense mutations, and amplifications along with MGAT4B **C.** Molecular function enrichment of differentially regulated genes between MGAT4B high and MGAT4B low SKCM patients, data procured from TCGA, highlighted in red boxes are ECM and migration related terms **D.** Kaplan–Meier survival plots comparing overall survival (OS) probabilities (Y-axis) as a function of time in months (x-axis) in melanoma patients with mutated BRAF, MGAT4B and both BRAF and MGAT4B, Logrank test p value 0.0152

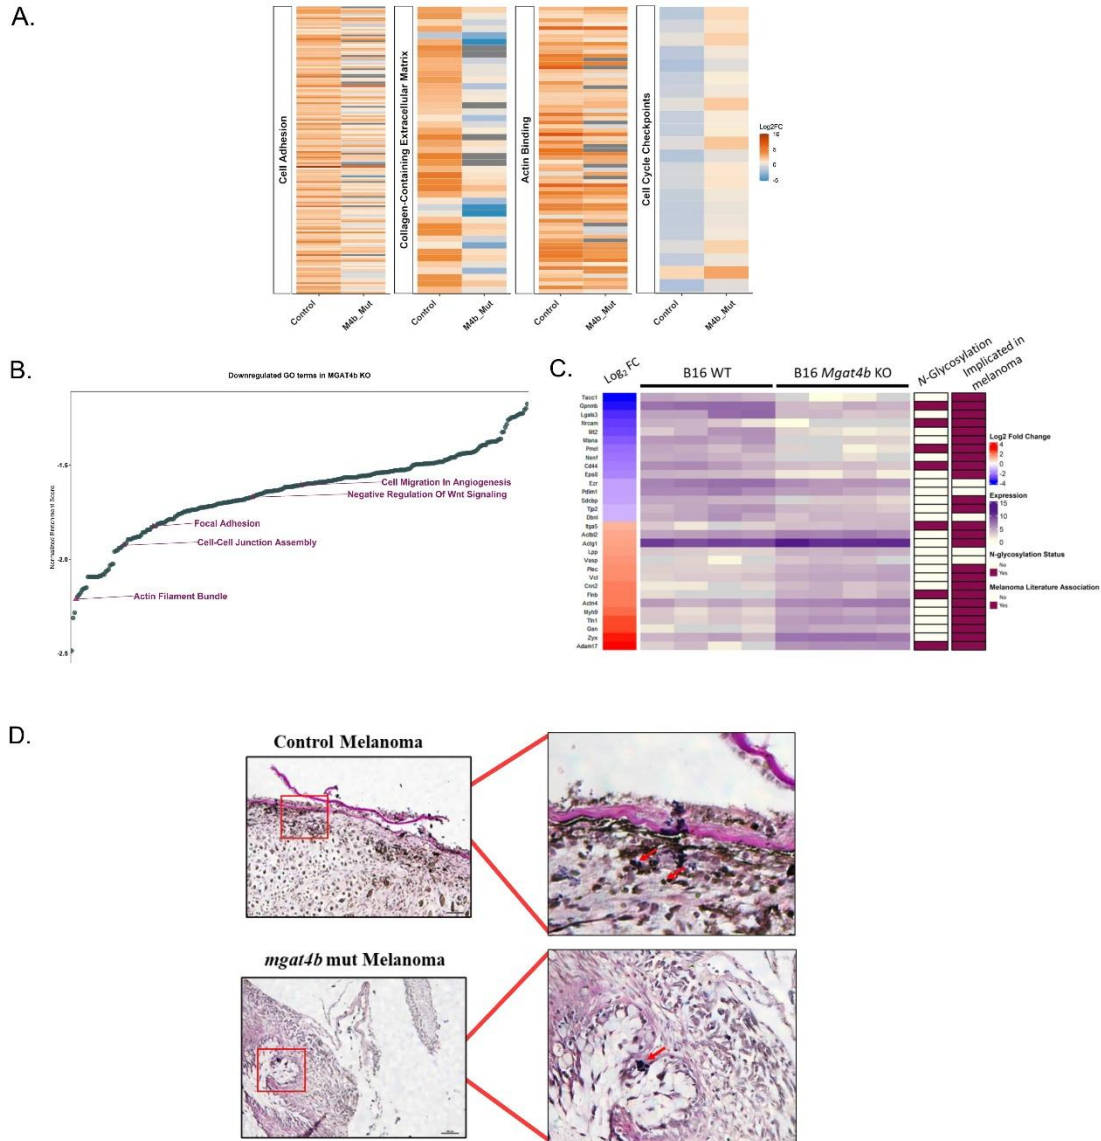

**Supplementary figure 9: Altered Cell Adhesion in zebrafish *mgat4b* mutants and B16 KO Cells:**

**A.** Heat map depicting log<sub>2</sub> fold change of genes related to the GO terms cell adhesion, collage-containing extracellular matrix, actin binding and cell cycle check points in control melanoma (control), *mgat4b* mutant (M4b\_Mut) melanoma with respect to wildtype melanophores **B.** Waterfall plot depicting normalized enrichment score of downregulated

GO terms in *Mgat4b* KO with respect to wildtype cells (B16 mouse melanoma), key terms are highlighted **C**. Heat map depicting  $\log_2$  fold change,  $\log_2$  expression, N-glycosylation status and melanoma association of top differentially regulated proteins from B16 WT and B16 *Mgat4b* KO cells **D**. Visualization of collagen fibers near the tumor in both wild-type and *mgat4b* mutant melanoma in zebrafish. Verhoeff-Van Gieson (VVG) staining was performed on melanoma sections from both samples. Since the mutation is melanocyte-specific, the changes are not pronounced, as the majority of skin collagen is secreted by fibroblasts. Consequently, no significant differences in collagen staining around tumor cells were observed. Red insets highlight zoomed-in areas surrounding black melanoma cells in wild-type (top) and *mgat4b* mutant (bottom)

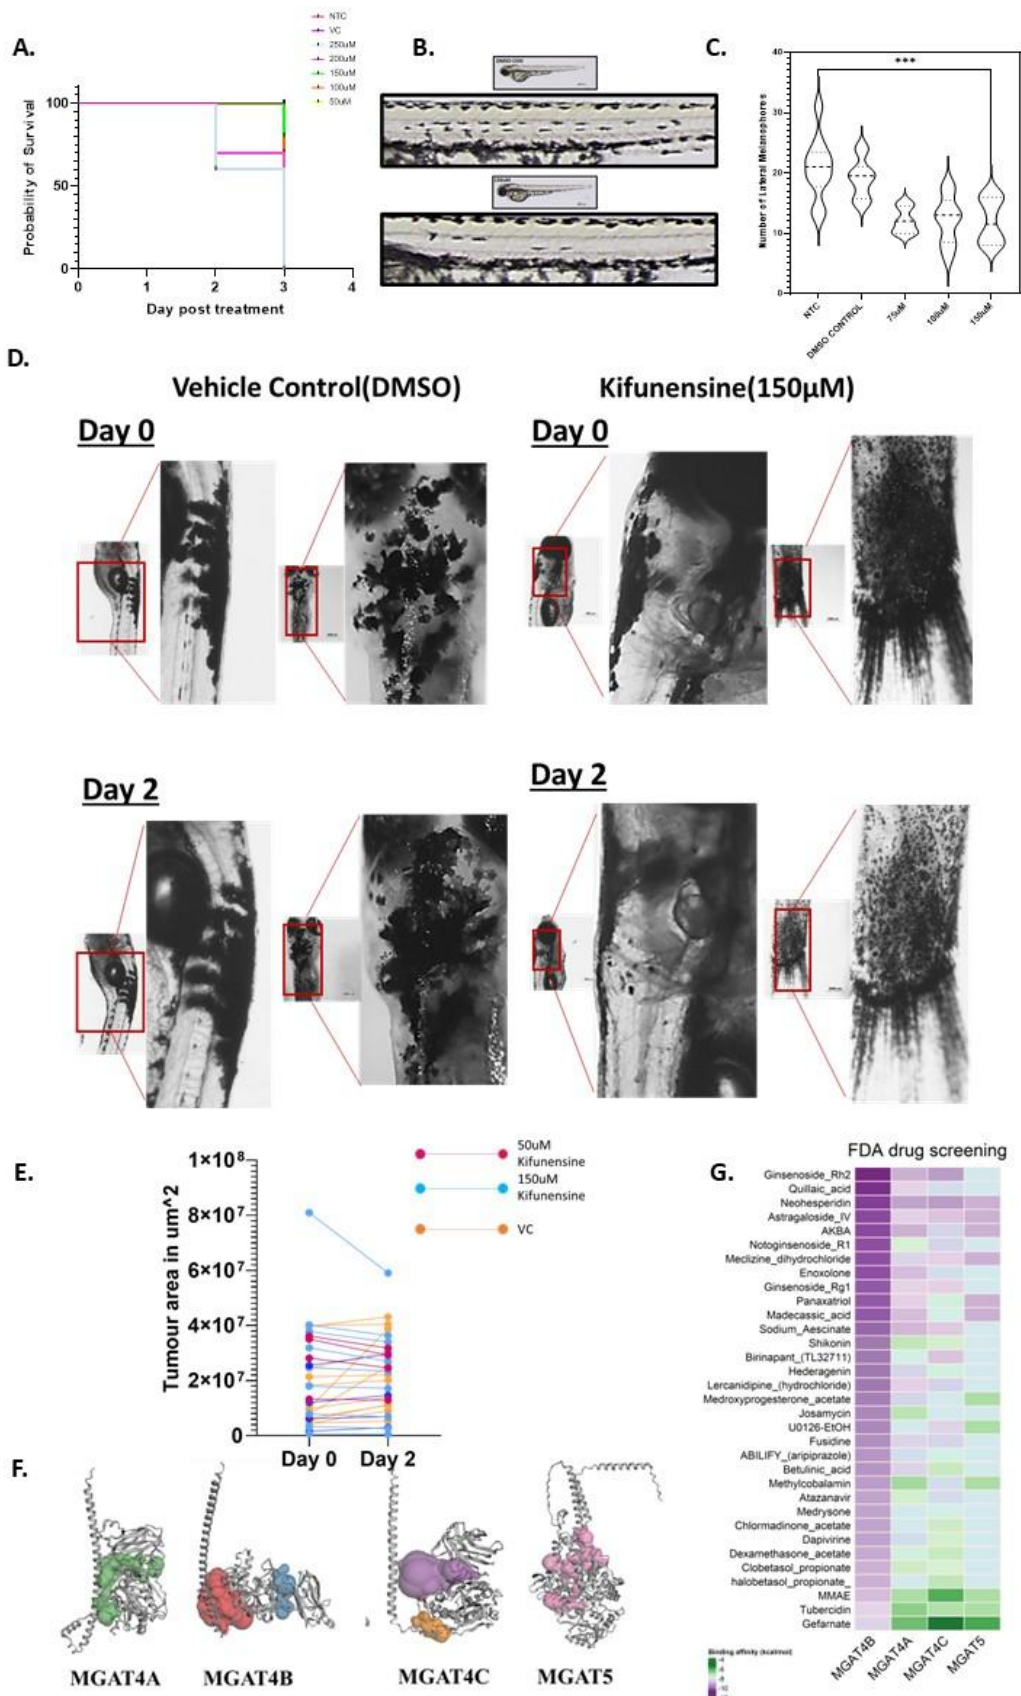

**Supplementary Figure 10: Inhibition of complex *N*-glycosylation as a potential therapeutic intervention for melanoma initiation and progression**

How the deposited data were processed for this re-analysis (not part of the article)

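The data are RNA sequencing counts of 6 libraries, 2 replicates each of wild-type melanophores, control melanoma and mgat4b mutant melanoma from 1-month-old zebrafish, isolated by density gradient centrifugation. Groups and replicates were taken from the sample labels and the paper. The paper names the control plasmid in more than one way, and the control group is called control melanoma throughout.

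The authors removed adaptors and trimmed the reads with Trimmomatic, aligned them to GRCz11 with STAR and counted them per gene with featureCounts. The deposited values are raw counts per gene, not normalized, with 1 file per library and with gene coordinates and lengths. The paper states no annotation release, strand setting, treatment of reads that match several genes or filter for this step. Reads of near-identical genes, overlapping genes and antisense genes could therefore be shared or lost, and such genes are uncertain. The libraries were made from total RNA after depletion of ribosomal RNA, so that noncoding RNA is counted too. Its share differs between groups, which affects CPM that are not corrected for composition.

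From the counts, symbols were matched through a table of gene identifiers and names, which covered 29201 of 32520 identifiers. There were 1719 symbols that belong to several identifiers, so identifiers are given with the genes named. R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. For each pair of groups, genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total count of 15, library sizes were scaled by TMM, and the quasi-likelihood test was applied with Benjamini-Hochberg adjustment over the genes tested. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Only the 4 libraries of the groups compared entered each fit, as the mean levels in Dataset S4 differ between its 3 comparisons. The principal components used DESeq2's variance stabilizing transformation, blind to the groups, and 500 genes. The overlap of calls was set beside 20 simulations of unchanged groups.

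Gene lists were tested by one-sided Fisher's exact tests of the calls among genes with a symbol, with at least 5 tested genes per list. The adjustment covered 36 tests for the 6 topics the paper discusses and 84 tests for 14 lists on other topics or cell types, which were proteasome subunits, mitosis and DNA replication, core histones, ribosomal proteins, p53 targets, melanophore, iridophore, xanthophore, keratinocyte, fibroblast and scale, skeletal muscle, erythrocyte, leukocyte and endothelium. Glycosyltransferases with galectins and the genes the paper names were looked at as well. The comparisons, tests, thresholds, these lists, the alternatives and the rule for named genes were fixed before the data were examined. The rule takes mgat4b, genes the paper names, the 3 largest rises and 3 largest falls per comparison among called genes with a mean of at least 10 CPM and groups that do not overlap, and the 3 called genes of lowest p in each list the paper discusses. Of the genes it gives, those in the text were picked after their values were seen. Lists of liver, exocrine pancreas, intestine, olfactory receptor and short noncoding RNA genes were added after the largest changes were seen, with an adjustment over 18 tests, and the olfactory receptors had too few tested genes. The most abundant genes of a list are named as levels and are not chosen by the rule. Results for some of the rule's genes are not reported here.

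The depth per library was between 3538922 and 8446997 counts, and between 20044 and 25475 genes had a count. With counts of 3 or fewer in a group, a fold change is only a lower bound, and no list median of the 6 topics changed when such genes were set to their bound. With 2 libraries per group, leaving out a library leaves 1, so that such fits give fold changes without a test. The procedure was tested on simulated counts with 200 genes changed. Among changed genes that passed the filter, edgeR called 94.8% of 194, 91.5% of 189 and 88.0% of 192 in the 3 comparisons, with 9, 6 and 1 unchanged genes called. The simulation used a biological coefficient of variation of 0.25.

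The alternatives were DESeq2, DESeq2's size factors in edgeR, no filter on low counts, at least 10 counts in every library, all 6 libraries in one fit, the replicate number as a block, a fixed biological coefficient of variation of 0.4, library sizes without the 20 most abundant and the mitochondrial genes, other thresholds, other transformations for the principal components, and camera, fry and logistic regression with gene length and mean CPM for gene lists. Reads, single cell data and proteomics of the study were not analysed here. Dataset S4 was used only for the genes its truncated copy shows, and no overlap or enrichment was computed on it.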

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

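The tests of explanations in this part were chosen after the results were seen, except those with libraries thinned to equal depth and the one with gene length for the proteasome genes. Depth here means total counts. Thinned libraries still differed in the counts left for other genes, since short noncoding RNA held different shares.

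Transcripts of liver proteins appeared in control melanoma, which the paper does not report. After apoa2, hpxa and tfa were seen among the largest changes, a list of 34 other liver genes was written. In control melanoma against wild-type melanophores 28 of 29 tested were called higher (adjusted p = 1.7e-18, one-sided Fisher's exact test), and 26 of 27 were called lower in mutant than control melanoma (adjusted p = 3.5e-29, same test). The transferrin gene tfa (ENSDARG00000016771, chromosome 2, 16780643 to 16794710) had 2454 and 2593 counts in control melanoma and 0 in both mutant libraries, at least 512-fold lower there. Of the list, 16 genes had no count in either mutant library and 12 had more than 3 counts in a wild-type library. The most abundant had mean levels of 22.1 CPM (ITIH2) and 20.9 CPM (FGG) in control melanoma and 0 in mutant melanoma, and 2 of the 34 are also among the lists on the paper's topics. Scaling by a few abundant genes would shift all genes alike, and it is argued against by the upper quartile of the log2 fold change of the list in mutant against control melanoma, -2.55 with genes near 0 counts at their bound, below the lower quartile of all tested genes, -0.60. A difference in depth is argued against by 19 of 20 called lower with every library thinned to 3538922 counts. Reads from genomic DNA are argued against by olfactory receptor genes, which had a mean of 8.33 unscaled CPM in control melanoma and 19.0 in wild-type melanophores. After scaling, their summed CPM were closer, 10.2 and 11.0 in the control libraries and 16.1 and 12.1 in the wild-type libraries, and still not higher in control melanoma. Liver cells or liver RNA in both control libraries remain open, since most of a list that could have stayed flat rose. Expression of liver genes by the tumor cells was not tested. Exocrine pancreas genes pointed the same way, with 5 of 5 tested called higher in control melanoma (adjusted p = 0.00107). Intestine genes went both ways, with 5 of 9 called higher (adjusted p = 0.0472) and 2 lower (adjusted p = 0.500) in control melanoma than in wild-type melanophores. For the rise, the unadjusted p was 0.0670 with DESeq2 (5 of 14) and 0.245 with at least 10 counts in every library (2 of 6). It was under 0.05 in the other settings tried (one-sided Fisher's exact tests). The most abundant fell, from a mean of 58.3 to 5.18 CPM for fabp1b.2 and from 56.9 to 6.92 CPM for VIL1. In mutant against control melanoma 2 of 8 were called lower (adjusted p = 0.204) and 1 higher. Adjusted over the list alone, 5 were lower and 1 higher, with a median log2 fold change of -1.98. The count lower depended on the setting. It was 0 of 15 without a filter on low counts and 5 of 9 with all 6 libraries in one fit (unadjusted p = 5.0e-04, one-sided Fisher's exact test).

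Skeletal muscle transcripts were high in both melanoma groups, outside the topics the paper discusses. Of the muscle list, 27 of 29 genes were called higher in control melanoma (adjusted p = 6.2e-16, one-sided Fisher's exact test) and 22 of 27 in mutant melanoma (adjusted p = 9.6e-17, same test), and 9 of 29 were called lower in mutant than control melanoma (adjusted p = 3.1e-04). The median over the list was 2.19 CPM in wild-type melanophores, 49.7 CPM in control melanoma and 24.9 CPM in mutant melanoma. The most abundant were atp2a1l with means of 6.75, 524 and 192 CPM and pvalb2 with 11.8, 453 and 286 CPM in the same order. Of the 30 genes with counts, 2 are also in a list on the paper's topics. The same genes were higher in both groups for 22 of 27. Scaling is argued against by the lower quartile of the log2 fold change of the list in mutant melanoma, 2.84, above the upper quartile of all tested genes, 0.66, and depth by 19 of 22 called higher in both groups after thinning. Muscle tissue isolated with the melanoma cells remains open, and a muscle program within tumor cells was not tested.

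Short noncoding RNA held larger shares in both melanoma groups. Of the short noncoding genes tested, 56 of 61 were called higher in control melanoma (adjusted p = 8.2e-33, one-sided Fisher's exact test) and 38 of 55 in mutant melanoma (adjusted p = 1.7e-25), and 11 of 59 were lower in mutant than control melanoma (adjusted p = 0.00441). Reads of rn7sl1 alone are argued against, as 55 of the 60 other genes were called higher in control melanoma and 37 of 54 in mutant melanoma. The lowest share in a melanoma library was 32.6%, against at most 10.3% in a wild-type library. RNA quality or library preparation and the groups cannot be told apart, since the paper and the labels give no preparation batch that contains more than one group. A rise of these RNAs in melanoma cells was not tested.

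Proteasome genes were higher in mutant than control melanoma, with 33 of 56 called (adjusted p = 1.5e-24, one-sided Fisher's exact test) and a median log2 fold change of 1.09. The paper shows signaling terms in Fig. 6H, some of which contain proteasome genes, but does not discuss the proteasome. Against wild-type melanophores 24 of 56 were called lower in control melanoma (adjusted p = 2.6e-08), with a median log2 fold change of -0.94. In mutant melanoma 3 were called higher and 2 lower, with a median of 0.25. At an unadjusted p under 0.05, 2 were higher and 49 lower in control melanoma, and 18 higher and 7 lower in mutant melanoma. By calls and medians, the difference of the list lay mostly in the control group. PSMB3, the most abundant in mutant melanoma, changed more in the mutant group. Its means were 56.2 CPM in wild-type melanophores, 36.2 CPM in control melanoma and 115 CPM in mutant melanoma. Scaling is argued against by the lower quartile of their log2 fold change, 0.85, above the upper quartile of all tested genes, 0.53, and depth by 29 of 55 called in thinned libraries. Gene length and expression level are argued against by a p of 1.5e-25 for the proteasome genes in a logistic regression with both. A rise of the whole machinery of protein synthesis and turnover is argued against by ribosomal protein genes, of which 1 of 79 was called higher. At an unadjusted p under 0.05, 45 of them were higher, with quartiles of the log2 fold change of 0.09 and 0.49, while the upper quartile of the proteasome genes was 1.53. Ribosomal protein genes were called lower against wild-type melanophores in control melanoma (30 of 78, adjusted p = 7.7e-09) and in mutant melanoma (18 of 79, adjusted p = 0.00107). A different mix of cells was not excluded for the proteasome genes.

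Checkpoint genes moved in opposite directions in the melanoma groups, and the difference itself was tested, with 31 called higher in mutant than control melanoma. Scaling is argued against by the lower quartile of their log2 fold change, 0.63, above the upper quartile of all tested genes, 0.53, and depth by 30 of 85 called in thinned libraries. Genes of mitosis and DNA replication, of which 0 are in the checkpoint list, rose as well, with 21 of 43 called higher (p = 4.4e-15, adjusted p = 9.2e-14, one-sided Fisher's exact test). Against wild-type melanophores 15 of 43 were higher in mutant melanoma (adjusted p = 4.2e-05) and 9 of 43 lower in control melanoma (adjusted p = 0.159). A candidate explanation is therefore that the mutant libraries hold more cells in S phase or mitosis than the control libraries, since MCM genes and checkpoint genes are also transcribed in cycling cells. The plasmids of both melanoma groups targeted p53 in melanocytes, so a p53 response could not be seen in cells that lost p53. For the other cells, a p53 response and other causes cannot be told apart by the p53 targets, which went both ways. Of these, 0 of 24 were called higher and 1 lower, with 7 higher and 3 lower at an unadjusted p under 0.05 and quartiles of the log2 fold change of -0.27 and 0.52. In control melanoma 5 of 24 p53 targets were called lower (adjusted p = 0.364), and in mutant melanoma 3 of 24 (adjusted p = 0.891), against wild-type melanophores. Core histone genes were called higher in both melanoma groups (16 of 29, adjusted p = 1.2e-04, and 20 of 29, adjusted p = 2.9e-13) and in mutant against control melanoma (9 of 28, adjusted p = 1.2e-04). In the same order, 4 of 29, 3 of 29 and 1 of 28 were called lower.

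In 17 genes, control melanoma was called higher and mutant melanoma lower than wild-type melanophores, and in 15 genes the opposite held. In the direct comparison of mutant with control melanoma all 17 and all 15 were called, which largely follows from how they were chosen and is no separate test. Fig. 6F shows such genes, and the paper does not discuss them. No technical or biological explanation was tested for these genes as a group.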

How the results depend on the processing

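Of the alternatives here, leaving out genes whose symbol starts with plekh from the actin-binding list, and the direction of the checkpoint result in control melanoma, were chosen after seeing the data.

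For counts of called genes, a minimum of 10 counts in every library tested fewer genes and gave 3984 in control melanoma against wild-type melanophores, 3893 of them also called in the reported comparison. A fixed biological coefficient of variation of 0.4 gave 3031 there (76.6% higher, against 62.2%), 1373 in mutant against control melanoma (447 higher and 926 lower, 1007 of them also called in the reported comparison) and 974 shared calls. Without a minimum fold change, 10730 genes passed in control melanoma and 3473 were shared. A minimum absolute log2 fold change of 2 gave 2377 (79.0% higher), 1489 and 874 calls in control against wild type, mutant against wild type and mutant against control, and 619 shared. An adjusted p threshold of 0.01 gave 1750 in mutant against wild type, 1140 in mutant against control and 1045 shared. Without a filter on low counts mutant against control gave 1281, 1272 of them also called in the reported comparison, and the cause was not tested. The other counts stayed within 1.5 times the reported ones.

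Component 1 held 56.5% with log2 CPM, 48.5% with all genes, 69.3% with rlog and 67.7% without the 20 most abundant and the mitochondrial genes, and component 2 held 34.7%, 34.0%, 27.5% and 29.4%. The ratio of distances was 1.63, 1.21, 2.71 and 2.74, above 1 in each.

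Of the 18 results on the paper's 6 topics, none changed with DESeq2's size factors. The collagen results, those of the other matrix genes and adhesion genes in control against wild type and in mutant against control, and the checkpoint result in mutant against control passed the threshold under each alternative. Called lists also passed under fry, beside camera with its preset correlation. The cause was not tested for the changes that follow, given as adjusted p. The other matrix genes in mutant against wild type gave 0.0794 with a minimum log2 fold change of 2, and migration in control melanoma 0.354. Adhesion in mutant against wild type gave 0.161 with DESeq2, 0.177 without a filter, 0.349 with at least 10 counts, 0.0794 with a minimum of 2, 1 with a threshold of 0.01 and 0.202 with camera. Checkpoints in mutant against wild type gave 0.152 with the fixed coefficient, 0.520 with a minimum of 2 and 0.127 with a threshold of 0.01. Checkpoints called lower in control melanoma passed with DESeq2 (0.0363), no filter (9.9e-04), all 6 libraries (0.0219), without abundant genes (0.00847), no minimum fold change (4.3e-05), camera (8.1e-06) and fry (0.00599). Migration in mutant against control passed with DESeq2 (0.0115), no filter (0.0259), at least 10 counts (1.4e-04), all 6 libraries (0.0147), no minimum fold change (0.00382), camera (7.1e-04) and fry (0.0212). It changed direction with the fixed coefficient and a minimum of 2 (adjusted p = 1 in both).

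The remaining changes of direction concern lists that were not enriched. Migration in mutant against wild type gave 0.921 with DESeq2, 0.135 without a minimum fold change, 0.0113 with camera, 0.0405 with fry and 0.923 with logistic regression, so that camera and fry called it higher. Actin binding in control melanoma gave 1 with the fixed coefficient and 0.00599 with fry, where it passed the threshold. In mutant against wild type it gave 1 with DESeq2, the fixed coefficient and a minimum of 2, 0.635 without a filter, 0.289 without a minimum fold change, 0.913 with camera and 0.756 without plekh genes. In mutant against control it gave 0.915 with DESeq2, 0.542 with camera and 0.0204 with fry, where it passed the threshold as lower in the mutant.

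The replicate numbers do not pair the samples. Deviations of same-numbered libraries from their group means had correlations across 19496 genes of -0.011, 0.0073 and 0.0066. With the replicate number as a block, 5941, 3488 and 2147 genes were called in the fits of the groups compared, and 4089, 3861 and 2637 in one fit of all libraries. The block changed adhesion in mutant against wild type (0.262) and actin binding in mutant against control (0.848) in the former, and checkpoints lower in control melanoma (0.0472) and migration in mutant against control (0.0179) in the latter.

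With each of the 4 libraries of a comparison left out in turn, the median log2 fold change in control against wild type ranged from 2.54 to 2.90 for collagens, 1.69 to 1.87 for other matrix genes, 0.897 to 1.1004 for adhesion and 0.86 to 0.97 for migration. It ranged from 1.40 to 1.58 for collagens in mutant against wild type, and in mutant against control from -1.37 to -1.14 for collagens, -1.09 to -1.00 for other matrix genes and -0.58 to -0.48 for adhesion. The other list medians moved by less than the spread between replicates.

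For named genes, 138 values under other processing kept direction and call. With a library left out, 91 stayed within the spread, 20 moved and 1 reversed, MGAT4B in mutant against control melanoma, which ranged from -0.049 without mutant replicate 1 to 0.34 without mutant replicate 2. For the 14 lists outside the paper's topics that were fixed beforehand, 203 values were the same, 3 stronger and 2 weaker. The lists added after the largest changes were seen are not in these counts. There were 2 reversed, both with adjusted p = 1, endothelium in mutant against wild type with DESeq2 and p53 targets in mutant against control with all 6 libraries. No scaling moved the median of all genes by more than 0.1 on the log2 scale. Depth limits the mutant libraries most, and with every library thinned to 3538922 counts 4732, 3126 and 1951 genes were called.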

Differences from the paper's values

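In control melanoma, 2302 genes were called lower than in wild-type melanophores, against the paper's about 1300 in Fig. 6F, read by eye. Among the alternatives set before the data were examined, a minimum of 10 counts in every library (1487), all 6 libraries in one fit (1749) and the replicate number as a block in one fit of all libraries (1598) fell within 1.5 times the paper's value. DESeq2 (2069), DESeq2's size factors (2259), no filter (2445), the block in the fit of the groups compared (2244), a fixed biological coefficient of variation of 0.4 (710), library sizes without abundant genes (2336), no minimum fold change (5148), a minimum log2 fold change of 2 (500) and an adjusted p threshold of 0.01 (1973) did not.

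For genes lower in both melanoma groups, 886 were called against the paper's about 520 in Fig. 6F, read by eye. A minimum of 10 counts in every library (602) and an adjusted p threshold of 0.01 (483) fell within 1.5 times the paper's value. DESeq2 (792), DESeq2's size factors (864), no filter (900), all 6 libraries in one fit (894), the block (930 and 822), the fixed coefficient (316), library sizes without abundant genes (906), no minimum fold change (1926) and a minimum log2 fold change of 2 (167) did not.

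Fig. 6G shows actin binding among the enriched terms of control and of mutant melanoma. The actin-binding list used here, which is not the paper's term, was enriched in neither, with an adjusted p of 0.486 in control melanoma and 1 in mutant melanoma (one-sided Fisher's exact tests). With fry it passed the threshold in control melanoma (adjusted p = 0.00599), and under the other alternatives it did not. For cell adhesion, Fig. 6G shows an enrichment in mutant melanoma that is smaller than the one in control melanoma, and the odds ratios here were 1.81 and 3.99.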

Other observations

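The tests of explanations in this part were chosen after the results were seen, except the one with libraries thinned to equal depth.

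The lower collagen transcripts in mutant melanoma were looked at for a change in the mix of cells, since the paper proposes that most collagen comes from skin fibroblasts. Of the fibroblast and scale list, 20 of 23 genes were called higher in control melanoma (adjusted p = 8.5e-11, one-sided Fisher's exact test), 9 of 23 in mutant melanoma (adjusted p = 6.9e-04), and 16 of 23 were called lower in mutant than control melanoma (adjusted p = 2.9e-13). Its median level was 59.3 CPM in wild-type melanophores, 320 CPM in control melanoma and 69.2 CPM in mutant melanoma. However, 16 of the 23 are matrix genes of the lists on the paper's topics. Of the 7 others 2 were called lower (p = 0.0732, one-sided Fisher's exact test) and 4 were lower at an unadjusted p under 0.05, with a median log2 fold change of -0.69. Fewer fibroblasts and less collagen transcript per cell cannot be told apart with so few markers. Endothelial markers outside those lists fell too, with 6 of 11 called lower in mutant than control melanoma (p = 2.8e-05, one-sided Fisher's exact test) and a median of -1.64, but they did not move together. The most abundant gene of the endothelium list, stab1, did not fall, with means of 33.6, 35.4 and 39.5 CPM in wild-type melanophores, control melanoma and mutant melanoma, while kdrl had 5.37, 26.8 and 5.65 CPM and stab2 4.55, 14.0 and 10.9 CPM. Angiogenesis is among the terms shown in Fig. 6G and 6H. Fewer endothelial cells of some kinds in the mutant libraries remain open. Over the whole endothelium list, 11 of 15 were higher in control melanoma (adjusted p = 6.4e-05), 3 of 11 in mutant melanoma (adjusted p = 0.241) and 7 of 14 lower in mutant than control melanoma (adjusted p = 6.8e-05), and 4 of its 16 genes are in a list on the paper's topics.

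Several technical explanations of the lower collagens are argued against. More pigment cells in the mutant libraries would lower the markers of all other cells alike, but the keratinocyte markers had a median log2 fold change of 0.35 (quartiles -0.04 and 1.07) and the fibroblast and scale markers -1.48 (quartiles -1.95 and -0.92). Gene length and expression level are argued against by an adjusted p of 9.5e-18 for the collagens in a logistic regression with both. A difference in total counts is argued against by 23 of 43 collagens called lower with every library thinned to the same total. Thinned libraries still differed in the counts left for other genes, since short noncoding RNA held different shares. A part played by scaling remains open, since the upper quartile of the log2 fold change of the collagens, -0.20, was not below the lower quartile of all tested genes, -0.60.

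Epidermal transcripts exceeded melanophore transcripts in the wild-type melanophore libraries, where the median of the keratinocyte list was 252 CPM and that of the melanophore list 1.62 CPM. The most abundant keratinocyte genes, krt91 and krt5, had 6010 and 5038 CPM, while the most abundant melanophore gene of the list, SLC37A2, had 86.4 CPM. Of the lists, 1 keratinocyte gene and 1 melanophore gene are in a list on the paper's topics. The values are consistent with epithelial cells isolated together with the melanophores, and comparisons with the wild-type group may in part reflect the mix of cells. Keratinocyte genes did not pass the threshold, with 3 of 20 called lower in control melanoma (adjusted p = 0.905), 4 of 20 lower in mutant melanoma (adjusted p = 0.310) and 4 of 19 higher in mutant than control melanoma (adjusted p = 0.0730). At an unadjusted p under 0.05, 14 were lower and 3 higher in control melanoma, 8 lower and 7 higher in mutant melanoma, and 13 higher and 4 lower in mutant than control melanoma.

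Other pigment cell and blood lists also differed from wild-type melanophores. Iridophore genes were called higher in control melanoma (8 of 15, adjusted p = 0.0129) and in mutant melanoma (7 of 14, adjusted p = 6.3e-04). Their median levels were 8.51, 13.2 and 23.6 CPM in wild-type melanophores, control melanoma and mutant melanoma. In mutant against control melanoma 4 of 15 were called higher (adjusted p = 0.0322) and 1 lower, with 7 higher and 2 lower at an unadjusted p under 0.05. The genes did not move together. From control to mutant melanoma, the mean of ATIC rose from 22.3 to 72.0 CPM and that of ltk fell from 45.1 to 23.6 CPM. More iridophores in the mutant libraries are therefore not shown. Xanthophore genes were called higher in control melanoma (9 of 12, adjusted p = 2.5e-04) and mutant melanoma (6 of 12, adjusted p = 0.00160), and 0 of 12 differed between them, where 0 were higher and 1 was lower at an unadjusted p under 0.05. Leukocyte genes were called lower in control melanoma (14 of 23, adjusted p = 1.6e-07) and mutant melanoma (13 of 23, adjusted p = 1.6e-07). In mutant against control melanoma 3 of 22 were lower (adjusted p = 0.458) and 2 higher (adjusted p = 0.884). Erythrocyte genes were not enriched, with 3 of 11 higher in control melanoma (adjusted p = 0.884), 2 of 11 in mutant melanoma (adjusted p = 0.739) and 1 of 11 lower in mutant than control melanoma (adjusted p = 1). The p-values are from one-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 84 tests.

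Some proteins that the paper follows in B16 cells have transcripts in these libraries. GPNMB (ENSDARG00000062688, chromosome 19, 20247435 to 20270207) had means of 8.93, 27.8 and 45.8 CPM in wild-type melanophores, control melanoma and mutant melanoma, with a log2 fold change of 0.76 in mutant against control melanoma (standard error 0.17, adjusted p = 0.0169, edgeR's quasi-likelihood test). Of the genes listed as JUP, ENSDARG00000059067 (chromosome 19, 5480327 to 5590012) had 3.74, 10.8 and 2.38 CPM, with a log2 fold change of -2.12 (standard error 0.49, adjusted p = 0.0173, same test) resting on 13 and 7 counts in the mutant libraries. The far more abundant ENSDARG00000070787 (chromosome 11, 11719575 to 11781911) had 661, 524 and 521 CPM and a log2 fold change of 0.03 (standard error 0.09, adjusted p = 0.870, same test). Of the glycosyltransferases of N-glycan branching and galectins, 1 of 31 was called higher and 0 lower in mutant than control melanoma, with 2 higher and 6 lower at an unadjusted p under 0.05. Against wild-type melanophores 2 were higher and 4 lower in control melanoma and 0 higher and 4 lower in mutant melanoma, with 1 higher and 12 lower at an unadjusted p under 0.05 in the latter. Of the genes the paper names, 16 of 44 were called higher and 5 lower in control melanoma, 8 of 41 higher and 4 lower in mutant melanoma and 1 of 42 higher in mutant against control melanoma, where 1 was called lower.

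Among the largest rises in mutant against control melanoma, PTGER1 (ENSDARG00000078602, chromosome 3, 52528606 to 52539663) had a log2 fold change of 4.69 (standard error 0.41, adjusted p = 1.5e-04, edgeR's quasi-likelihood test), between 4.10 and 5.11 with each library left out. F13A1 was at least 46.6-fold higher in mutant than control melanoma.

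A few genes took up larger shares of the counts in the mutant libraries, chosen here after their values were seen. MAP3K13 held 0.222% and 0.179% in wild-type melanophores, 0.413% and 0.517% in control melanoma and 2.85% and 4.18% in mutant melanoma. The shares of si:ch73-337l15.2 were 0.0419% and 0.0371%, 0.0725% and 0.0831%, and 0.928% and 1.304%, and those of SSRP1 0.0329% and 0.0286%, 0.0572% and 0.0553%, and 0.654% and 0.985%, in the same order. Genes of the mitochondrial genome without a symbol moved apart. ENSDARG00000080337 (1683 bases) held 1.39% and 1.43%, 0.259% and 0.207%, and 0.287% and 0.327%, and ENSDARG00000082753 (952 bases) held 0.332% and 0.321%, 0.293% and 0.246%, and 1.06% and 1.52%. No explanation of these shares was tested.

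Gene length was related to the changes only weakly. The Spearman correlation across genes of length and log2 fold change was 0.0422 in control melanoma against wild-type melanophores, -0.0499 in mutant melanoma against wild-type melanophores and -0.114 in mutant against control melanoma. In the latter, genes called higher had a median length of 2071 bases, genes called lower 2985 bases and all tested genes 2572 bases. Genes are not independent replicates.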
